# Cortical somatostatin long-range projection neurons and interneurons exhibit divergent developmental trajectories

**DOI:** 10.1016/j.neuron.2023.11.013

**Published:** 2023-12-11

**Authors:** Josephine Fisher, Marieke Verhagen, Zhen Long, Monika Moissidis, Yiming Yan, Chenyi He, Jingyu Wang, Elia Micoli, Clara Milían Alastruey, Rani Moors, Oscar Marín, Da Mi, Lynette Lim

## Abstract

The mammalian cerebral cortex contains an extraordinary diversity of cell types that emerge by implementing different developmental programs. Delineating when and how cellular diversification occurs is particularly challenging for cortical inhibitory neurons because they represent a small proportion of all cortical cells and have a protracted development. Here, we combine single-cell RNA sequencing and spatial transcriptomics to characterize the emergence of neuronal diversity among somatostatin-expressing (SST+) cells in mice. We found that SST+ inhibitory neurons segregate during embryonic stages into long-range projection (LRP) neurons and two types of interneurons, Martinotti cells and non-Martinotti cells, following distinct developmental trajectories. Two main subtypes of LRP neurons and several subtypes of interneurons are readily distinguishable in the embryo, although interneuron diversity is likely refined during early postnatal life. Our results suggest that the timing for cellular diversification is unique for different subtypes of SST+ neurons and particularly divergent for LRP neurons and interneurons.

## Introduction

Cortical *γ*-aminobutyric acid-containing (GABAergic) inhibitory neurons constitute one of the most diverse cellular populations in the brain. The most comprehensive catalog of neuronal diversity based on transcriptomic information suggests that the adult cerebral cortex of mice, marmosets, and humans may contain over 100 subtypes of inhibitory neurons.^1^ Even more stringent censuses that collectively consider the morphological, electro-physiological, and molecular properties of these cells identify some 30 different subtypes of GABAergic neurons in the neocortex (NCx) and hippocampus.^2,3^ When and how this extensive repertoire of inhibitory neurons emerges during development remains unclear.

Several studies over the past decade have revealed that the diversity of cortical inhibitory neurons emerges during embryonic development. For instance, transcriptomic analyses have found that many newborn neurons have similar gene expression profiles to those found among adult neurons,^4–8^ which suggests that the identity of cortical inhibitory neurons may be established shortly after neurogenesis. However, there is a large discrepancy between the number of different subtypes of GABAergic neurons described in the adult and the developing cerebral cortex. This difference can no longer be attributed to undersampling issues in developmental studies because some of the most recent observations derive from analyzing more than 40,000 cells from the ganglionic eminences,^5,7,8^ the embryonic origin of cortical inhibitory neurons. Instead, the inconsistency may reflect that the diversification of some GABAergic inhibitory neurons may occur at different times during development.^9–12^

The large diversity of cortical inhibitory neurons can be organized into five major subclasses based on common biochemical characteristics and gene expression: parvalbumin-expressing (PV+) interneurons, somatostatin-expressing (SST+) neurons, vasoactive intestinal peptide-expressing (VIP+) bipolar cells, *Sncg*-expressing basket cells, and *Lamp5*-expressing neuro-gliaform cells.^2,13^ SST+ cells are the most diverse among cortical GABAergic neurons. In the adult mouse NCx, thirteen subtypes of SST+ inhibitory neurons with distinctive morpho-electrical and transcriptomic profiles have been identified using Patch-seq. They include long-range projecting (LRP) neurons and two main types of SST+ interneurons, Martinotti cells (MCs) and non-MCs (nMCs).^2^ SST+ LRP neurons are unique among neocortical GABAergic neurons because their axons extend across different cortical regions.^14,15^ SST+ LRP neurons characteristically express *Chodl* and are among the most conserved cell types in the mammalian NCx,^1^ which suggests that they play an essential role in cortical function. For instance, SST+ LRP neurons may regulate slow-wave oscillations during non-rapid eye movement sleep.^16,17^ Although SST+ LRP neurons and SST+ interneurons seem to derive from the same region of the embryonic telencephalon,^18^ the mechanisms driving the diversification of this subclass of cortical GABAergic neurons are unknown.

Here, we used SST+ neurons as a model to study the timing and molecular regulation of the diversification of cortical GABAergic inhibitory neurons in the mouse. We used single-cell RNA sequencing (scRNA-seq) to analyze gene expression in over 7,000 SST+ GABAergic inhibitory neurons isolated from three different developmental stages spanning embryonic day (E) 16.5 and postnatal day (P) 5. Our results uncover unique, cell-type-specific molecular programs governing the diversification and maturation of cortical SST+ GABAergic inhibitory neurons, identify transcription factors driving the unique development of SST+ LRP neurons, and suggest the timing of cell-fate decisions among GABAergic neurons varies depending on cell identity.

## Results

### The transcriptional diversity of SST+ neurons emerges during development

We took advantage of the fact that *Sst* mRNA is expressed very early in GABAergic neurons of the telencephalon^19^ to isolate SST+ neurons. To this end, we crossed *Sst*^*Cre/+*^mice with a Rosa26-CAG-boosted eGFP reporter line (RCE). We then dissected the NCx of *Sst*^Cre/+^*;RCE* mice at E16.5, P1, and P5 and obtained cell populations highly enriched in SST+ neurons using fluorescent-activated cell sorting (FACS). We then examined gene expression in individual cells using 10 × Genomics Chromium sequencing (Figure 1A). 

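GFP+ cells sorted from the pooled NCx of 6 animals at E16.5, 3 at P1, and 3 at P5 made up 1 library per stage. The authors aligned the reads of each library to the mouse genome build GRCm38 with Cell Ranger and deposited the number of UMIs (unique molecular identifiers, which mark single captured mRNA molecules) counted for each of 31053 genes in each cell, without normalization. The libraries hold 25638779 UMIs in 4478 cells at E16.5, 15654107 UMIs in 4440 cells at P1, and 13429055 UMIs in 3406 cells at P5. The median was 5230, 2680, and 3488 UMIs per cell, respectively. The cells were filtered, scaled, and integrated from these counts with the settings of the paper's methods. Cell types were then rebuilt from clusters and the paper's marker genes and are called LRP-like, MC-like, and so on, so that a difference from the study may come from the rebuilt names. UMIs were summed over the cells of a type within a library and scaled to the total of that type as CPM. Log2 ratios between types were taken after adding a pseudocount of 1 CPM, over genes with at least 10 UMIs in the types compared in every library. With 1 library per stage, cells are not replicates, and values at different stages compare these libraries. Therefore no test was made, and the 95% intervals (exact Clopper-Pearson intervals for shares of cells and exact Poisson intervals for summed UMIs) cover counting error only. Scrublet, a doublet caller run on each library, marked 11 cells (0.117%), fewer than the 0.5% below which such a caller has not worked, and doublets were left in.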

We performed RNA-seq on 12,324 cells from three developmental stages, which were then subjected to quality control (see STAR Methods). This process rendered 9,154 cells with an average of 4,403 UMI per cell and a median of 2,170 genes per cell.

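The limits on genes, mitochondrial share, and total UMIs per cell kept 9403 cells, or 76.3% of those in the libraries. The filter on confidently aligned reads was not applied here, since it needs the alignments. Over the 15938 genes that remained after mitochondrial, ribosomal, and Y-chromosome genes were removed, the kept cells had a mean of 4489 UMIs and a median of 2214 genes per cell. Over all genes, the mean was 5151 UMIs and the median 2302 genes per cell. The median number of genes per kept cell was 2477 at E16.5, 1781.5 at P1, and 2002 at P5. A stricter filter, with over 1000 genes per cell and a mitochondrial share under 5%, moved the number of kept cells most, to 5314.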

We performed cross-dataset anchor analysis to integrate the scRNA-seq datasets from the three developmental stages (Figure S1A). 

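The mixing of the libraries was measured over the 30 nearest neighbors of each cell in the space of 15 principal components. Before integration, 98.9% of the neighbors of an E16.5 cell came from its own library, although E16.5 cells were 41.7% of all cells. The shares were 97.5% at P1 and 97.4% at P5, with 26.6% and 31.7% of the cells. After P5 was joined with P1 through anchors and both with E16.5, the share of neighbors from the same library was 87.8% at E16.5, 47.6% at P1, and 46.5% at P5. The postnatal libraries were thus mixed more than the embryonic library, and a cluster drawn mostly from E16.5 may be that library rather than a cell type.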

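The integrated data were grouped by Louvain clustering at a resolution of 1, in place of the iterative hierarchical approach, from 2000 variable genes. To read genes in clusters that they did not define, 143 genes were kept out of this first clustering. They are the genes of Table S3 that are not in Table S1, together with those encoding Pou3f2, Dach1, and Lypd1. The first clustering gave 19 clusters of 39 to 1047 cells. Without fixed thread settings of the computation, the number of clusters was lower. The smallest cluster held cells of the P5 library alone, and in the most evenly mixed cluster 36.2% of the cells came from 1 library. A second clustering, from which the 67 genes of Table S1 were kept out, gave 21 clusters and is used to read the genes of Table S1.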

Using an iterative hierarchical clustering approach,^20^ we found 17 distinct clusters of neurons (Figure S1B). 

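Clusters of the first clustering were named from Table S1 markers with the paper's differential expression score, which sums up to 20 points per marker gene. A name needed at least 3 markers, and clusters whose 10 leading genes held more markers of another class stayed unnamed. This gave 12 clusters with a name of the 3 main types or of interneurons. In total, 994 cells were LRP-like, 2617 MC-like, and 1968 nMC-like. In 3 of the 4 nMC-like clusters (666, 358, and 333 cells) and 2 of the 5 MC-like clusters (1011 and 39 cells), the 10 leading genes held none of the markers behind the name, so that the counts, shares, and levels of both types may include cells of another type. A further cluster of 671 cells scored highest for nMC markers but had the MC marker Gpx3 among its leading genes, and it was counted as interneuron-like without a split. The 4 unnamed clusters held 32.7% of the cells at E16.5, 14.6% at P1, and 8.19% at P5. Of the LRP-like cells, 959 (96.5%) were also LRP-like in the second clustering, which was named from 10 Table S3 genes per type. That clustering held 1199 LRP-like cells. Of the MC-like cells, 64.9% kept their name in it, and 28.9% were unnamed. Of the nMC-like cells, 68.8% kept theirs. In the cluster without a split, 604 cells were MC-like in the second clustering. The fold change behind the score was computed with a pseudocount of 1 CPM, a choice made after the data were seen. With a pseudocount of 1 at a scaling factor of 1000, as in the paper's methods, 2 clusters had a name, in place of 15.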

Most groups (12/16) exhibit enriched expression of cellular markers, enabling their annotation into one of the three main types of cortical SST+ GABAergic neurons: LRP neurons, MCs, and nMCs (Figure S1C). 

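A cluster of 111 cells was named Meis2-like from the markers Meis2, Sp8, Tshz1, Pbx3, and Pax6. It held 1.18% of the kept cells (95% interval 0.972% to 1.42%), with 1.40% at E16.5, 1.36% at P1, and 0.738% at P5. No such cluster formed under stricter quality control or at a lower resolution of 0.5, and among the alternatives that formed one, the share ranged from 0.649% with the highest Scrublet scores left out, an alternative chosen after the data were seen, to 1.79% with hierarchical clustering.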

Another cluster representing a small fraction (0.9%) of neurons was identified by the expression of *Meis2* (Figures S1B and S1C). This group corresponds to a previously identified population of interneurons that derives from the caudal ganglionic eminence and is primarily confined to deep cortical layers and the white matter.^21^ These cells are labeled in *Sst*^Cre/+^*;RCE* mice, perhaps due to the transient expression of *Sst* (Figures S1D and S1E). 

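The gene encoding Sst (ENSMUSG00000004366) lies on chromosome 16 of GRCm38 from 23889573 to 23890958 on the minus strand and was kept out of the first clustering. In Meis2-like cells, Sst reached 2545 CPM (95% interval 2382 to 2715) at E16.5, 725 to 1093 CPM by the same interval (96 UMIs) at P1, and 178 CPM (85.4 to 328) at P5. In interneuron-like cells, Sst reached 3836, 1695, and 1460 CPM at the same stages. A UMI of Sst was found in 67.3% of the 55 Meis2-like cells at E16.5, 41.2% of 34 at P1, and 31.8% of 22 at P5. Excitatory neuron-like cells, taken to lack Sst and so to measure the free RNA in the droplets, had a UMI of Sst in 39.5%, 25.0%, and 4.17% of cells. That these cells make no Sst of their own was not tested. The median depth was 5567, 1751.5, and 2295.5 UMIs in Meis2-like cells and 9959, 5404, and 3672 UMIs in excitatory neuron-like cells. After each cell was thinned to 2000 UMIs, the shares were 64.0% of 50, 62.5% of 16, and 26.7% of 15 Meis2-like cells, against 11.9%, 17.1%, and 4.35% of excitatory neuron-like cells. At P5, the thinned intervals of both types overlapped (7.79% to 55.1% and 0.110% to 21.9%). By summed UMIs at P5, the interval of Meis2-like cells (10 UMIs of Sst) lay above that of excitatory neuron-like cells (2 UMIs, 21.2 CPM, 2.57 to 76.7), so that the 2 measures of Sst at this stage differ. The names of these cells are not firm, since 38 of the 111 Meis2-like cells were excitatory neuron-like in the second clustering, which left 2 Meis2-like cells at P5.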

We also detected a small fraction of cells that co-expressed PV (Figure S2). 

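A single cluster of 1047 cells was named stressed-like from 9 markers of Table S1, among them Hspa5, Calr, and Hsp90b1. Because these genes name the cluster, their levels are not a separate result. The cluster held 8.18% of the cells at E16.5 (95% interval 7.34% to 9.08%), 15.4% at P1 (14.0% to 16.9%), and 11.4% at P5 (10.3% to 12.6%). Its share of all cells was 11.1%, and stricter quality control moved it most, to 3.69%. Stressed-like cells had a median of 1544 UMIs and 1080 genes, compared with 4570 UMIs and 2446 genes in interneuron-like cells and 2893 UMIs and 1703.5 genes in LRP-like cells. With every cell thinned to 2000 UMIs, which left out 735 stressed-like, 597 interneuron-like, and 276 LRP-like cells, the median was 1343 genes in stressed-like, 1345 in interneuron-like, and 1299.5 in LRP-like cells. The difference in genes per cell was thus no longer detectable between stressed-like and interneuron-like cells of the same depth.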

Finally, we also observed four small groups of cells with signs of endoplasmic reticulum stress (“stressed” clusters), including enrichment in heat-shock genes and lower average UMIs and number of genes than other neurons (Figure S1F). The Meis2 and stressed clusters were discarded from further analyses.

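The first clustering held 2 LRP-like, 5 MC-like, and 4 nMC-like clusters. The smaller LRP-like cluster, of 120 cells, also carried the stress markers Clu, App, Cpe, and Psap. The second clustering held 4 LRP-like, 5 MC-like, and 4 nMC-like clusters, and Table S1 genes played no part in forming or naming them. In it, Nos1 (chromosome 5, 117781032 to 117958840) reached 101, 2519, and 3629 CPM in LRP-like cells at E16.5, P1, and P5, and 0.262 (3 UMIs, 95% interval 0.0540 to 0.766), 11.0, and 10.2 CPM in interneuron-like cells. The log2 ratio was 7.71 at P1 and 8.34 at P5. A UMI of Nos1 was found in 13.4%, 70.7%, and 92.8% of LRP-like cells and in 0.149%, 3.83%, and 2.42% of interneuron-like cells, at median depths of 4408, 2794, and 2364 UMIs and of 5008.5, 3206, and 4045.5 UMIs. Thinned to 2000 UMIs, the shares were 7.94%, 73.6%, and 96.1% of LRP-like cells and 0.101%, 1.93%, and 1.66% of interneuron-like cells. At E16.5, 128 of the 238 LRP-like cells lay in a cluster led by Pou3f2 that held 1 UMI of Nos1 at this stage. The log2 ratios of Chodl (chromosome 16, 78930948 to 78951733) between the same types were 4.17, 5.60, and 6.54. Between MC-like and nMC-like cells, the log2 ratios at the 3 stages were 1.72, 2.98, and 3.13 for Reln, 2.45, 3.67, and 5.90 for Nr2f2, -1.12, -1.53, and -1.83 for Erbb4, and -3.40, -1.66, and -1.64 for Tac1.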

The 12 clusters of developing cortical SST+ neurons comprise four groups of LRP neurons (LRP1–4) and eight groups of SST+ interneurons, including three groups of MCs (MC1–3) and five groups of nMCs (nMC1–5) (Figure 1B), all characterized by unique patterns of gene expression (Figures 1C and 1D; Table S1). We generated random forest models to evaluate the accuracy and robustness of this cell classification for the main types of SST neurons (LRP neurons, MCs, and nMCs) and individual clusters. 

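A random forest of 1000 trees was trained on the 143 genes kept out of the first clustering, in the 5579 LRP-like, MC-like, and nMC-like cells. The paper selected the Table S3 genes among them on the same libraries as differing between the types. A high accuracy is therefore not independent evidence. The paper's methods describe forests for pairs of clusters on their leading genes, so its accuracy is not the same measure. In 5-fold cross-validation, 90.9% of the cells were assigned to their type (95% interval 90.1% to 91.6%). Assigning every cell to the most frequent type would give 46.9%. By type, 95.6% of LRP-like, 91.5% of MC-like, and 87.8% of nMC-like cells were assigned correctly, with false positive rates of 1.55%, 7.56%, and 5.90%. Of the LRP-like cells, 78.6% were assigned correctly at E16.5 (95% interval 69.8% to 85.8%), 97.3% at P1, and 98.1% at P5. Training on 2 libraries and testing on the third moved the accuracy most, to 85.1%. The accuracy was then 75.0% for E16.5, 89.3% for P1, and 91.7% for P5, and at E16.5 58.4% of MC-like cells were assigned correctly. Individual clusters were not modeled here.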

We observed 91% accuracy in classifying the three main types and accuracies ranging from 75% to 91% for individual clusters, all with very low false positive rates (Figure S1G). These data revealed that up to 12 potentially distinct subtypes of SST+ neurons could be detected with high confidence in the developing cortex.

Previous studies in mice have not identified such a remarkable diversity among SST+ neurons in the early postnatal cortex.^4^ Because clustering and classification methods differ significantly among studies, we reasoned that if our classifier models were sufficiently robust, we should be able to detect similar levels of neuronal diversity among SST+ neurons in previously published datasets. To test this hypothesis, we used a published scRNA-seq dataset of FACS-enriched cortical inhibitory neurons from P10 mice containing 540 SST+ neurons.^4^ Label transfer allowed the identification of the three main types of SST+ neurons in this small dataset (Figure 2A). Remarkably, we also identified 11 of the 12 clusters of SST+ neurons found in our dataset, with LRP4 neurons not accounted for (Figures 2B and 2C). In addition, the relative fraction of cells detected for each cluster was similar in other developmental stages (Figure 2D). This observation suggested that these groups of cells represent relatively stable cell identities from E16.5 to P10. 

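The shares of the main types were computed at the 3 stages, and the P10 dataset was not analysed here. LRP-like cells were 2.86% of the kept cells at E16.5 (95% interval 2.36% to 3.43%), 16.3% at P1 (14.9% to 17.8%), and 15.9% at P5 (14.6% to 17.3%). MC-like cells were 27.0%, 19.1%, and 36.2%, and nMC-like cells 21.1%, 27.2%, and 15.4%. The interneuron-like cluster that was not split held 5.66%, 4.56%, and 11.2%. Of the cells with an LRP-like or interneuron-like name alone, the LRP-like share was 5.05% at E16.5, 24.2% at P1, and 20.2% at P5. Both LRP-like shares were lower at E16.5 than at P1 and P5 by more than the counting error. The mitochondrial limit removed 36.4% of the cells at P1, compared with 7.75% at E16.5 and 8.10% at P5. Kept LRP-like cells had a lower median mitochondrial share than interneuron-like cells (4.15% and 6.42% at P1). This limit may thus have raised the LRP-like share, most at P1. Alternatives gave 2.65% to 6.07% of the kept cells at E16.5, 13.3% to 33.3% at P1, and 14.7% to 19.6% at P5. Between P1 and P5, the share of the kept cells differed by less than the counting error, and the share of the named cells by more (22.2% to 26.3% and 18.6% to 21.9%). In the second clustering, the LRP-like share was 6.07% at E16.5, the largest shift of this value under any alternative, 19.0% at P1, and 16.3% at P5. The nMC-like share at E16.5 depended most on the clustering, from 3.01% with each library clustered separately to 46.9% with hierarchical clustering. From similar fractions of cells per cluster across stages in Fig. 2D, the paper proposes that these groups are stable cell identities.

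**Figure D1:**
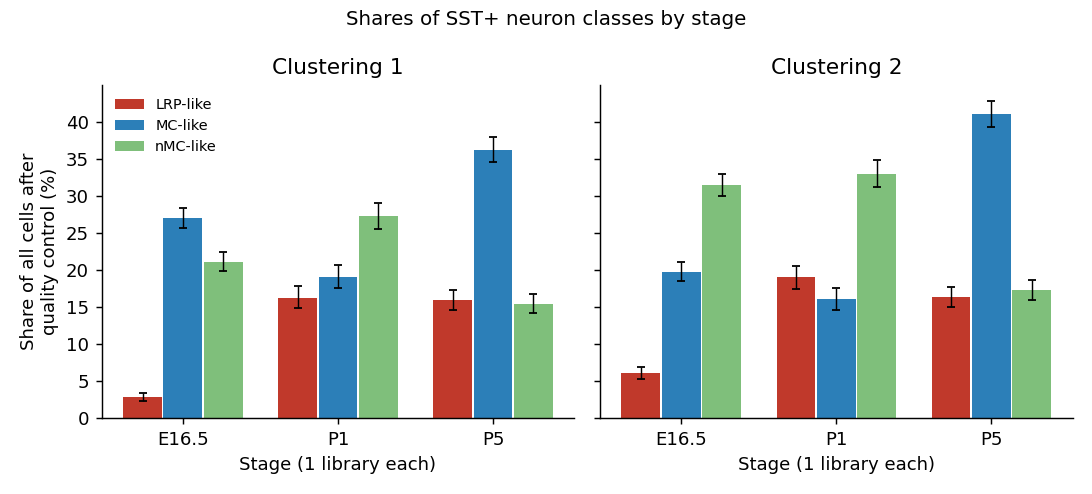
Share of all kept cells (%) that were LRP-like, MC-like, or nMC-like in the E16.5, P1, and P5 libraries, in the first clustering (left) and the second clustering (right). Bars are shares of 1 library and error bars are 95% exact binomial intervals; the LRP-like bars at E16.5, 2.86% and 6.07%, are the lowest of that type in both panels.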

To verify that the gene expression patterns observed in these experiments were not flawed by sorting live cells, we fixed dissociated P5 cells in 4% PFA and performed scRNA-seq using 10× Genomic Chromium Fixed RNA Profiling (see STAR Methods). The results of this experiment revealed a very similar degree of diversity among SST+ cells than with the live cells (Figure S3), which suggests that the live cells isolated via FACS accurately represent cortical SST+ interneurons. These results reinforced the notion that cell diversity among SST+ inhibitory neurons emerges during early cortical development in mice.

### Identification of SST+ subtypes during early postnatal development

We used MetaNeighbor analysis^22^ to determine whether the transcriptionally diverse groups of developing SST+ neurons observed in our dataset at P5 correspond to specific subtypes of adult SST+ neurons. We identified adult interneurons using a classification that integrates their morphological, electrophysiological, and transcriptomic (MET) properties.^2^ Because this is a small dataset, we combined it with a larger single-cell transcriptomic dataset^20^ that can be linked to the MET cell type classification (Figures S4A and S4B).

Our initial observations show that the three main types of adult cortical SST+ inhibitory neurons (LRP, MC, and nMC) are easily discernible during development. At the level of specific subtypes, however, not every group identified during development maps to a single adult subtype identity. For instance, although the MC1 transcriptional profile in the developmental dataset aligns well with Sst-MET-6, which corresponds to deep-layer alpha-2 T-shaped MCs,^23^ MC3 matches several subtypes of fanning-out MCs (Sst-MET-3, Sst-MET-4, and Sst-MET-5) that occupy different layers in the adult cortex^24,25^ (Figures 3A and 3B). The developmental profile MC2 exhibits transcriptional similarities with both subtypes of MCs. The correspondence between developmental profiles and adult subtypes is less clear for nMCs than for MCs. For example, four developmental profiles (nMC1, nMC2, nMC3, and nMC4) are transcriptionally similar to adult Sst-MET-2, which include SST+ interneurons with fast-spiking-like firing properties.^26–28^ Conversely, most nMC developmental profiles match multiple subtypes of nMCs (Figures 3A and 3B). In particular, nMC5 is transcriptionally similar to four distinct deep-layer nMC subtypes (Sst-MET-9, -10, -12, and -13) between P5 and adult stages (Figures 3A and 3B). These observations suggest that the diversification of MCs into different subtypes precedes the differentiation of nMCs.

Because the MET classification renders a single subtype of SST+ LRP neurons (Sst-MET-1), we used a more recent single-cell transcriptomic analysis of the adult mouse cortex that identified three transcriptionally distinct populations of adult SST+ LRP cells (Sst-Chodl-63, Sst-Chodl-64, and Sst-Chodl-65).^29^ Using MetaNeighbor analysis to explore relationships between these identities and the developmental LRP profiles, we found a clear correspondence between two distinct cell clusters at both stages: LRP1 matches the largely overlapping adult Sst-Chodl-64 and Sst-Chodl-65, whereas LRP2 aligns with the adult subtype Sst-Chodl-63 (Figure 3C). By contrast, we found that LRP3 and LRP4 do not match any adult LRP cells (Sst-Chodl) (Figure 3C). Because LRP3 and LRP4 seem to have a mixed transcriptional identity, bridging the interneuron and long projection neuron profiles (Figure 1B), we compared their transcriptional profile more broadly with other adult SST+ interneurons. We found that LRP3 aligns well with Sst-Etv1-87 (Figure S4C), a neuronal population almost exclusively found in adults in the hippocampal formation.^29^ Next, we repeated the MetaNeighbor analysis with the LRP1, LRP2, LRP3, and LRP4 clusters from our dataset along with the adult Sst-Chodl-63, Sst-Chodl-64, Sst-Chodl-65, and Sst-Etv1-87. This analysis confirmed that LRP3 and LRP4 have the highest similarity with Sst-Etv1-87 (Figure S4D). Additionally, when we examined the number of LRP neurons at each developmental stage, we found that LRP3 cells were almost exclusively present in E16.5 samples (Figure S4E), which is consistent with the notion that we could only isolate these prospective hippocampal neurons from the developing NCx during their tangential migration toward the hippocampus.

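The 994 LRP-like cells were clustered again, with Dach1 and Lypd1 kept out, into 10 subclusters that were numbered and not matched to LRP1–4. Subclusters 9 and 10 held cells of the E16.5 library alone, 31 and 13 cells, or 27.7% and 11.6% of its LRP-like cells. Subcluster 3 held 57 E16.5, 61 P1, and 28 P5 cells, and subcluster 1 held 10, 62, and 98. The remaining subclusters held at most 1 E16.5 cell each. Nos1 had 0 UMIs in subcluster 9 (95% interval 0 to 23.3 CPM) and 1 UMI in subcluster 10, compared with 2495 CPM in subcluster 3. Chodl had 3 UMIs in subcluster 9 and 1 in subcluster 10. At a subcluster resolution of 0.5, chosen after the data were seen, there were 7 subclusters, of which 2 with 31 and 13 cells were of E16.5 alone. Since each stage is 1 library, a subcluster of the E16.5 library alone may be that library. In the paper, LRP3 cells came almost only from E16.5 samples and matched an adult population of the hippocampal formation. From this, the paper proposes that these prospective hippocampal neurons could be isolated only while they migrated through the NCx.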

We identified embryonic markers that remain enriched into adulthood for the two subtypes of LRP neurons that most clearly correspond to Sst-Chodl subtypes in the adult (Figures 3D and 3E). Specifically, we found that *Dach1* is highly enriched in LRP2 neurons during development and in Sst-Chodl-63 in the adult cortex, whereas *Lypd1* is a marker of developing LRP1 cells and adult Sst-Chodl-64 and Sst-Chodl-65 neurons. These observations suggest that in contrast to many interneuron sub-types, subtype diversity among SST+ LRP inhibitory neurons is readily evident during early postnatal development.

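Dach1 (ENSMUSG00000055639) lies on chromosome 14 of GRCm38 from 97786853 to 98169765, and Lypd1 (ENSMUSG00000026344) on chromosome 1 from 125867622 to 125913101, both on the minus strand. Dach1 reached 377 CPM (95% interval 333 to 426) in subcluster 3, 322 CPM (240 to 424) in subcluster 9, and 333 CPM (152 to 632) in subcluster 10, where Lypd1 had 4, 2, and 0 UMIs. Lypd1 reached 326 CPM in subcluster 1, 337 CPM in subcluster 4, 204 CPM in subcluster 7, and 359 CPM in subcluster 8, where Dach1 stayed between 14.3 and 20.9 CPM. Subclusters 2, 5, and 6 were intermediate, with 75.9 to 156 CPM of Dach1 and 29.7 to 168 CPM of Lypd1. In single LRP-like cells, 215 had a UMI of Dach1, 290 of Lypd1, and 19 of both, where 62.7 would be expected if both were independent of each other and of stage. Within the libraries, 3, 3, and 13 cells had both, and 2.46, 15.1, and 20.1 were expected. Both genes also differed by stage, since LRP-like cells had 6.75, 95.7, and 337 CPM of Lypd1 at E16.5, P1, and P5. The adult data were not analysed here. From the enrichment of both genes at both ages, the paper proposes that subtypes of LRP neurons are evident in early postnatal development.

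**Figure D2:**
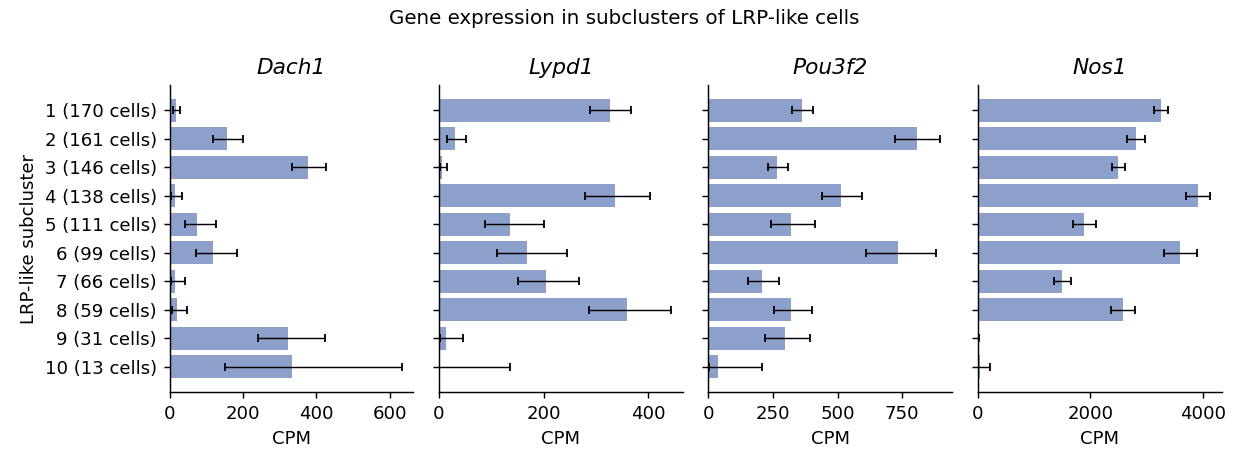
CPM of Dach1, Lypd1, Pou3f2, and Nos1 in the 10 subclusters of LRP-like cells, all libraries together, with 95% exact Poisson intervals as error bars and the number of cells beside each subcluster. Dach1 is highest in subclusters 3, 9, and 10, and Lypd1 in subclusters 1, 4, and 8.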

### Divergent developmental trajectories among SST+ inhibitory neurons

Previous studies have shown that, regardless of cell type identity, cortical pyramidal cells use broadly conserved differentiation programs to drive newborn neurons toward their final identity.^30^ Because cortical inhibitory neurons exhibit a dramatically different maturation process,^18^ we investigated whether a similar principle applies to the differentiation of SST+ inhibitory neurons.

To this end, we first organized genes into distinct modules based on their correlated expression in SST+ neurons and then identified the module that changes most significantly during development. We reasoned that this module should contain transcripts likely linked to cellular maturation. To this end, we performed gene module computations using ANTLER (see STAR Methods), in which genes are clustered iteratively and filtered by quality criteria to generate coherent modules describing gene function (Figure 4A). 

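Table S2 lists 160 gene symbols, of which 158 were matched to the files. The paper chose these genes on the same cells, so their change with stage describes the module and is not independent evidence. Over all kept cells, the median log2 ratio of the module genes was 1.28 for P1 over E16.5 and 2.09 for P5 over E16.5. Both medians lay above those of all of 10000 random lists of genes matched on mean expression, whose central 95% spanned -0.24 to 0.11 for P5 over E16.5. All 158 genes were higher at P5 than at E16.5, and 147 rose at each step. Within types, the median for P5 over E16.5 was 1.65 in LRP-like, 2.08 in MC-like, and 1.72 in nMC-like cells. Taking the mean of per-cell CPM moved the median over all cells most, to 2.20.

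**Figure D3:**
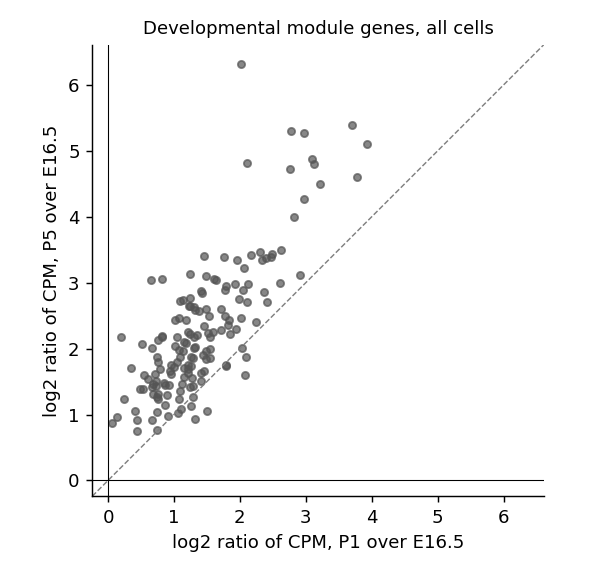
Log2 ratio of CPM of each of the 158 module genes over all kept cells, P1 over E16.5 on the horizontal axis and P5 over E16.5 on the vertical axis, 1 point per gene, with the line of equal ratios dashed. All points lie above 0 on both axes, and 147 lie above the dashed line.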

Following these criteria, we defined a developmental gene module containing 159 genes explaining differences in the maturation stage of the cells (Table S2). We performed gene ontology (GO) enrichment analysis and found that most of the genes in the developmental gene module were related to synapses, axons, and neuronal development (Figure 4A). We then used the developmental gene module to calculate diffusion pseudo-time from transition probabilities in a diffusion map space and related the computed pseudotime to the sample stage and the distinct types of SST+ neurons (Figure 4B), with LRP3 and LRP4 now reannotated as hippocampal interneurons. We found three main branches in the pseudotime that align with three main types of SST+ neurons (LRP neurons, MCs, and nMCs). The LRP, MC, and nMC branches are characterized by distinctive gene expression patterns (Figures 4B and 4C). 

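The genes that Table S3 lists for Martinotti and non-Martinotti cells, without those of Table S1, were compared between the types in each library. The paper selected these genes on the same libraries. The 17 Martinotti genes with enough UMIs had a median log2 ratio of MC-like over nMC-like cells of 1.06 at E16.5, 2.05 at P1, and 2.03 at P5, and 14 were higher in MC-like cells in all 3 libraries. Over LRP-like cells, the median of the same genes was 0.57 at E16.5, where its 95% interval reached from -0.05 to 1.18, 1.75 at P1, and 1.98 at P5. Among the 24 non-Martinotti genes, the median log2 ratio of nMC-like over MC-like cells was 1.17, 1.33, and 1.49, and 21 were higher in all 3 libraries. Over LRP-like cells it was 1.33, 1.69, and 1.96. Each of these medians exceeded those of all 10000 matched random lists.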

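Diffusion pseudotime was not recomputed. The divergence of the types was measured as the root mean square log2 difference between their summed profiles over 10333 genes outside the clustering features. Table S3 genes were kept out of these features, so they could enter the measure. The paper selected them on these libraries, and more are LRP genes (98 outside Table S1) than Martinotti (18) or non-Martinotti genes (25). The excess given below may come partly from this selection, and the measure was not taken without these genes. The types were brought to the same number of cells and UMIs in each library, 56 cells each at E16.5, 203 at P1, and 230 at P5. LRP-like and MC-like cells lay 1.33 apart at E16.5, 0.927 at P1, and 0.982 at P5, and LRP-like and nMC-like cells 1.36, 0.965, and 1.01. MC-like and nMC-like cells lay 1.25, 0.861, and 0.868 apart. Random splits of a single type into 2 parts, which give the floor, lay 1.21 apart at E16.5, 0.724 to 0.747 at P1, and 0.751 to 0.761 at P5. The LRP-like distance to interneurons exceeded the distance between MC-like and nMC-like cells by 0.0891 at E16.5 (95% of 100 draws of cells between 0.0568 and 0.130), 0.0849 at P1 (0.0603 to 0.112), and 0.128 at P5 (0.108 to 0.149). At E16.5, the excess fell most with each library clustered separately, to 0.00501. At P1, the excess fell to 0.0227 in the second clustering, whose features include Table S3 genes. In that clustering it also fell at E16.5 and stayed within the range given above at P5. Single draws of simulated types without a difference spread from -0.0258 to 0.0227 at P1, around a mean of -0.00287. The simulated types had fewer cells than the real types at P1, so this spread does not decide whether that excess is real. At P5, the excess fell most with Xist left out of the clustering.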

Most strikingly, we observed that the branch corresponding to LRP neurons is largely divergent from the interneuron branches (Figures 4B and 4C).

We next identified genes that are (1) differentially expressed among LRP neurons, MCs, and nMCs; (2) differentially expressed between LRP neurons and interneurons (MCs and nMCs); and (3) commonly expressed by all the developing SST+ neurons, and mapped their expression along their corresponding pseudotime trajectories (Figure 4D; Table S3). Although all SST+ neurons share standard molecular programs during their maturation, these analyses revealed that each type progressively unfolds the expression of a unique combination of genes that defines its developmental trajectory. Such a distinctive program is particularly evident for SST+ LRP neurons, which diverge from SST+ interneurons already at embryonic stages.

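Table S3 genes outside Table S1 were followed by stage within their own type. In LRP-like cells, the 98 LRP genes had a median log2 ratio of 0.81 for P1 over E16.5 and 0.79 for P5 over E16.5, and 72 were higher at P5. In MC-like cells, the median of the 18 Martinotti genes was 1.51 for P1 and 3.05 for P5 over E16.5, and 17 were higher at P5. In nMC-like cells, the median of the 25 non-Martinotti genes was 0.39 for P1 and -0.45 for P5 over E16.5, and 10 were higher at P5. The lists also moved in the other types. For P5 over E16.5, the median of the LRP genes was 0.57 in MC-like and 0.83 in nMC-like cells, and that of the Martinotti genes was 1.96 in LRP-like and 1.62 in nMC-like cells. The rise of these lists was thus not limited to their own type. The median of the LRP list at P5 was below its median at P1 by less than the counting error. From the branches and the order of expression along the pseudotime, the paper concludes that each type gradually turns on its own set of genes and that LRP neurons part from interneurons before birth.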

### Laminar allocation of SST+ neurons and cell identity

We carried out spatial transcriptomics of the mouse NCx at P5 to explore the correlation between cell identity and laminar allocation among SST+ neurons. To this end, we used the Molecular Cartography platform (Resolve Biosciences), a multiplex spatial analysis technology based on single-molecule fluorescence *in situ* hybridization methods with barcoded probe labeling (Figures 5A and 5B). Using this method, we surveyed the expression of 94 genes (Table S4) with single-cell resolution and a capturing efficiency of 80%. These genes were selected among those differentially expressed by the 12 subtypes of SST+ neurons detected in our scRNA-seq dataset (Figure 1). We then used DAPI staining of individual nuclei to segment individual cells and obtained the gene expression profile and laminar location of over 40,000 cells from 4 cortical tissue sections.

To examine the spatial distribution of SST+ neurons, we filtered the dataset to exclude all other cell populations by gating the expression of *Sst, Gad1, Gad2*, and *Lhx6* (Figure 5A). We then carried forward the intersection of these sets, retaining only those clusters where all markers were differentially expressed. We obtained 2,319 SST+ neurons using this approach, representing about 5% of the segmented cells. We unbiasedly clustered these cells into 8 groups, based on gene expression, which we then annotated using marker genes (e.g., *Chodl* for LRP neurons; Figure S5A). Most SST+ cell types defined through spatial transcriptomics correlate highly with the SST+ cell types obtained in our scRNA-seq profile (AUROC > 0.8; Figure S5B). Based on this finding, we reannotated the SST+ cell clusters from the spatial transcriptomic dataset to match the corresponding subtype identities defined by the scRNA-seq dataset (Figure 5C). For example, we found that the spatial cluster Sst-sp1 correlates with the LRP1 and LRP2 populations in the scRNA-seq dataset, Sst-sp4 with MC2 and MC3, Sst-sp5 with MC1, Sst-sp3 with nMC1, nMC2, and nMC3, and Sst-sp2 with nMC5 (Figure S5A). This process allowed determining the laminar distribution of the various types of SST+ neurons at P5 (Figure 5D).

To compare the laminar allocation of SST+ cell types at P5 with the corresponding adult MET types,^2^ we divided the cells in each cluster based on their location in superficial (layers 1–4) and deep layers (layers 5 and 6). We found that the distribution of deep-layer SST+ interneurons such as MC1 and nMC3/5 (corresponding to adult Sst-MET-6 and Sst-MET-9/10/13, respectively) was already established at P5 (Figure 5E). By contrast, the relative distribution of superficial layer subtypes in MC2/3 and nMC1/2/3 (adult Sst-MET-3 and Sst-MET-2, respectively) significantly differed between P5 and P56 (Figure 5E). This was also the case for LRP1/2, which at P5 were almost exclusively confined to deep layers (>90% of cells). By contrast, a more significant fraction is present in the superficial layers of the NCx at P56 (Figure 5E). Thus, SST+ subtypes located in deep layers of the NCx have reached their final position by P5, whereas sub-types occupying superficial layers have not. In conclusion, at least for the timing of laminar allocation, deep-layer SST+ cells arrive at their final laminar before SST+ subtypes that populate superficial layers independently of cell-type identity.

### Molecular control of SST+ LRP neuron development

Although the molecular programs regulating the development of SST+ interneurons are beginning to be elucidated,^18^ very little is known about the transcription factors controlling the development of SST+ LRP neurons. Because our previous analyses suggested that SST+ LRP neurons and SST+ interneurons follow vastly divergent developmental trajectories, we searched for differentially expressed genes (DEGs) among these cells (https://fisherj.shinyapps.io/sst-in-diversity/; Table S3). 

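Of the 111 LRP genes in Table S3, 98 are not in Table S1, and none of these defined or named the first clustering. Their median log2 ratio of LRP-like over interneuron-like cells was 1.46 at E16.5 (95% interval 1.36 to 1.55), 1.66 at P1 (1.60 to 1.72), and 1.68 at P5 (1.60 to 1.76). Medians of 10000 random lists matched on expression stayed below these values, and their central 95% spanned -0.11 to 0.03 at E16.5. In all 3 libraries, 93 of the genes were higher in LRP-like cells. The highest ratios by their lowest library were those of Tacr1 (4.43 at E16.5, 5.81 at P1, and 5.71 at P5), Rgma (3.76, 3.94, and 3.99), Grik4 (3.91, 4.22, and 3.54), Fam46a (4.56, 3.98, and 3.41), and Pcp4 (3.99, 4.07, and 3.36). Among the 10521 genes with enough UMIs outside the clustering features, 136 had a log2 ratio above 1 in every library. Of these, 55 were among these LRP genes. The features are the most variable genes and were left out here and in the random lists, while the 98 LRP genes stayed in. The number 136 and the overlap thus do not describe all genes. The paper selected Table S3 on the same libraries, so this overlap is not independent evidence. At E16.5, clustering each library separately moved the median most, to 1.04.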

We then performed STRING network analysis^31^ with the 111 genes enriched in LRP neurons (Figure S6A). This analysis revealed an active node enriched in transcription factors such as *Zeb1, Sox2, Tshz2, Pou3f2, Sox1*, and *Dach1* (Figure S6A). Among these genes, we selected those encoding the transcription factors Dach1 and Pou3f2 (also known as Brn2) for functional validation because they exhibited the highest expression in the developing LRP neurons and relatively limited expression in SST+ interneurons (Figure S6B). 

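These genes were all kept out of the first clustering. The log2 ratios of LRP-like over interneuron-like cells at E16.5, P1, and P5 were 2.82, 3.83, and 2.94 for Zeb1 (chromosome 18, 5591860 to 5775467), 1.35, 1.61, and 1.78 for Sox2 (chromosome 3, 34650405 to 34652461), 1.30, 3.62, and 4.33 for Tshz2 (chromosome 2, 169633013 to 170071816), and 2.03, 1.75, and 2.18 for Sox1 (chromosome 8, 12395295 to 12400126). All 4 were higher in LRP-like cells in each library.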

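Pou3f2 (ENSMUSG00000095139) is a gene on chromosome 4 of GRCm38, from 22482780 to 22488366 on the minus strand. In LRP-like cells, Dach1 had 337 CPM at E16.5 (95% interval 292 to 388), 145 CPM at P1 (125 to 167), and 38.6 CPM at P5 (29.0 to 50.4), compared with 4.00, 2.80, and 1.45 CPM in interneuron-like cells. The log2 ratios were 6.08, 5.26, and 4.01. Pou3f2 had 169 CPM (137 to 205), 523 CPM (485 to 564), and 399 CPM (366 to 433) in LRP-like cells and 4.85, 50.8, and 12.1 CPM in interneuron-like cells, with log2 ratios of 4.86, 3.34, and 4.93. A cluster of nMC-like cells had Pou3f2 among its leading genes, and 141 nMC-like cells were LRP-like in the second clustering, so that the level of Pou3f2 in interneuron-like cells may include cells with another name. Both genes differed between LRP-like and interneuron-like cells by more than the counting error in each library.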

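Within the subclusters of LRP-like cells, 262 of the 446 UMIs of Dach1 lay in subcluster 3, which held 146 of the 994 cells. By library, this subcluster held 139 of 200 UMIs of Dach1 at E16.5, 105 of 192 at P1, and 18 of 54 at P5. It held 57 of 112 LRP-like cells at E16.5, 61 of 407 at P1, and 28 of 475 at P5. Pou3f2 had 1352 UMIs in LRP-like cells and was spread over the subclusters, with 208 to 806 CPM in 9 of the 10. The exception was subcluster 10 of 13 cells, with 1 UMI of Pou3f2 (37.0 CPM, 95% interval 0.937 to 206).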

Dach1 appears to be mostly restricted to LRP2, whereas Pou3f2 seems to be expressed in most LRP cells (Figure S6B).

To explore the role of Dach1 in developing SST+ LRP neurons, we first validated its expression using immunohistochemistry. SST+ LRP neurons can be marked by their high levels of expression of nitric oxide synthase 1 (NOS1)^32,33^ (Figures S6C and S6D). Consistent with our scRNA-seq analyses, we found that Dach1 is exclusively expressed in a relatively small fraction of NOS1+ LRP neurons at P21 (Figures S6E and S6F), most frequently found in L6 in all cortical areas examined (Figure S6G). We generated conditional mutant mice in which Dach1 is exclusively removed from SST+ neurons. We found that the density of SST+ LRP neurons at P21 was similar between control and *Sst*^Cre/+^*;Dach1*^*fl/fl*^ mice across all cortical areas examined (Figures S6H and S6I). The relative proportion of LRP neurons among SST+ neurons was also similar in both genotypes (Figures S6H and S6J).

To determine whether Dach1 expression is sufficient to change the relative proportion of LRP neurons among cortical SST+ cells, we infected *Sst*^Cre/+^ embryos with conditional retroviruses expressing Cre-dependent control or *Dach1* vectors at E14.5 and examined the identity of SST+ neurons in the cortex of P10 mice (Figure S7A). We found that postmitotic Dach1 overexpression in SST+ cells does not alter the proportion of LRP neurons among cortical SST+ cells (Figure S7B). Similar results were obtained in another series of experiments in which we infected the progenitor cells of the medial ganglionic eminence using the same retroviral strategy (Figures S7C and S7D). These experiments revealed that overexpression of Dach1 is insufficient to modify the identity of SST+ neurons.

We next explored whether Dach1 is required to develop axonal projections from SST+ LRP neurons because this is one of their most characteristic features. To this end, we combined genetic and viral-mediated anterograde tracing approaches to examine the axonal projection of LRP cells. In brief, we injected adeno-associated viruses (AAVs) coding Cre-dependent EGFP under an interneuron-specific promoter (*Dlx5/6*) into the primary motor cortex (M1) of P56 control and conditional *Dach1* mutant mice (Figure 6A). 2 weeks later, we confirmed that only SST+ cells were infected with AAVs (Figure 6B) and examined the pattern of striatal projections from SST+ LRP neurons. We found that SST+ LRP neurons preferentially project to the ipsilateral striatum in control mice (Figures 6C and 6D). By contrast, we observed that many axonal projections from cortical SST+ LRP neurons target the contralateral striatum in conditional *Dach1* mutant mice (Figures 6C and 6D). We performed separate experiments injecting AAVs at P15 to determine whether these defects were already apparent at earlier stages of development and found a similar excess of contralateral projections 2 weeks later (Figure 6E). These results suggested that Dach1 regulates the development of axonal projections for a population of SST+ LRP neurons.

Next, we examined the role of Pou3f2 in developing SST+ LRP neurons. We first confirmed that Pou3f2 is expressed in SST+ LRP neurons by colocalization with NOS1 at P5 and P21. Consistent with our scRNA-seq analyses, we found that Pou3f2 is not expressed in SST+ interneurons (Figures S8A and S8B). We generated conditional mouse mutants in which *Pou3f2* is exclusively deleted from SST+ neurons (Figure S8C) and assessed the density of LRP neurons in the postnatal cortex. We found that the density of LRP neurons is similar between control and *Sst*^Cre/+^*;Pou3f2*^*fl/fl*^ mice at P5 (Figures 7A and 7B). By contrast, we found a significant reduction of LRP neurons across several cortical areas at P21, which was more prominent in the motor cortex (Figures 7A–7C). This reduction is already evident at P10 and extends progressively well beyond the normal period of programmed cell death for SST+ cells^34^ (Figure 7D). We verified that the reduction in LRP neurons is simply not due to the loss of NOS1 expression because quantification of NPY+/SST+ cells, which also identify LRP neurons,^14^ revealed a similar result (Figures S8D and S8E). We also examined whether Pou3f2 expression is sufficient to change the relative proportion of LRP neurons among cortical SST+ cells. To this end, we performed retroviral experiments similar to those described for Dach1. We found that overexpression of Pou3f2 in postmitotic SST+ cells or progenitor cells of the medial ganglionic eminence does not alter the proportion of LRP neurons among cortical SST+ cells (Figure S7). Altogether, these results suggest that Pou3f2 is insufficient to modify the identity of SST+ neurons but is required for the survival of SST+ LRP neurons.

To identify possible mediators of the function of Pou3f2 in the survival of SST+ LRP neurons, we explored known molecular targets of this transcription factor. We took advantage of a ChIP-seq dataset that identified over 2,000 potential gene targets of Pou3f2 in melanocytes.^35^ Among those, we found 18 genes differentially expressed in adult LRP cells and enriched in these cells during development. Among these, we noticed that Sox2 was previously identified as part of the active node of transcription factors linked to Pou3f2 and Dach1 in the STRING network analysis (Figure S6A). Sox2 regulates cell survival or prevents apoptosis in multiple neuronal^36,37^ and non-neuronal cell types, such as hair cells^38^ and cancer cells.^39,40^ Overexpression of *Dichaete*, the fly homolog of Sox2, is anti-apoptotic in neural stem cells, whereas loss of *Dichaete* function results in premature death.^41^ In the brain, Sox2 expression has been shown in neuronal progenitors^42,43^ and astrocytes^44^ and is directly regulated by Pou3f2.^45^ In the developing ganglionic eminences, Pou3f2 binds the promoter region of Sox2, and *Pou3f2*^-/-^ monkey fetuses have reduced levels of Sox2.^45^

To determine whether Sox2 could mediate the function of Pou3f2 in the survival of LRP neurons, we first validated its expression in SST+ LRP cells. Consistent with our scRNA-seq data, we found that Sox2 is expressed at much higher levels in LRP neurons than in SST+ interneurons (Figures 8A and 8B). Next, we assessed Sox2 levels in SST+ LRP neurons in control and *Pou3f2* conditional mutant at P5 when the density of LRP neurons was still normal. Using immunohistochemistry, we found that Sox2 levels are significantly reduced in LRP neurons in the conditional *Pou3f2* mutants compared with controls (Figures 8C and 8D).

We also isolated RNA from SST+ neurons obtained by FACS from control and conditional *Pou3f2* mutants and performed quantitative PCR (qPCR) analyses. Along with a prominent reduction in *Pou3f2* levels, we observed a prominent reduction in *Sox2* RNA in SST+ neurons from conditional *Pou3f2* mutants compared with controls (Figure 8E). Altogether, our experiments suggest that Pou3f2 is required for the expression of Sox2 in SST+ LRP cells and that the gradual loss of these neurons in *Pou3f2* conditional mutants may be at least in part mediated by this factor.

Finally, we explored whether Pou3f2 is required to develop axonal projections in SST+ LRP neurons. To this end, we performed similar AAV tracing experiments to those described for *Dach1* conditional mutants. We injected AAVs coding Cre-dependent mScarlet under an interneuron-specific promoter (*Dlx5/6*) into M1 of P29 control and conditional *Pou3f2* mutant mice (Figures S8F and S8G). Two weeks later, we found no differences in the pattern of striatal projections or total length of axonal projections of SST+ LRP neurons in *Pou3f2* conditional mutants compared with control mice (Figures S8H and S8I). These experiments revealed that *Pou3f2* is not involved in the development of axonal projections for a population of SST+ LRP neurons.

## Discussion

The mammalian cerebral cortex contains an astonishing diversity of inhibitory neurons. Recent transcriptomic analyses suggest that cortical inhibitory neurons are organized according to a general principle of hierarchical relationship. According to this notion, the main subclasses of inhibitory neurons constitute major branches in a theoretical diversification tree, and each of these branches comprises progressively more similar neuronal populations up to the level of specific subtypes.1 This hierarchical organization is thought to reflect the developmental origins of these cells.

A plethora of developmental studies have investigated the origin of inhibitory neurons in the mouse cerebral cortex and established that the different subclasses of inhibitory neurons derive from distinct progenitor pools in the ganglionic eminences and preoptic region of the subpallium.^18,46–53^ Moreover, the main molecular programs controlling the specification of the different subclasses of neurons have also been discovered.^54–59^ However, identifying the mechanisms through which diversification emerges within each of the main subclasses of cortical inhibitory neurons has been a significant challenge.

Two models have been proposed to explain the diversification of cortical GABAergic neurons.^12^ One model suggests that specific transcriptional programs specify the different subtypes of GABAergic neurons during embryonic development, either at the progenitor level or shortly after neurogenesis. The alternative model proposes that GABAergic neurons are only specified embryonically into major subclasses. In this model, the emergence of distinct subtypes of cortical GABAergic neurons requires extrinsic factors that are only available in the postnatal brain, such as neuronal activity. Addressing this question requires unequivocally identifying distinct neuronal populations during development and mapping their developmental trajectory to specific subtypes of neurons in the adult brain.

Single-cell transcriptomics allows the development of a cross-stage taxonomy of cell types based on transcriptional similarity.^22,60,61^ This approach is based on the idea that, although some molecular programs might be specific to certain developmental stages (e.g., those regulating cell migration or axon guidance), the critical factors involved in the specification of neuronal subtypes are also required to maintain their terminally differentiated state in the adult brain.^62^ Our experiments indicate that at least some subtypes of cortical SST+ neurons are fated during embryonic stages because many developing SST+ cells unfold highly specific molecular programs directly related to those expressed by certain subtypes of cortical SST+ neurons in the adult cortex. For example, we identified two distinct subtypes of SST+ LRP neurons in the embryonic cortex that match their counterparts in the adult. A similar observation has been made for chandelier cells, a subtype of PV+ interneurons for which there is clear evidence of early fate commitment during development.^63^

Our analysis also suggests that the diversification of SST+ interneurons follows a more complex dynamic. Although some populations of embryonic and early postnatal SST+ interneurons align well with a specific adult subtype (e.g., MC1 seems to correspond to deep-layer alpha-2 T-shaped MCs), most groups of SST+ cells identified during development exhibit transcriptional similarity to several highly related subtypes of interneurons in the adult cortex. This is particularly prominent for non-Martinotti subtypes, which can be transcriptionally linked to more than one developmental cell population. These observations suggest that the diversification of at least some sub-types of SST+ interneurons may require other signals than those intrinsically programmed during embryonic development. Alternatively, it is possible that multiple nMCs map to a single adult type because they correspond to interneurons born at different times. If this were true, it would also imply that, compared with MCs and LRP neurons, nMCs are generated throughout an extended period of neurogenesis. Unfortu-nately, our current analysis lacks the resolution to resolve different neurogenic cohorts and cannot distinguish between both possibilities. Additional experiments involving labeling isochronic cell populations *in vivo*,^64^ with increased sequencing depth, may help resolve this issue. Using cells from species with high neoteny—such as human interneurons—would also increase the temporal resolution required to address this question.

The differentiation of neuronal subtypes is often controlled by a small subset of transcription factors.^65,66^ Here, we have begun to unravel the molecular program driving the development of SST+ LRP neurons, a relatively rare subtype of GABAergic neuron among the most conserved cell types in the mammalian NCx.^1^ Similar to other cortical SST+ neurons, LRP neurons likely derive from the dorsal region of the medial ganglionic eminence,^46,67,68^ but the factors regulating their development have remained elusive. Two transcription factors, Dach1 and Pou3f2, emerge as important regulators of the development of SST+ LRP neurons.

The transcription factor Dach1 is a mouse homolog of *dachshund*, a gene involved in eye, leg, and brain development in *Drosophila*.^69–71^ Dach1 is expressed in progenitor cells throughout the telencephalon in mouse and human embryos.^72,73^ Homozygous *Dach1* mutant mice die shortly after birth without gross brain abnormalities.^74,75^ Our study reveals that Dach1 is required for the normal development of the long-range axonal projections that characterize SST+ LRP neurons. This observation suggests this transcription factor might play similar roles for other neuronal populations in the developing telencephalon.

Pou3f2/Brn2 belongs to the Pit-Oct-Unc (POU) family transcription factors, which play critical roles in cell-fate determination and maintenance in the nervous system.^76–79^ In the mouse NCx, Pou3f2 is expressed by pallial progenitor cells and newborn excitatory neurons and, together with Pou3f3/Brn1, is required for the fate specification and migration of superficial layer excitatory neurons.^80–82^ Recent work suggests that Pou3f2 regulates the patterning of the ganglionic eminences in primates.^45^ In humans, loss-of-function mutations in *Pou3f2* cause neurodevelopmental delay, intellectual disability, and obesity.^83^ Despite the central role of Pou3f2 in brain development, its function in the development of GABAergic LRP neurons has not been explored. We found that Pou3f2 controls the survival of SST+ LRP neurons postnatally. Loss of Pou3f2 leads to a prominent reduction of Sox2 levels, a transcription factor that plays crucial roles in cell survival in various cell types.^36–40^ Additional experiments will be needed to identify the precise function of Pou3f2 and Sox2 in the survival of SST+ LRP neurons.

## Star★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
anti-Dachl, rabbit (1:400)	Proteintech	10914-1-AP
anti-GFP, chicken (1:3000)	Aves lab	Cat# GFP-1020, RRID:AB_10000240
anti-Meis2, mouse (1:500)	Sigma-Aldrich	Cat# WH0004212M1, RRID:AB_1842419
anti-NOS1, rabbit (1:1000)	Immunostar	Cat# 24287, RRID:AB_572256
anti-NOS1, rabbit (1:500)	Sigma-Aldrich	Cat# SAB4502010, RRID:AB_10744459
anti-NOS1, sheep (1:100)	Millipore	Cat# AB1529, RRID:AB_90743
anti-Parvalbumin, guinea pig (1:1000)	Synaptic Systems	195004 AB_2156476
anti-Pou3f2, mouse (1:400)	Santa Cruz	Cat# sc-393324, RRID:AB_2737347
anti-Somatostatin, rabbit (1:3000)	BMA Biomedicals	Cat# MAB354, RRID:AB_518614
anti-Somatostatin, rat (1:200)	Millipore	Cat#T-4103, RRID:AB_2255365
anti-Sox2, mouse (1:500)	Santa Cruz	Sc-365823 RRID:AB_10842165
anti-tdTomato, goat (1:500)	SICGEN	Cat# AB8181, RRID: AB_2722750
anti-tdTomato, guinea pig (1:500)	Oasis biofarm	OB-PGP004
Goat anti-Chicken, Alexa Fluor Plus 488	Thermo Fisher	Cat# A-32931, RRID:AB_2762843
Donkey anti-Guinea Pig, Alexa Fluor Plus 568	Thermo Fisher	Cat# A-11075, RRID:AB_2534119
Donkey anti-Guinea Pig, Alexa Fluor 647	Jackson ImmunoResearch	Cat# 706-605-148, RRID:AB_2340476
Goat anti-Mouse, Alexa Fluor 488	Thermo Fisher	Cat# A-21121, RRID:AB_2535764
Donkey anti-Rabbit, Alexa Fluor Plus 488	Thermo Fisher	Cat# A-21206, RRID: AB_2535792
Donkey anti-Rabbit, Alexa Fluor Plus 555	Thermo Fisher	Cat# A-32794, RRID:AB_2762834
Donkey anti-Rabbit, Alexa Fluor Plus 647	Thermo Fisher	Cat# A-32795, RRID: AB_2762835
Donkey anti-Rat, Alexa Fluor Plus 568	Thermo Fisher	Cat# A-78946
Goat anti-Rat Alexa Fluor 647	Thermo Fisher	Cat# A21247, RRID:AB_141778
Donkey anti-Sheep, Alexa Fluor Plus 488	Thermo Fisher	Cat# A11015, RRID AB_2534082
Bacterial and virus strains		
AAV2/9-mDlx-FLEX-EGFP-WPRE-pA	Taitool Bioscience	S0978-9
AAV2/9-mDlx-FLEX-mScarlet-WPRE-pA	University of North Carolina - Chapel Hill Vector Core	Custom AAV2/9
Critical commercial assays		
10X Genomics Chromium 3’ Single cell reagent Kit	10X Genomics	1000092
Chromium™ Chip B Single Cell Kit	10X Genomics	1000073
Chromium Fixed RNA Kit, Mouse Transcriptome	10X Genomics	1000469
Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit	10X Genomics	1000414
Deposited data		
scRNA-seq dataset (E16.5, P1, P5)	NCBI GEO	GSE217065
scRNA-seq dataset (P5 fixed cells)	NCBI GEO	GSE235619
Spatial transcriptomic dataset (P5)	NCBI GEO	GSE247005
Spatial transcriptomic dataset (P5), including processed data	Zenodo	https://zenodo.org/records/10069959
Experimental models: Cell Lines		
HEK293T-Platinum-GP	Cell Biolabs	RV-103
Experimental models: Organisms/strains		
Mouse: *SST-Cre* [B6N.Cg-Ssttm2.1(cre)Zjh].	Taniguchi et al.^84^	JAX:018973, RRID:IMSR_JAX:018973
Mouse: *RCE* [(B6.Gt(ROSA)26Sortm1.1(CAG- EGFP)Fsh], also known as *RCL^eGFP^*	Sousa et al.^85^	JAX:032037, RRID:MMRRC_032037-JAX
Mouse: *POU3f2^fl/fl^* [(Pou3f2^tm1 Mejr^]	Jaegle et al.^79^	RRID:MGI:4359761
Mouse: Dach1^fl/+^[Dach1^tm1 DaMi^]	This paper	N/A
Mouse: IS [B6;129S4-Gt(ROSA)26Sortm3(CAG-tdTomato,-EGFP*)Zjh/J]	Madisen et al.^86^	JAX:028582
Oligonucleotides		
*Pou3f2*	Thermo Fisher	Mm00843777_s1
*Pou3f3*	Thermo Fisher	Mm00843792_s1
*Sox2*	Thermo Fisher	Mm03053810_s1
*Rn18s*	Thermo Fisher	Mm03928990_g1
Recombinant DNA		
p164-pAAV-mDlx-FLEX-mScarlet	This paper	https://www.addgene.org/204689/
p186-RV-CAG-dio-mScarlet-T2A-mVenus	This paper	https://www.addgene.org/204740/
p194-RV-CAG-dio-mScarlet-T2A-Brn2	This paper	https://www.addgene.org/204741/
p254-RV-CAG-dio-mScarlet-T2A-Dach1-202	This paper	https://www.addgene.org/204742/
pCMV-VSV-G	Stewart et al.^87^	https://www.addgene.org/8454/
Software and algorithms		
Code for the analysis of scRNA-seq and spatial transcriptomics datasets	This paper	https://zenodo.org/records/10069719
FIJI, ImageJ, Version 2.00-rc-69/1.52i	Open Software, ImageJ	RRID:SCR_002285 https://imagej.net/Fiji
NeuroInfo	MBF Bioscience	RRID:SCR_017346 https://www.mbfbioscience.com/products/neuroinfo
Polylux tool plugin (Molecular Cartography)	Resolve BioSciences	https://www.resolvebiosciences.com
Python Brainrender	Claudi et al.^88^	RRID:SCR_008394 https://www.python.org
R Studio	R Studio team	RRID:SCR_000432 https://www.rstudio.com/
Illustrator CC 2021	Adobe	RRID:SCR_010279, https://www.adobe.com/products/illustrator.html
QuantStudio 3 Real Time PCR System	Thermo Fisher	RRID:SCR_018712 https://www.thermofisher.com/order/catalog/product/A28567#/A28567

### Resource Availability

#### Lead contact

Further information and requests for resources and reagents should be directed to the lead contact, Oscar Marín ().

#### Materials availability

Plasmids used to generate viruses in this study have been deposited on Addgene.

### Experimental Model and Study Participant Details

#### Mice

Wild type and all transgenic mouse lines used in this study are listed in the key resources table. All adult mice were housed in groups and kept on a reverse light/dark cycle (12/12 h) regardless of genotypes. Only time-mated pregnant female mice were housed individually. Male and female mice were used in all experiments.

The following transgenic mouse lines (key resources table) were used in this study: *Pou3f2*^*fl/+*^ [(Pou3f2tm1 Mejr],^79^ *Dach1*^*fl/+*^ [Dach1tm1 DaMi], *RCE* [(B6.Gt(ROSA)26Sortm1.1(CAG-EGFP)Fsh],^85^ *IS* [B6;129S4-Gt(ROSA)26Sortm3(CAG-tdTomato,-EGFP) Zjh/J],^86^ and *Sst*^*Cre*^ [B6N.Cg-Ssttm2.1(cre)Zjh].^84^

*Sst*^*Cre*^ mice were crossed with RCE reporter mice (JAX stock 032037) containing a floxed-stop cassette upstream of enhanced green fluorescent protein (EGFP) in the ROSA gene locus to obtain *Sst*^*Cre*^*;RCE*^*fl/+*^. To obtain *Sst*^Cre/+^*;Pou3f2*^*fl/+*^, *Pou3f2*^*fl/+*^ mice were crossed with *Sst*^Cre/+^ mice. To obtain *Sst*^Cre/+^*;Dach1*^*fl/+*^ mice, *Dach1*^*fl/+*^ mice were crossed with *Sst*^Cr/+e^ mice. To obtain *Sst*^Cre/+^*;IS*^*fl/+*^ mice, *Sst*^Cre/+^ mice were crossed with IS reporter mice, which contain a floxed-stop cassette upstream of tdTomato in the ROSA gene locus. All mice were maintained on a C57Bl/6 background and housed under a 12 h light/dark cycle with ad libitum access to food and water.

All procedures were approved by KU Leuven, Tsinghua University, and King’s College London animal welfare committees and were performed according to the project license of Directive 2010/63/EU, the Belgian Royal Decree, and the UK Home Office, respectively.

### Method Details

#### FACS experiments

##### Tissue preparation

All solutions used in this procedure have an osmolarity of 290 ± 20 mOsm/kg. The neocortex of E16.5, P1, and P5 *Sst*^Cre/+^*;RCE* mice were dissected in an ice-cold HBSS buffer supplement with 25 mM of glucose. For E16.5, tissue from 6 animals was pooled together. For P1 and P5, tissue from 3 animals was pooled together. Tissues were cut into small pieces and digested for 15 min at 37°C with carbogen oxygenation using 10ml of pronaseE dissociation buffer solution, pH7.5, Osmolarity 300–315, with the following composition: 0.2 mg/ml pronaseE (Sigma), 50 mM of trehalose, 20 mM glucose, 0.8 mM kynurenic acid, 0.05 mM APV, 0.09 M Na^2^SO^4^, 0.03 M K^2^SO^4^ and 0.014 M MgCl^2^. For P5 tissue, tissue was incubated for 10 mins with dissociation buffer containing pronaseE, after which 500 μl of 2.5% trypsin and 200 μl of 10mg/ml DNAseI were added and incubated at 37°C for 2 more minutes. Post enzymatic digestion, tissues were washed once in ice-cold dissociation buffer without enzyme and the tissue was mechanically triturated into single cells in 2 ml of OptiMEM (Invitrogen) supplement with 2% Trehalose, 20 mM glucose, 0.8 mM kynurenic acid and 0.05 mM APV using 3 glass fire polished pipettes with decreasing diameter. For P1 and P5 tissue, we removed myelin by overlaying single cell suspension on top of a 30% percoll and centrifuge at 700 g for 10 mins. The cell pellet was resuspended in 300-500 μl of OptiMEM with 2% Trehalose, 20 mM glucose, 0.8 mM kynurenic acid and 0.05 mM APV and tissue chunks were eliminated by passing cells suspension through a 40 μm cell strainer (BD).

##### Live cells FACS and scRNA-seq

GFP+ and DAPI negative cells were isolated using fluorescence-activated cell sorting (FACS) with a flow cytometer (Becton Dickinson) using a 100 μm nozzle, about 3000-5000 events per second, at 2-way purity, and collected directly in 1.5 ml (cold 4 deg) of OptiMEM/2% Trehalose solution in a 1.5-ml LoBind (Eppendorf) tubes precoated with 3% BSA overnight. We limited the FACS procedure to a maximum sort time of 40 mins to ensure high cell survival. We collected 20,000 to 30,000 cells for each time point, which is about 10% extra volume. We centrifuge the collect cells at 600g for 5 minutes at 4 deg and resuspend the FACS cells in 45 μl of OptiMEM/2%Trehalose. To determine cell number and viability, 5 μl of Trypan Blue was added to 5 μl of cells and cells counted on a hemacytometer. In all experiments, we only proceed toward scRNA-seq with > 80% viability. About 4000-6000 isolated single cells for each sample were loaded onto a 10X Genomic single-cell chip/machine for single-cell capture and cDNA library preparation. RNA-seq was performed in an Illumina high-seq 2500 platform.

##### Fixed cells FACS and scRNA-seq

Dissociated cells were incubated with Fixable Viability Dye eFluor 780 (ThermoFisher), 1:1000 for 5 minutes on ice. Cells were then transferred to 1.5-ml LoBind tubes precoated with 3% BSA overnight and centrifuged at 400g for 7 minutes. The Fixable Viability Dye was removed, and pellet cells were resuspended with 4% PFA (Fixation buffer) overnight at 4°C. The day after the cells were centrifuged at 850g for 7 minutes and resuspended in 700 μL of DPBS with 1% BSA, tissue chunks were eliminated by passing cells suspension through a 40 μm cell strainer (BD). GFP+ and Fixable Viability Dye 780 negative cells were isolated using fluorescence-activated cell sorting (FACS) with a flow cytometer (BD FACS Aria Fusion) using a 100 μm nozzle, about 3000–5000 events per second, at 2-way purity, and collected at 4°C directly in 1.5-ml LoBind tube precoated with 3% BSA overnight. Post sort, quenching was done in accordance with the 10X Genomics demonstrated protocol (CG000478|Rev B), using reagents from the Chromium Fixed RNA Kit, Mouse Transcriptome kit (Cat No: 1000496). Briefly, 110,000 cells were collected and diluted in 875uL of Nuclease Free Water and 125 uL of Quenching Buffer, and 100 uL of Enhancer Buffer (provided Chromium Fixed RNA Kit) at 4° C. Before starting with probe hybridization, the cell count and quality assessments of the fixed cells were evaluated intermittently by performing cell counting on LUNA dual fluorescence cell counter (Logos Biosystems). Probe Hybridization, GEM barcoding, GEM recovery and pre-amplification, and library construction we followed the Chromium Fixed RNA Profiling protocol (Chromium Fixed RNA Profiling kit; CG000477|Rev C). For GEM generation, about 15000 isolated single cells were loaded onto a custom droplet encapsulation platform; HyDrop.^89^ The Flex library was sequenced using BGI DNBSEQ-G400 using the following read configuration: r1: 28bps; i1:10; i2:10; r2: 90, with a sequencing depth of 43000 reads per cell.

#### Bioinformatic analyses

##### Data pre-processing

Sequencing data were prepared for analysis by application of the Cell Ranger pipeline. First, Illumina BCL output files were de-multiplexed into FASTQ format files. Feature counts were computed for individual GEM wells. STAR aligner was applied to perform splicing aware alignment to the GRCm38 reference genome, and then reads were bucketed into exonic, intronic, and intergenic categories. Reads were classified as confidently aligned if they corresponded to a single gene annotation. Only confidently aligned reads were carried forward to UMI counting. A cell calling algorithm in conjunction with the barcode rank plot was applied to filter low RNA content cells and remove empty droplets. The output is a read count matrix. We used the R package *Seurat* to perform the bulk of our subsequent data analysis, including filtering, normalization, scaling, and other downstream processing.

##### Quality control of scRNA-seq

We discarded any genes detected in fewer than 10 cells before filtering low-quality cells. Cells were carried forward if they met the following criteria: (i) unique gene count >700, (ii) mitochondrial gene content <10%, (iii) percentage confidently aligned reads > mean - 2s.d. (iv) ln(total UMI) > mean - 2s.d. 

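The mitochondrial limit removed most of the cells that failed. In the E16.5 library, 205 cells failed the limit on genes, 347 the mitochondrial limit, and 229 the limit on total UMIs. The numbers were 434, 1614, and 62 at P1 and 215, 276, and 120 at P5, and a cell could fail several limits. At P1, 36.4% of the cells in the library failed the mitochondrial limit, compared with 7.75% at E16.5 and 8.10% at P5. The lowest total kept by the limit on UMIs, computed within each library, was 1052, 598, and 790 UMIs at E16.5, P1, and P5.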

Following this, other genes were removed if they fell into any of the following categories, mitochondrial genes, ribosomal genes, Y-chromosome genes. 

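Without the filter on confidently aligned reads, 3923 cells at E16.5, 2500 at P1, and 2980 at P5 passed, or 87.6%, 56.3%, and 87.5% of each library. Of 16059 genes detected in at least 10 cells, 13 mitochondrial, 100 ribosomal, and 8 Y-chromosome genes were removed, with 12.9% of the UMIs of the kept cells.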

In live cell FACS experiments, we obtained 3,841 (E16.5), 2,418 (P1), and 2,895 (P5) single cells following quality control, for a total of 9,154 cells. In fixed cells FACS experiments, we recovered 11,477 cells (P5) following quality control.

##### Normalization and scaling

Normalization and scaling of reads were performed using the R package *Seurat*, with the functions *NormalizeData()* and *ScaleData()*. The normalized counts *x*_*norm*_ were computed by a logarithmic transformation of the raw counts, where *S* = 1000 is a scaling factor and *x*_*tot*_ is the total read count for each cell.^22^ Following integration, the data were linearly scaled and mean-centered.

##### Detecting variable features

Variable features were defined using the *Seurat* function *FindVariableFeatures()* with a variance-stabilizing transformation method, described in detail elsewhere.^61^ We used the top 2,000 variable features as the highly variable genes.

##### Differentially expressed genes

Differentially expressed genes between clusters were computed by the Wilcoxon rank-sum test of one group against all remaining cells. We retained differentially expressed genes with greater than ln(1.5) log-fold change and with Bonferroni adjusted p-value < 0.01 unless stated otherwise. We use a notion of differential expression score as described before, defined for a set of genes size as

$$\;DEscore\;=\sum_{i=1}^{n}\min\left(-\log_{10}(pi),20\right)$$

where p_i_ is the Bonferroni-adjusted p-value of the differentially expressed gene. To find genes differentially expressed along the pseudotime, we applied the graph-based methodology implemented in *Monocle*. We identify cells at similar positions along a trajectory with similar gene expression by Moran’s I test, a measure of spatial autocorrelation.

##### Multi-sample integration

Following quality control, individual samples were integrated into a single object using the anchoring procedure described in detail elsewhere.^61^ In summary, the dimensionality of the data was reduced by canonical correlation analysis, and anchors comprised of a pair of cells – one from each data set – were computed. Anchors were chosen by a mutual nearest neighbor’s approach, seeking to preserve cross-dataset correspondences. These anchors were scored, filtered, and weighted using nearest-neighbor graphs to arrive at a subset of anchors representing the shared structure between data sets. To preserve distinct heterogeneity evident in more mature cells, the samples were integrated pairwise in descending order of maturity. The data were then scaled, and variable features were computed.

The integrated data consists of two matrices. One is simply the aggregation of normalized counts from the three samples. The other is a batch-adjusted matrix produced as the integration output, taking both positive and negative values. Although this matrix has the benefit of being corrected for batch effects, it is abstracted from a direct notion of expression. Therefore, we restricted the use of this corrected matrix to clustering, classification, and dimensionality reduction. We returned to the aggregate normalized count data when computing differentially expressed genes or otherwise comparing gene expression among groups of cells.

##### Dimensionality reduction

Principal components were computed using the *Seurat* function *RunPCA()* with the top 2000 variable features. We also compute t-distributed stochastic neighbour (TSNE) and uniform manifold approximation and projection (UMAP) embeddings using *RunTSNE()* and *RunUMAP()*, respectively, with the first 15 principal components.

##### Iterative clustering

To group cells into distinct transcriptomic clusters, we applied an iterative hierarchical clustering procedure, using a differential expression score to judge the validity of sub-cluster identities. The following steps were applied recursively, beginning with the entire data as a single cluster until clusters could not be further subdivided.

1. Compute variable genes and scale the data matrix.
2. Hierarchically cluster the data with average linkage.
3. For all integers : 2 ≤ ***k** ≤* 20, compute the silhouette score for a dendrogram cut into k groups. Take a cut of the dendrogram into clusters *k*_*max*_; where *k*_*max*_ is the value of ***k*** with highest silhouette score.
4. Compute differentially expressed genes for each cluster with a minimum logFC threshold of ln(2). Compute the differential expression score (DEscore) for each cluster.
5. Label clusters as failing qualifying criteria if they have a DEscore < 60 or have a size < 50 cells. If all clusters fail, cease sub-division, and return the initial input as a terminal identity.
6. Else, if qualifying clusters exist, merge failed clusters with the nearest qualifying cluster. Check that the newly merged clusters pass the DEscore threshold. If only one qualifying cluster remains, we have recovered the initial input cluster. Cease subdivision and return the initial input as a terminal identity.
7. If we have *N* R ≥ 2 qualifying clusters, apply steps 1–7 to each qualifying cluster with size R ≥ 100. Otherwise, cease subdivision and return each qualifying cluster as a terminal identity.

##### Cluster validation

To validate cell identities, we performed five-fold cross-validation, taking 20% of the data as a test set and the remaining 80% as the training set. We computed differentially expressed genes for all clusters in the five training sets. We then proceed in a pairwise fashion, training a random forest classifier with 1,000 trees on each pair of clusters in the training data using only the top 10 differentially expressed genes from each cluster. This classifier was used to predict the identity of cells in the test set.

Following five-fold cross-validation, we have a predicted identity for every cell for each pairwise comparison of clusters. The above procedure was repeated for a total of 100 iterations. From the consistency of the outcome across these iterations, we extracted a measure of the stability of the cell classification. Over each pairwise comparison, we checked to see if one identity was entirely dominated by the other. For example, identity B was considered dominant if identity A was assigned to the cell 100/100 times and identity B was never assigned. We discounted all such dominated identities and retained only those which appear at least once in every one of their pairwise comparisons. The cell membership score to each cluster was computed as the proportion of cell assignments to that identity over all 10 iterations. A cell which had a score = 1 for one identity and = 0 for all others was referred to as a ‘Core’ cell. A cell with multiple identity ties (e.g., a score of 0.6 for cluster A and 0.4 for cluster B) was referred to as an ‘Intermediate’ cell and assigned the identity with the highest score. A cell for which all identities dominated or for which there was an evenly split score between identities was termed a ‘Failed’ classification. These represented a small proportion of the data (~ 0.2%).

##### Identifying neuronal subtypes

We used the dataset described by Tasic et al.^20^ and Gouwens et al.^2^ to identify cell types in our data. We used their Patch-seq dataset of adult cells from the mouse visual cortex labelled with MET-types and referred to their publication to infer cell type from morphology. Approximately 200 cells were labelled by MET-type, and we reannotated them as LRP neurons, MCs and nMCs. We computed DEGs between the three cell types, taking the ten with the highest log-fold change for each cell type as representative markers. We took these gene sets in combination with a short list of canonical markers and used them as identifying cell type markers.

To label cell types in the developmental data, we computed DEGs for each cluster. We computed DEscore for the detected markers of each cell type. The cell type with the highest DEscore was taken as the cluster identity. Any cluster with a DEscore > 10 for stress markers was discounted as a stressed group of dubious cell quality. Clusters with ambiguous expression of cell type markers were classified by MetaNeighbor alignment with MET-type annotated cells. They were assigned the cell type they most strongly correlated with.

##### MetaNeighbor analysis

Comparison of datasets to identify correlated cell groups was performed with the R package *Metaneighbor*.^22^ AUROC scores for each pairwise comparison of clusters were produced by the correlation network approach implemented in the function *MetaNeighborUS()*. Clusters with AUROC > 0.75 represent a strong correlation between cell identities.

##### Functional enrichment analysis

To confirm the status of stressed cells and investigate cluster identities, we applied the R package *gProfileR*, as described elsewhere.^90^ The function *gost()* was used to extract enriched GO terms from a list of differentially expressed genes.

##### Data visualization

All data are plotted on R using the Seurat package. We have also created a Shiny web interface for data visualization (https://fisherj.shinyapps.io/sst-in-diversity/).

##### Gene modules

We computed characteristic gene modules to capture and describe the distinct sources of variation within the data. We used the R package *Antler* to generate these modules.^91^ Computation began with a normalized counts-per-million matrix. Genes present in fewer than 10 cells, and cells with fewer than 700 genes were discounted from the computation. Genes were filtered prior to clustering to retain only those genes having Spearman correlation with at least 3 other genes at value 0.3. These genes were clustered hierarchically using Spearman correlation as a dissimilarity metric. This hierarchical clustering was repeated over many iterations, with a heuristic algorithm determining an optimal number of modules. At each iteration, modules were discarded if they failed to meet validity thresholds on the expression level of individual genes. At the terminal iteration, all modules met the validation criteria and were returned as the final set of gene modules. To understand the module contents, we performed functional enrichment on each module and examined gene ontology to identify module relevance to processes concerning development and cell type diversification.

##### Pseudotime

We used the R package *destiny* to compute the diffusion map,^92^ which forms the basis of our pseudotime measure. To achieve a result describing cell type development, we only used the set of ~200 genes from modules associated with cell type or cell maturity. The eigenvalues of the diffusion map transition matrix were taken as diffusion components for low-dimensional embedding. The pseudotime measure for each cell was computed from the full transition matrix using the *DPT()* function and represents a notion of diffusion distance from a root cell. From this, we inferred linear branches diverging from an initial shared state.

##### Spatial transcriptomics

Molecular cartography at 100-plex was performed according to the manufacturer’s instructions and the imaging and spot detection pipeline described before.^93^ Briefly, P5 tissue sections were dissected and fresh frozen by dry-ice and isopentane at -40°C. Coronal sections of 10 μm were placed within capture areas on Resolve BioScience slides and stored at -80°C till the day of sample processing (about 2 weeks). Tissue sections were thawed and fixed with 4% v/v Formaldehyde (Sigma-Aldrich F8775) in 1x PBS for 30 min at 4°C. After fixation, sections were washed twice in 1x PBS for two min, followed by 1 min washes in 50% Ethanol and 70% Ethanol at room temperature. Fixed samples were used for Molecular Cartography™ (100-plex combinatorial single-molecule fluorescence insitu hybridization) according to the manufacturer’s protocol 3.0; available for download from Resolve’s website), starting with the aspiration of ethanol and the addition of buffer BST1 (step 6 and 7 of the tissue priming protocol). Tissues were primed, followed by overnight hybridization of all probes specific for the target genes (see Table S3 for target list). Samples were washed the next day to remove excess probes and fluorescently tagged in a two-step color development process. Regions of interest were imaged as described below, and fluorescent signals were removed during decolorization. Color development, imaging and decolorization were repeated for multiple cycles to build a unique combinatorial code for every target gene derived from raw images.

Samples were imaged on a Zeiss Celldiscoverer 7 (CD7), using the 50x Plan Apochromat water immersion objective with an NA of 1.2 and the 0.5x magnification changer, resulting in a 25x final magnification. LED excitation light source, filters, and dichroic mirrors were used with customized emission filters optimized for detecting specific signals per round and DAPI. Spot segmentation and downstream image analysis were performed with customized pipeline from Resolve Bioscience. The final image analysis was performed using Genexyz Polylux tool plugin from Resolve BioSciences to examine specific Molecular Cartography™ signals. The output data matrix consisted of an RNA count matrix of individual transcripts used to quantify expression, along with the metadata of cell location (X and Y position) and cortical anatomical regions - manually annotated based on reference developing mouse brain atlas.

#### AAV experiments

Mice (8-10 weeks old) were anaesthetized with isoflurane (induction 4%, maintenance 1%) in a stereotaxic apparatus (68018, RWD Life Science). The position of the head was carefully adjusted so that the skull surface was horizontal. The stereotaxic surgery was performed under a stereo microscope. The skull was exposed under antiseptic conditions, and a small craniotomy was made with a thin drill over the planned injection coordinates. Injections with a rate of 1nL/s through a borosilicate glass injection pipette (3-000-203-G/X, Drummond Scientific) attached to a pressure injection apparatus (Nanoject III Programmable Nanoliter Injector, Drummond Scientific). Mice were injected with 100nL of AAV2/9-mDlx-FLEX-EGFP or AAV2/9-mDlx-FLEX-mScarlet at the following stereotaxic coordinates based on the third edition of The Mouse Brain in Stereotaxic Coordinates by Franklin and Paxinos: +1.40mm anteroposterior (AP), +1.50mm mediolateral (ML) and −0.8mm (for P15 animals) and −1.0mm (for P56 animals). The pipette remained for 10 min at the end of infusion to allow virus diffusion.

#### Retrovirus experiments

##### Cloning of retroviral vectors

Pou3f2 and Dach1 were cloned by PCR into a conditionally expressing retroviral backbone, RV-CAG-dio-mScarlet-T2A, using XhoI and PacI restriction enzyme cloning sites, to create RV-CAG-dio-mScarlet-T2A-Pou3f2, RV-CAG-dio-mScarlet-T2A-Dach1 and control plasmid RV-CAG-dio-mScarlet-T2A-mVenus. Pou3f2 and Dach1 sequences were subcloned using transcript IDs ENSMUST00000178174.3 and ENSMUST00000071533.13.

##### Generation of retroviruses

Retroviruses were produced using HEK293T-PlatinumGP (Cell Biolabs) cells according to specification. In brief, HEK cells were grown in DMEM/10% FBS with 10 μg/ml Blasticidine (Merck 15205), plated at 2 x 10^6^ cells per well in seven 15-cm plates. Upon 80% confluence, cells were split at a 1:1 ratio into two 4-layered CELLdisc of 1,000 cm^2^, (Greiner Bio-One, cat no 678104). A day later, cells were transfected with 100 μg of retroviral transfer DNA construct (see key resources table) and 17 μg pCMV-VSV-G, and 351 μL of TransIt reagent (Mirus, Madison WI) in 160 ml of viral production medium consisting of Optimem (ThermoFisher) supplement with 0.2 mM sodium pyruvate, 5mM sodium butyrate, and 5% FBS. Forty-eight hours post-transfection, the first viral collection was done by removing the 160 ml of supernatant and vacuum filter with 0.4 μm membrane pore size and storing it at 4°C for 24 hours. An additional 160 ml of viral production medium was added for a second round of viral collection the next day. The two viral collections were pooled and concentrated by centrifugation at 20,000 g for 2 hours at 4°C and re-suspended in 100 μl of PBS and incubated for 30 mins on ice before centrifugation for 10 mins at 1600 g and 4°C. The viral-containing supernatant was removed, and 5 μl aliquots were stored at -80°C. Viral titers range from 1-5x10^9^ IU/ml.

##### In utero retrovirus injections

In utero infections were performed at E14.5 *Nkx2.1-Cre* or E14.5 *Sst*^Cre/+^ embryos. Timed-pregnant females were injected with 0.05 mg/kg buprenorphine hydrochloride and deeply anaesthetized with 2.5 % isoflurane. The abdominal cavity was opened to expose the uterus and 400 nL of concentrated retrovirus with 0.01% fast green (Sigma-Aldrich) were injected into the lateral ventricle of the telencephalon in each embryo using a glass capillary needle (3.5”Drummond 3-000-203Glx) coupled to a nanoinjector (World Precision Instruments). Glass needles were pulled using a vertical puller (World Precision Instruments). The uterine horns were then placed back in the abdominal cavity, and the abdominal wall was sutured (Ethicon coated Vicryl 4-0; V-4). The animals were placed in recovering chamber at 32°C for 1h post-surgery. Brain tissue was collected at P16 and processed for immunohistochemistry.

#### Histology and immunohistochemistry

Postnatal pups were deeply anaesthetized with an intraperitoneal injection of ketamine (87 mg per kg body weight) and xylazine (13 mg per kg body weight) and transcardially perfused with ice-cold phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA). The brains were isolated and incubated overnight in 4% PFA on a slow-speed rocking platform at 4 °C. Tissue was washed with PBS, incubated in 10% followed by 30% sucrose in PBS and cut on a freezing microtome into 25 μm, 45 μm, 60 μm or 100 μm coronal sections, and stored in cryoprotectant solution (30% glycerol, 30% ethylene glycol in PBS) at -20 °C or processed or free-floating immunohistochemistry. Coronal sections were stained using the following primary antibodies: rabbit anti-Dach1 (1:500, Proteintech, 10914-1-AP), chicken anti-GFP (1:3000, Aves Lab, GFP-1020), mouse anti-Meis2 (1:500, Sigma-Aldrich, WH0004212M1), rabbit anti-Nitric Oxide Synthase 1 (1:1000, Immunostar, 24287), rabbit anti-Nitric Oxide Synthase 1 (1:500, Sigma-Aldrich, SAB4502010), sheep anti-Nitric Oxide Synthase 1 (1:100, Millipore, AB1529), guinea-pig anti-Parvalbumin (1:1000, Synaptic Systems, 195004), mouse anti-Pou3f2 (1:400, Santa Cruz, sc-393324), rabbit anti-Somatostatin (1:3000, BMA Biomedicals, T-4103), rat anti-Somatostatin (1:200, Millipore, MAB354), mouse anti-Sox2 (1:500, Santa Cruz, Sc-365823), goat anti-tdTomato (1:500, SICGEN, AB8181), and guinea pig anti-tdTomato (1:500, Oasis biofarm, OB-PGP004). Antigen retrieval was used for Pou3f2 (Brn2), NOS1 and Dach1 immunohistochemistry. Sections were washed with PBS and incubated in Tris-EDTA buffer (10mM Tris 1mM EDTA, pH 9) for 10 minutes at 85 °C and cooled to RT for 30 min. Tissue was blocked with 2% BSA, 10% goat serum in 0.25% triton-X-100-PBS for 1h at RT. Primary antibodies were incubated overnight at 4 °C in 2% BSA, 10% goat serum in 0.25% triton-X-100-PBS. The following secondary antibodies conjugated to Alex Fluor dyes were used: goat anti-chicken IgY (H+L) 488, donkey anti-guinea pig IgG (H+L) 568, donkey anti-rabbit IgG (H+L) 488, donkey anti-rat IgG (H+L) 568, goat anti-rat IgG (H+L) 647, donkey anti-rabbit IgG (H+L) 555, donkey anti-rabbit IgG (H+L) 647, donkey anti-sheep IgG (H+L) 488, and goat anti-mouse IgG1 488 (all from Thermo Fisher, used at 1:1000) and donkey anti-guineapig IgG (H+L) 647 (Jackson ImmunoResearch, 1:250). Secondary antibodies were incubated for 2 h at RT followed by 4’,6-diamidino-2-fenylindool (DAPI) (5 μM, Sigma, D9542) for 10 minutes at RT. In between steps, sections were washed three times for 10 minutes with 0.1% triton-X in PBS. Brain sections were mounted in Mowiol-DABCO (25% Mowiol, Sigma, 81381, 2,5% DABCO, Sigma, D27802). Brain sections were imaged using a Zeiss Cell Discoverer 8 LSM 900 confocal microscope (20x Apochromat/NA0.70 or 20x Apochromat/NA0.95) and an Olympus SpinSR10 spinning disk confocal super-resolution microscope (10x Apochromat/NA0.70 or 20x Apochromat/NA0.95). Subsequent image processing was performed using FIJI and NeuroInfo software (MBF Bioscience).

#### Quantitative polymerase chain reaction

The neocortex of P5 *Sst*^Cre/+^*;Pou3f2*^*fl/fl*^ and *Sst*^Cre/+^*;Pou3f2*^*+/+*^ littermate controls (*n* = 3 per genotype) were dissected and SST+ neurons were isolated using FACS as described above. cDNA libraries were processed for quantitative polymerase chain reaction (qPCR) using TaqMan™ Fast Advanced Master Mix (ThermoFisher) on a QuantStudio 3 Real Time PCR System (ThemoFisher) using the comparative Ct method. Probes against the following genes were used: Pou3f2 (mM00843777_s1, ThermoFisher), Pou3f3 (Mm00843792_s1, ThermoFisher), Sox2 (Mm03053810_s1, ThermoFisher) and housekeeping gene Rn18s (Mm03928990_g1, ThermoFisher). Conditional mutants were normalized to the average value detected in control animals.

### Quantification and Statistical Analysis

Results were plotted and tested for statistical significance using Prism 9 or MATLAB. All values are indicated in Table S5.

#### Cell density

Region of interest (ROI): motor cortex, somatosensory cortex and visual cortex were manually defined on P5 coronal sections. ROIs stained with reporter protein (EGFP or tdTomato) or specific markers were quantified using FIJI. P21 coronal sections were mapped unto the Allen Mouse Brain reference atlas (CCF v3) within the NeuroInfo software (MBF Bioscience) to define ROIs and quantify protein markers. The coordinates of each cell expressing NOS1 were output into a csv file and plotted with Python (Jupyter Notebook) using the package Brainrender^88^ to obtain the 3D brain representation. Each animal was considered a biological replicate. For each brain, 12–18 images spanning rostral to caudal cortical regions were taken and treated as technical replicates. Data analyses were performed using R studio.

#### Axonal length

Forty-five-micron serial sections spanning rostral to caudal were collected. The regions of interest (ROI) were manually defined on sections with a segmented line using FIJI, and their length was counted. For each brain, images were taken along the rostrocaudal axis every 90 μm posterior to the injection site until about 3 mm (34 images for each brain in total) to count the axon length in the contralateral striatum and every 450 μm posterior to the injection site until about 3 mm (7 images for each brain in total) to quantify the axon length in the ipsilateral striatum. The axon length in each brain was the total sum of axon lengths in all these images, normalized by the thickness of the brain slices and the infected cells.

#### Sox2 levels

Sixty-micron sections were collected from the brains of *Sst*^Cre/+^*;Pou3f2*^*fl/fl*^ and *Sst*^Cre/+^*;Pou3f2*^*+/+*^ littermate controls. ROIs were manually defined based on NOS1 immunofluorescence together with DAPI for LRP neurons. The same approach was used to determine Sox2 levels in SST+ cells using *Sst*^Cre/+^*;RCE* animals and ROIs were based on GFP immunofluorescence. Defined ROIs were projected on the Sox2 antibody signal, and the immunofluorescence intensity was measured using ImageJ. For each brain, images were taken spanning the motor cortex measuring 73 ± 14 cells/brain.

#### Dach1 and Pou3f2 overexpression experiments

Brains were sectioned at 100 μm and one in two sections were analyzed for each brain. Infected mScarlet+ cells from all neocortical regions were imaged at 20X using Apotome.2 microscopy (Zeiss), and the cells were identified as NOS1+ or NOS1-. In *Nkx2-1-Cre* mice, only the infected mScarlet+ cells lacking PV expression (thus putative SST+ cells) were analyzed.

## Supplementary Material

Supplemental Information Supplemental information can be found online at https://doi.org/10.1016/j.neuron.2023.11.013.

## Figures and Tables

**Figure 1:**
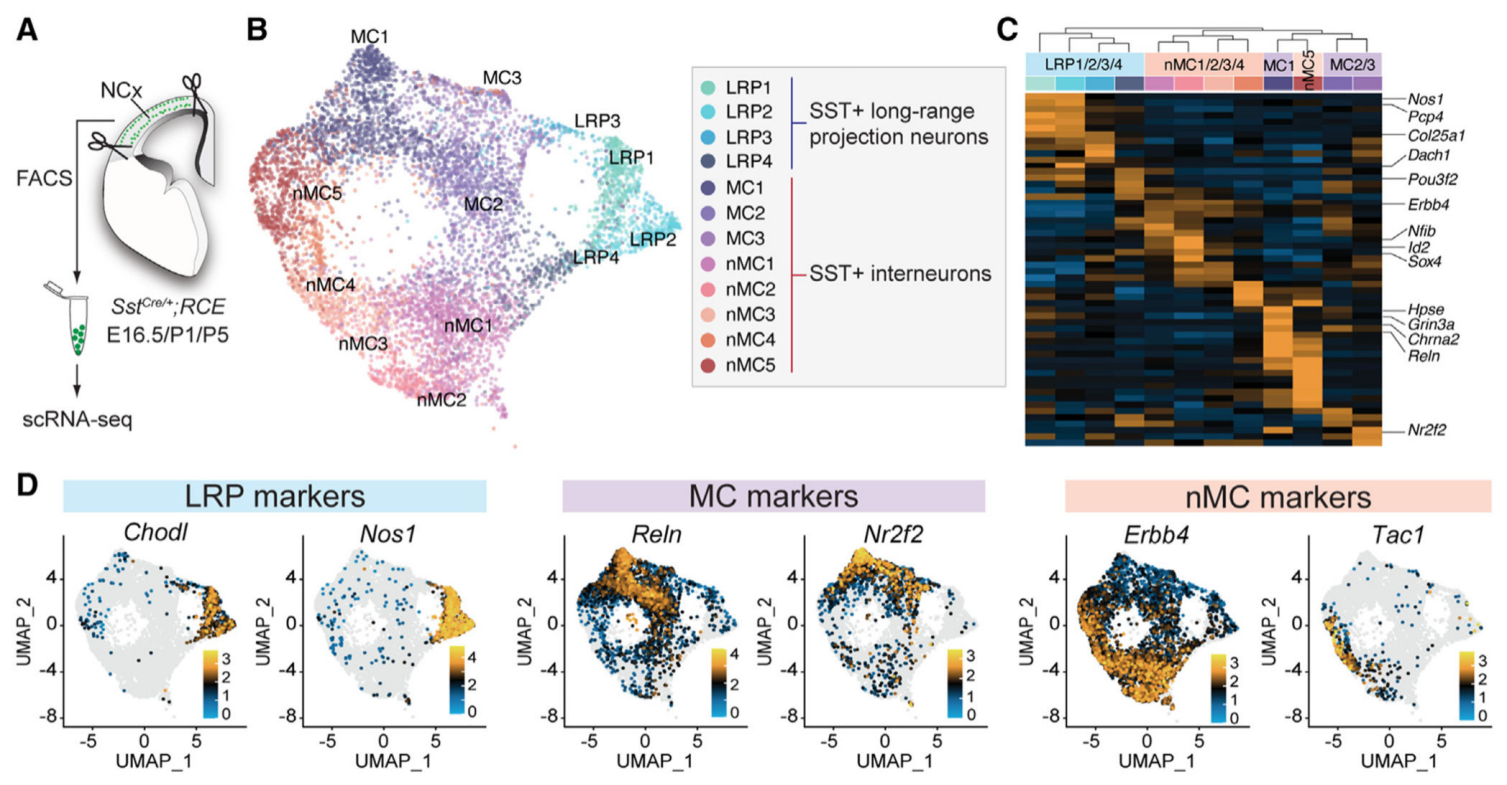
The diversity of cortical SST+ inhibitory neurons emerges in early development (A) Schema of experimental design. Enrichment of SST+ neurons by dissection of the neocortex (NCx) from *Sst*^Cre/+^*;RCE* mice followed by FACS. (B) Integration of SST+ neurons from E16.5, P1, and P5 and visualization by uniform manifold approximation and projection (UMAP). The annotation of cell clusters was based on marker expression. (C) Heatmap illustrating differentially expressed genes (DEGs) enriched in each cluster. (D) Examples of gene expression of markers for LRP neurons, MCs, and nMCs visualized by UMAP.

**Figure 2:**
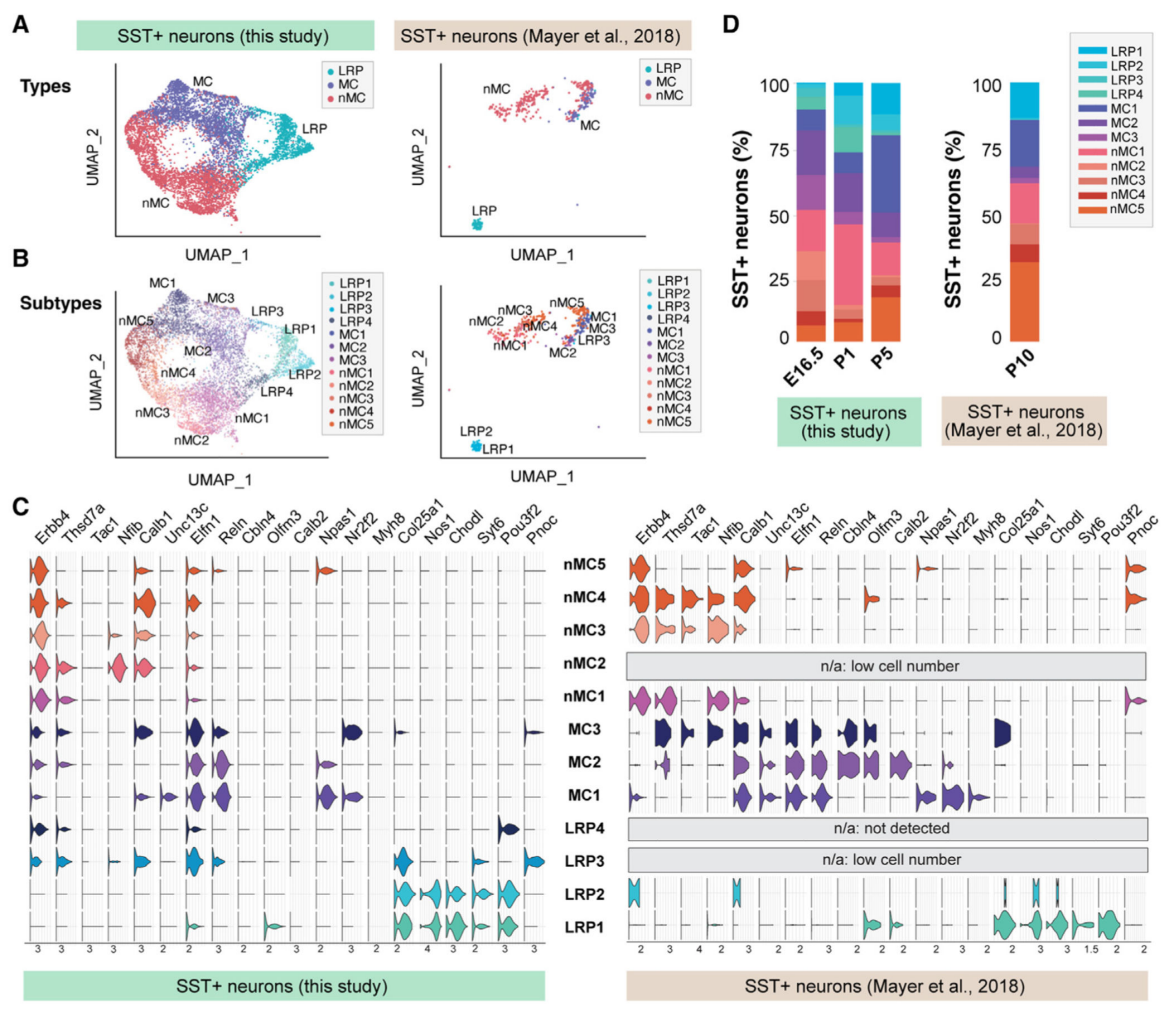
SST+ subtype diversity in previously published datasets (A and B) Clustering of cortical SST+ cells into types (A) and subtypes (B) in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.^4^ In the latter case, clusters were reannotated using the classifier models described in this study. (C) Violin plots of selected cell-type markers comparing SST+ cells in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.^4^ (D) Distribution of each subtype in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.^4^

**Figure 3:**
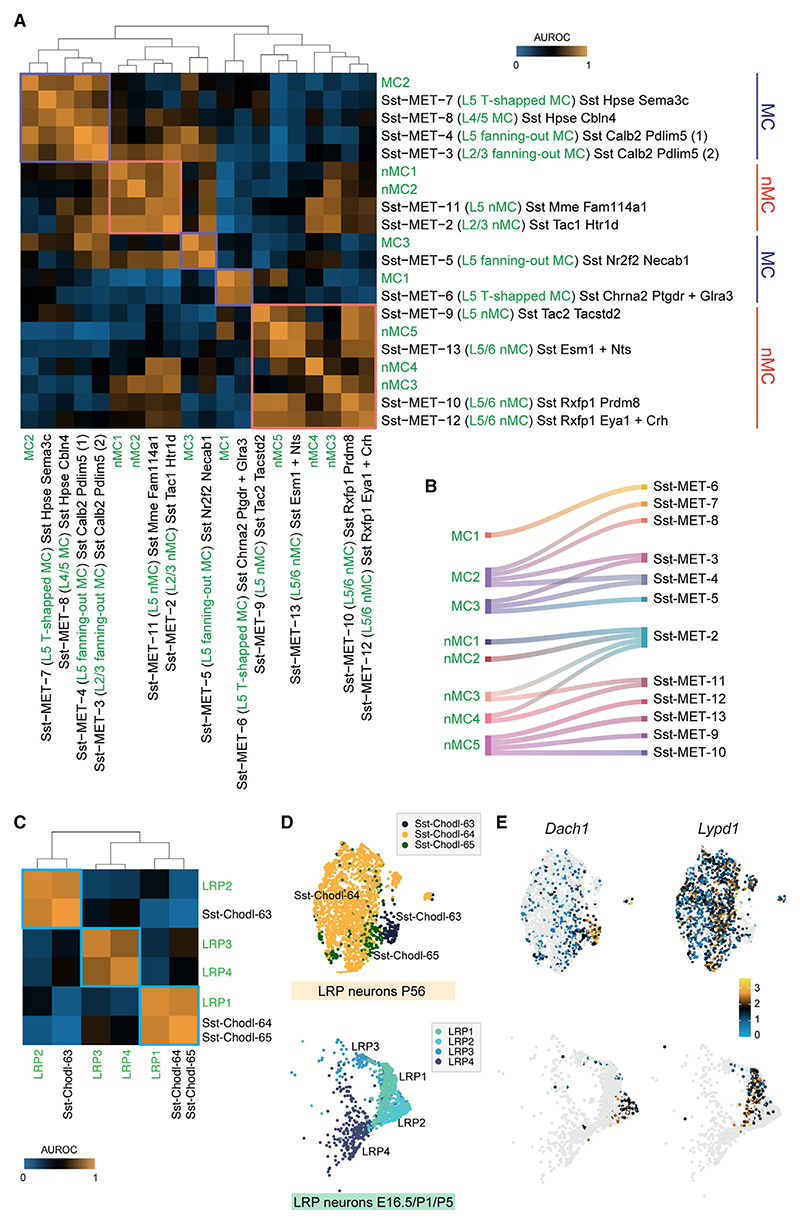
Alignment of developmental SST+ cell types and subtypes to their corresponding adult counterparts (A) Heatmap illustrating transcriptomic similarities (AUROC values) between the developmental SST+ cell clusters identified in this study and adult SST+ cell clusters, as defined in Mayer et al.^2^ The adult dataset includes SST+ cells from Tasic et al.,^20^ with clear correspondence to the MET subtypes defined in Mayer et al.^2^ (B) River plot of adult Sst-MET types with the developmental SST+ cell clusters identified in this study using an AUROC value larger than 0.75. (C) Heatmap illustrating AUROC values between developmental and adult populations of LRP neurons, attained through MetaNeighbor analysis using the intersection of DEGs between groups. (D) UMAP of LRP cells in the adult (cells from Yao et al.^29^) and developing mouse neocortex. (E) UMAP depicting the expression of LRP neuron marker genes in the adult (top) and developing (bottom) mouse neocortex.

**Figure 4:**
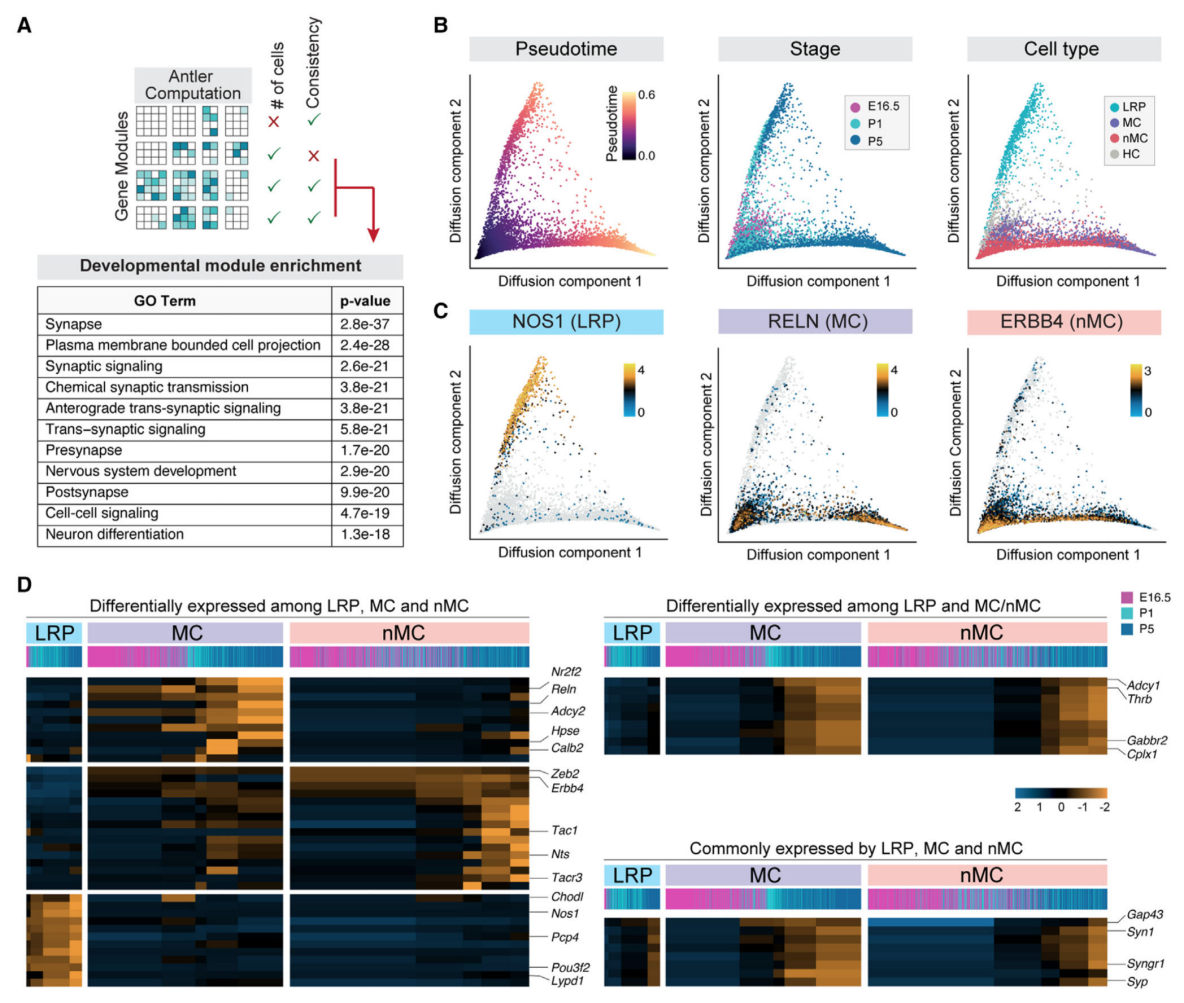
Differential gene expression delineates distinct developmental trajectories for SST+ GABAergic neurons (A) Schematic drawing illustrating gene module filtering for identifying developmentally relevant genes. Genes were grouped into modules by hierarchical clustering and then iteratively discarded based on quality criteria. GO term functional enrichment revealed that the developmental gene module (Table S2) relates to synapse formation and neuronal differentiation. (B) UMAP plots illustrating pseudotime value, sample age, and cell type. (C) Gene expression over pseudotime trajectories, plotted for a selection of gene markers for the three main SST+ cell types. *Nos1, Reln*, and *Erbb4* are most enriched along the LRP, MC, and nMC branches. (D) Heatmaps depicting genes changing during development that are (1) differentially expressed among cell types (i.e., branch-specific genes), (2) differentially expressed between LRP neurons and interneurons, and (3) shared by all SST+ GABAergic neurons.

**Figure 5:**
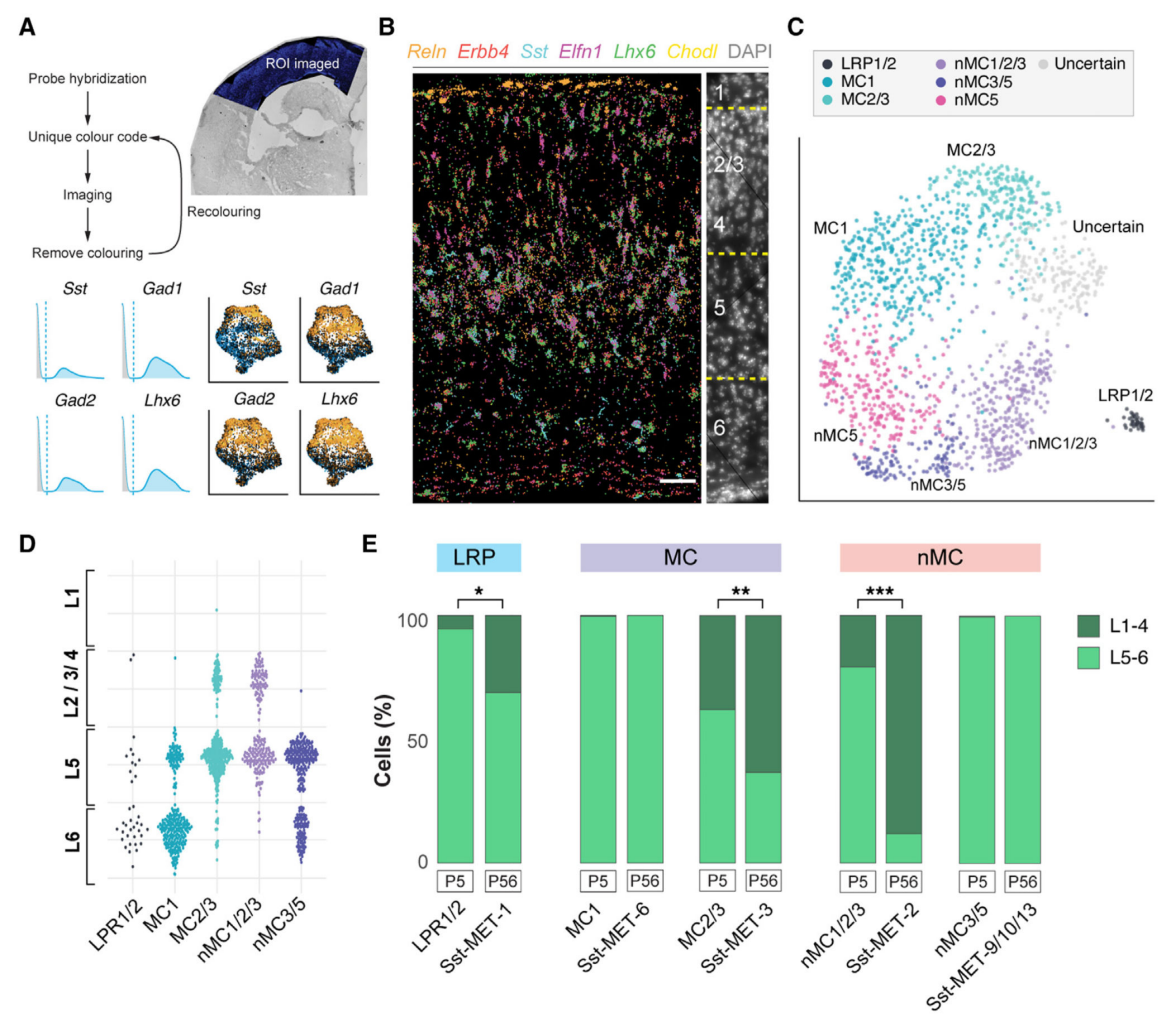
Spatial transcriptomics reveals the laminar distribution of SST+ subtypes at P5 (A) Schema illustrating molecular cartography of 94 genes (Table S4) using unique color barcoding (Resolve Biosciences). Each cell was segmented using the DAPI signal. Gene expression is visualized by UMAP. The bottom plots illustrate the expression profiles of *Sst, Gad1, Gad2*, and *Lhx6* among all neurons, which were used to filter SST+ neurons. (B) Coronal section through the P5 mouse neocortex illustrating the expression of selected marker genes using molecular cartography. (C) UMAP visualization of 2,319 SST+ positive neurons, clustered and annotated based on the strongest correlation to subtypes defined through scRNA-seq (Figure 1). (D) Dot-plot diagram representing the laminar location of cells in each cluster. (E) Comparison of the laminar distribution of each spatial cluster at P5 and its corresponding adult Sst-MET type. Fisher exact test: *p < 0.05, **p <0.01, ***p < 0.001. Scale bars, 100 μm.

**Figure 6:**
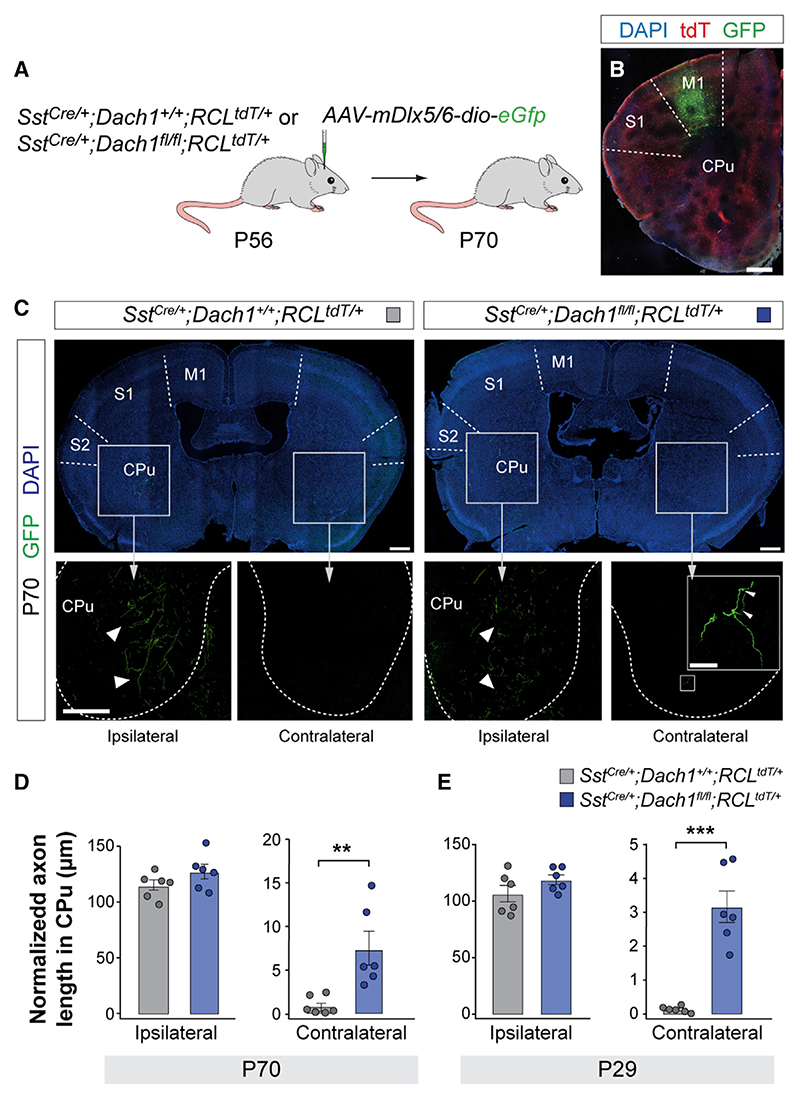
Conditional deletion of *Dach1* from SST+ neurons abnormally increases their contralateral axonal projections (A) Schematic of the experimental design. (B) Coronal section through the injection site stained with antibodies against tdTomato and GFP. DAPI staining reveals the distribution of nuclei. (C) Coronal sections through the mouse telencephalon stained with antibodies against GFP in control and *Dach1* conditional mutants at P70. DAPI staining reveals the distribution of nuclei. The high-magnification images illustrate axons (arrowheads) in the striatum (CPu). (D and E) Quantification of total axonal length in ipsilateral and contralateral striatum normalized by the number of infected cells in each animal (n = 6 mice per genotype) at P70 (D) and P29 (E). Two-tailed t test: *p < 0.05. Data are shown as mean ± SEM. Scale bars, 200 μm.

**Figure 7:**
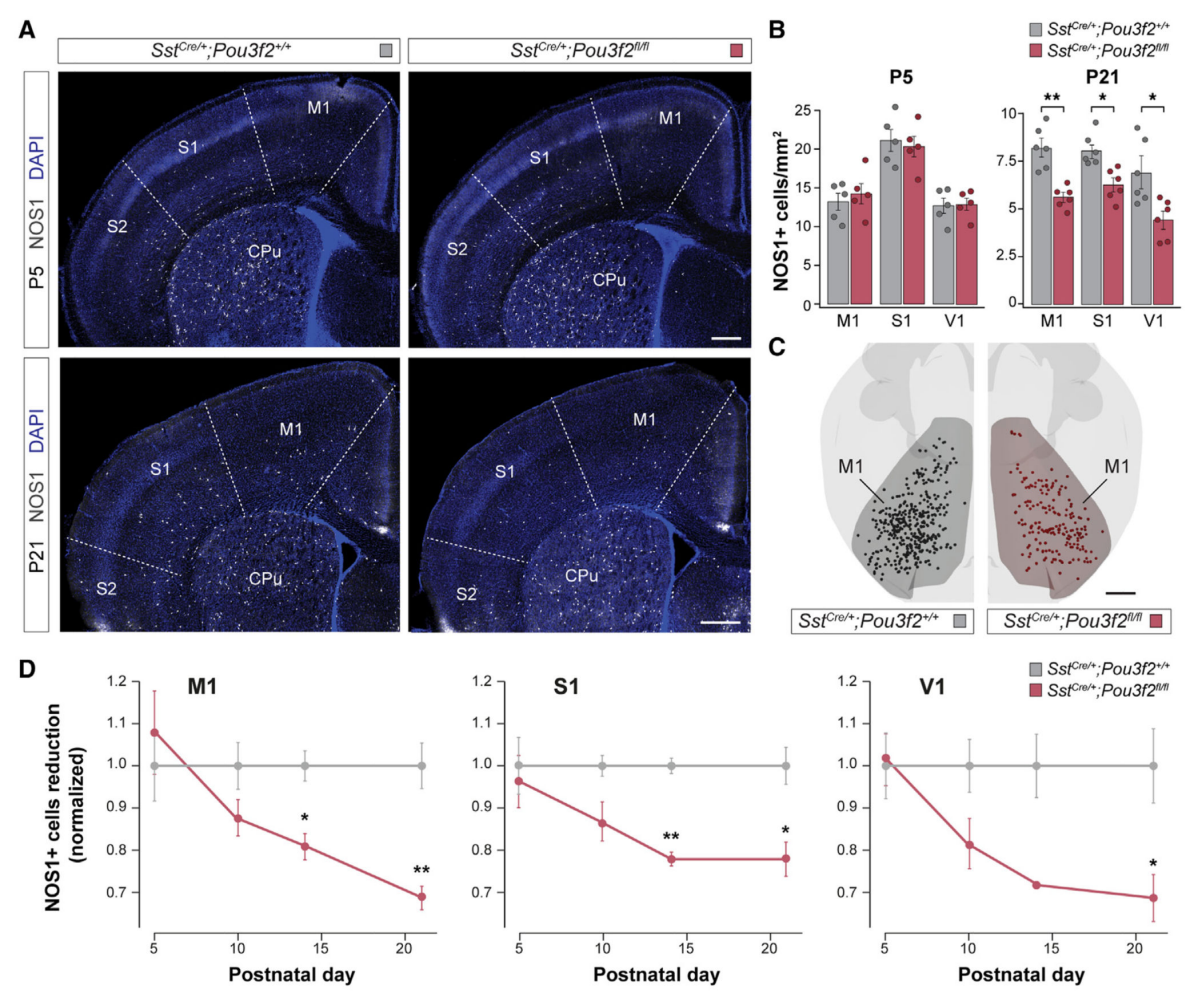
Conditional deletion of *Pou3f2* from SST+ neurons progressively reduces the density of LRP neurons (A) Coronal sections through the mouse telencephalon stained with antibodies against NOS1 in control and *Pouf3f2* conditional mutants at P5 and P21. DAPI staining reveals the distribution of nuclei. (B) Quantification of the density of NOS1+ cells in the motor cortex (M1), somatosensory cortex (S1), and visual cortex (V1) at P5 (n = 5 mice per genotype) and P21 (n = 6 mice per genotype). Student’s t test with Bonferroni: *p < 0.05, **p < 0.01. (C) Schematic representation of the spatial distribution of LRP neurons across the entire motor cortex in control and *Pouf3f2* conditional mutants P21. (D) Normalized reduction of LRP neurons in M1, S1, and V1 from P5 to P21. Two-way ANOVA: *p < 0.05, **p < 0.01. Data are shown as mean ± SEM. Scale bars, 500 μm.

**Figure 8:**
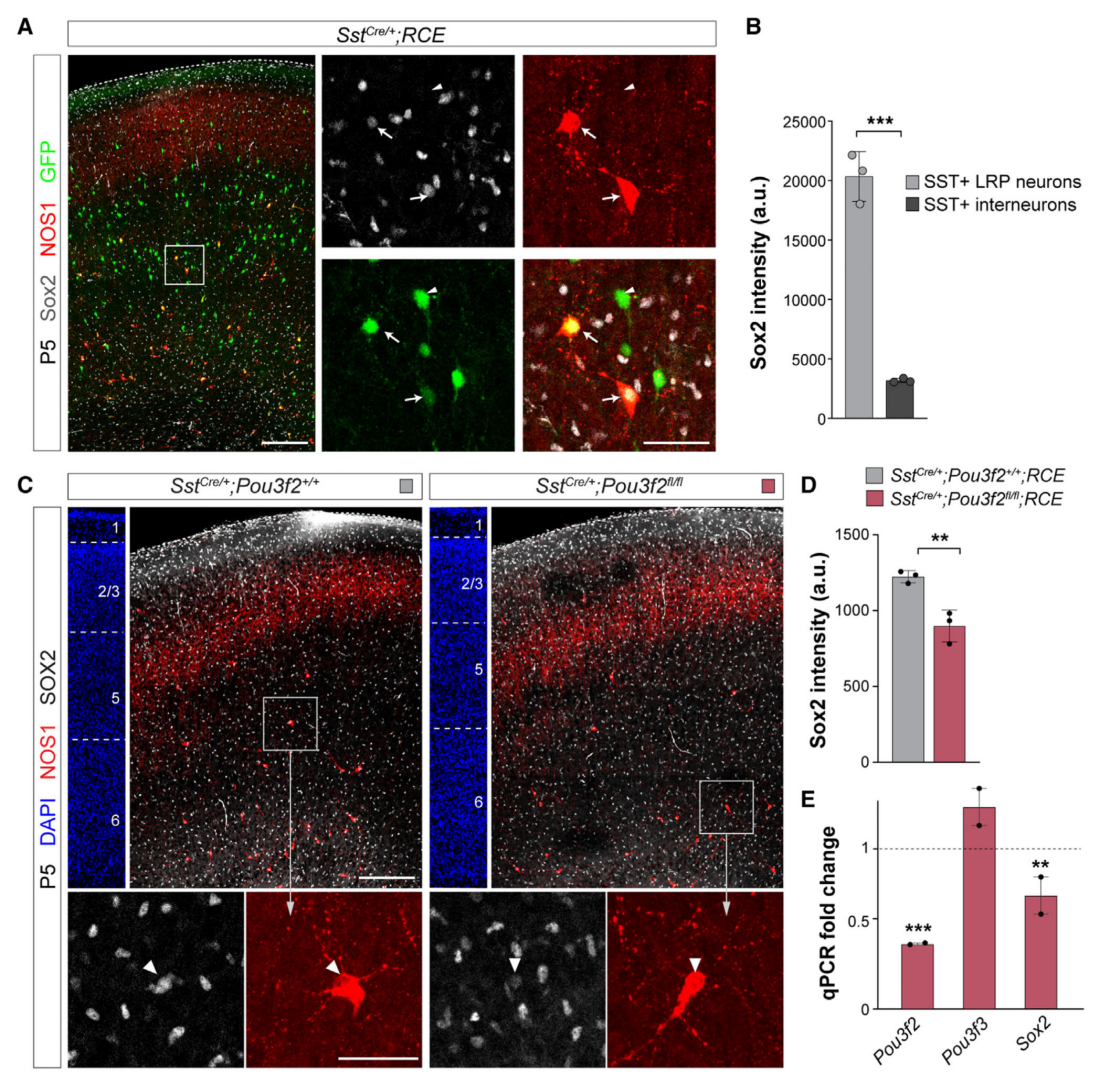
Sox2 levels are reduced in long-range cells in *Pou3f2* conditional mutant (A) Coronal sections through the telencephalon of P5 *Sst*^Cre/+^*;RCE* mice stained with antibodies against Sox2, NOS1, and GFP. (B) Quantification of Sox2 intensity measurement in SST+ LRP neurons and SST+ interneurons. Student’s t test: ***p < 0.001. (C) Coronal sections through the mouse telencephalon stained with antibodies against Sox2 and NOS1 in control and *Pou3f2* conditional mutants at P5. DAPI staining reveals the distribution of nuclei. High-magnification images illustrate Sox2 intensity levels in NOS1+ neurons. (D) Quantification of Sox2 intensity levels (n = 3 mice per genotype). Student’s t test: **p < 0.01. (E) Quantitative polymerase chain reaction analysis of *Pou3f2, Pou3f3*, and *Sox2* in SST+ neurons of *Pou3f2* conditional mutants and litter controls at P5. *Pou3f2* mutants were normalized to the average value of *Pou3f2* control animals. Pou3f3 was used as a control. Student’s t test: **p < 0.01, ***p < 0.001. Data are shown as mean ± SEM. Scale bars, 200 and 50 μm (inserts).

## Data Availability

The scRNA-seq data and the analysis pipeline datasets have been deposited at the National Center for Biotechnology Information BioProjects Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE217065 (E16.5, P1, and P5 FACS data), GSE235619 (P5-fixed FACS) and GSE247005 (spatial transcriptomics). The processed spatial transcriptomics dataset, including the region of interest used, is available at Zenodo (https://zenodo.org/records/10069959). All other original data reported in this paper will be shared by the lead contact upon request. The code used to analyse and process scRNA-seq and spatial transcriptomic data is available at Zenodo (https://zenodo.org/records/10069719). Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Cortical somatostatin long-range projection neurons and interneurons exhibit divergent developmental trajectories
**Source:** Neuron. Author manuscript; Available in PMC 2025 Oct 11.
**Supplement:** Supplemental Information — can be found online at https://doi.org/10.1016/j.neuron.2023.11.013.

# Cortical somatostatin long-range projection neurons and interneurons exhibit divergent developmental trajectories

## Graphical abstract

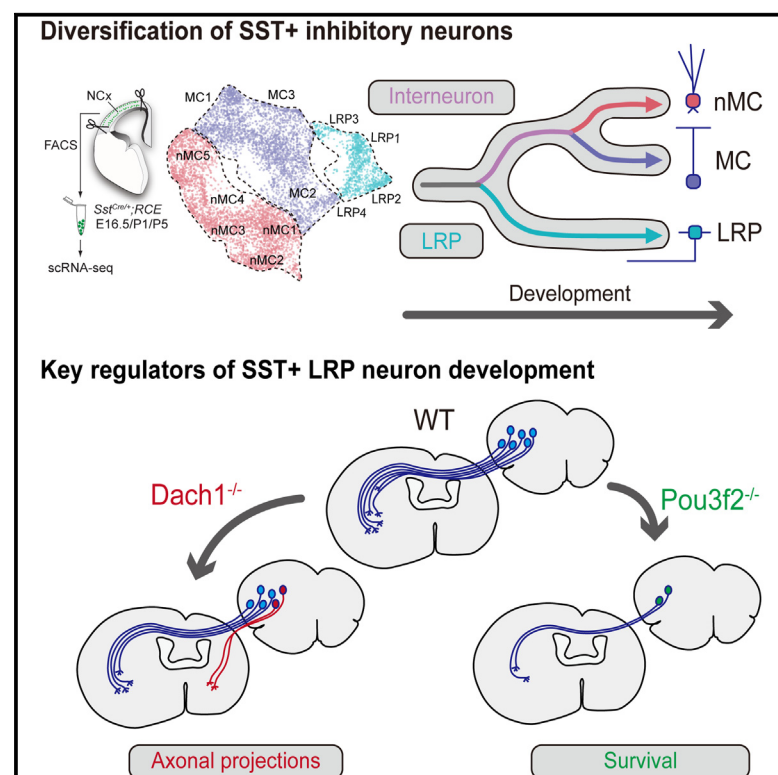

## Authors

Josephine Fisher, Marieke Verhagen, Zhen Long, ..., Oscar Marín, Da Mi, Lynette Lim

## In brief

Fisher et al. reveal that cortical GABAergic neurons expressing somatostatin are highly diverse during embryonic development. However, the timing of cell fate acquisition among these cells varies depending on their identity. Fisher and colleagues also identify distinct molecular programs governing the diversification of GABAergic long-range projection neurons and interneurons.

## Highlights

- Diversity among cortical inhibitory SST+ neurons emerges early in development
- The timing of interneuron diversification varies among different SST+ neurons
- Long-range GABAergic neurons implement unique molecular programs of development

Article

# Cortical somatostatin long-range projection neurons and interneurons exhibit divergent developmental trajectories

Josephine Fisher,<sup>1,2,6</sup> Marieke Verhagen,<sup>3,4,6</sup> Zhen Long,<sup>5,6</sup> Monika Moissidis,<sup>1,2,6</sup> Yiming Yan,<sup>5,6</sup> Chenyi He,<sup>5</sup> Jingyu Wang,<sup>5</sup> Elia Micoli,<sup>3,4</sup> Clara Milán Alastruey,<sup>3,4</sup> Rani Moors,<sup>3,4</sup> Oscar Marín,<sup>1,2,7,8,\*</sup> Da Mi,<sup>5,7,\*</sup> and Lynette Lim<sup>3,4,7,\*</sup>

<sup>6</sup>These authors contributed equally

<sup>7</sup>These authors contributed equally

<https://doi.org/10.1016/j.neuron.2023.11.013>

## SUMMARY

The mammalian cerebral cortex contains an extraordinary diversity of cell types that emerge by implementing different developmental programs. Delineating when and how cellular diversification occurs is particularly challenging for cortical inhibitory neurons because they represent a small proportion of all cortical cells and have a protracted development. Here, we combine single-cell RNA sequencing and spatial transcriptomics to characterize the emergence of neuronal diversity among somatostatin-expressing (SST+) cells in mice. We found that SST+ inhibitory neurons segregate during embryonic stages into long-range projection (LRP) neurons and two types of interneurons, Martinotti cells and non-Martinotti cells, following distinct developmental trajectories. Two main subtypes of LRP neurons and several subtypes of interneurons are readily distinguishable in the embryo, although interneuron diversity is likely refined during early postnatal life. Our results suggest that the timing for cellular diversification is unique for different subtypes of SST+ neurons and particularly divergent for LRP neurons and interneurons.

## INTRODUCTION

Cortical  $\gamma$ -aminobutyric acid-containing (GABAergic) inhibitory neurons constitute one of the most diverse cellular populations in the brain. The most comprehensive catalog of neuronal diversity based on transcriptomic information suggests that the adult cerebral cortex of mice, marmosets, and humans may contain over 100 subtypes of inhibitory neurons.<sup>1</sup> Even more stringent censuses that collectively consider the morphological, electrophysiological, and molecular properties of these cells identify some 30 different subtypes of GABAergic neurons in the neocortex (NCx) and hippocampus.<sup>2,3</sup> When and how this extensive repertoire of inhibitory neurons emerges during development remains unclear.

Several studies over the past decade have revealed that the diversity of cortical inhibitory neurons emerges during embryonic development. For instance, transcriptomic analyses have found that many newborn neurons have similar gene expression profiles to those found among adult neurons,<sup>4–8</sup> which

suggests that the identity of cortical inhibitory neurons may be established shortly after neurogenesis. However, there is a large discrepancy between the number of different subtypes of GABAergic neurons described in the adult and the developing cerebral cortex. This difference can no longer be attributed to undersampling issues in developmental studies because some of the most recent observations derive from analyzing more than 40,000 cells from the ganglionic eminences,<sup>5,7,8</sup> the embryonic origin of cortical inhibitory neurons. Instead, the inconsistency may reflect that the diversification of some GABAergic inhibitory neurons may occur at different times during development.<sup>9–12</sup>

The large diversity of cortical inhibitory neurons can be organized into five major subclasses based on common biochemical characteristics and gene expression: parvalbumin-expressing (PV+) interneurons, somatostatin-expressing (SST+) neurons, vasoactive intestinal peptide-expressing (VIP+) bipolar cells, *Sncg*-expressing basket cells, and *Lamp5*-expressing neurogliaform cells.<sup>2,13</sup> SST+ cells are the most diverse among cortical

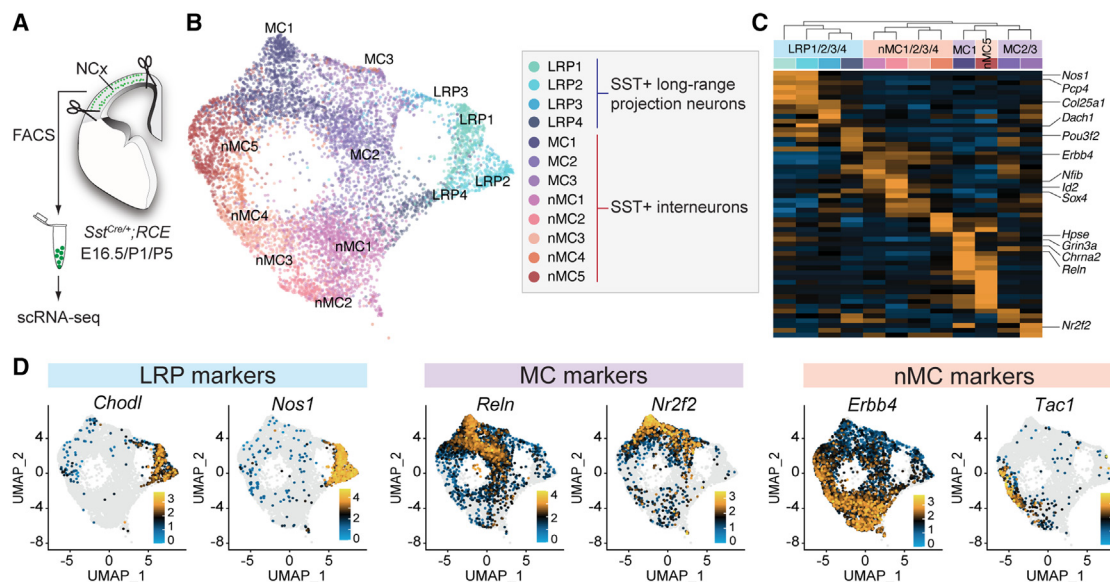

**Figure 1. The diversity of cortical SST+ inhibitory neurons emerges in early development**

(A) Schema of experimental design. Enrichment of SST+ neurons by dissection of the neocortex (NCx) from *Sst<sup>Cre/+</sup>;RCE* mice followed by FACS.

(B) Integration of SST+ neurons from E16.5, P1, and P5 and visualization by uniform manifold approximation and projection (UMAP). The annotation of cell clusters was based on marker expression.

(C) Heatmap illustrating differentially expressed genes (DEGs) enriched in each cluster.

(D) Examples of gene expression of markers for LRP neurons, MCs, and nMCs visualized by UMAP.

GABAergic neurons. In the adult mouse NCx, thirteen subtypes of SST+ inhibitory neurons with distinctive morpho-electrical and transcriptomic profiles have been identified using Patch-seq. They include long-range projecting (LRP) neurons and two main types of SST+ interneurons, Martinotti cells (MCs) and non-MCs (nMCs).<sup>2</sup> SST+ LRP neurons are unique among neocortical GABAergic neurons because their axons extend across different cortical regions.<sup>14,15</sup> SST+ LRP neurons characteristically express *Chodl* and are among the most conserved cell types in the mammalian NCx,<sup>1</sup> which suggests that they play an essential role in cortical function. For instance, SST+ LRP neurons may regulate slow-wave oscillations during non-rapid eye movement sleep.<sup>16,17</sup> Although SST+ LRP neurons and SST+ interneurons seem to derive from the same region of the embryonic telencephalon,<sup>18</sup> the mechanisms driving the diversification of this subclass of cortical GABAergic neurons are unknown.

Here, we used SST+ neurons as a model to study the timing and molecular regulation of the diversification of cortical GABAergic inhibitory neurons in the mouse. We used single-cell RNA sequencing (scRNA-seq) to analyze gene expression in over 7,000 SST+ GABAergic inhibitory neurons isolated from three different developmental stages spanning embryonic day (E) 16.5 and postnatal day (P) 5. Our results uncover unique, cell-type-specific molecular programs governing the diversification and maturation of cortical SST+ GABAergic inhibitory neurons, identify transcription factors driving the unique development of SST+ LRP neurons, and suggest the timing of cell-fate decisions among GABAergic neurons varies depending on cell identity.

## RESULTS

### The transcriptional diversity of SST+ neurons emerges during development

We took advantage of the fact that *Sst* mRNA is expressed very early in GABAergic neurons of the telencephalon<sup>19</sup> to isolate SST+ neurons. To this end, we crossed *Sst<sup>Cre/+</sup>* mice with a Rosa26-CAG-boosted eGFP reporter line (RCE). We then dissected the NCx of *Sst<sup>Cre/+</sup>;RCE* mice at E16.5, P1, and P5 and obtained cell populations highly enriched in SST+ neurons using fluorescent-activated cell sorting (FACS). We then examined gene expression in individual cells using 10× Genomics Chromium sequencing (Figure 1A). We performed RNA-seq on 12,324 cells from three developmental stages, which were then subjected to quality control (see STAR Methods). This process rendered 9,154 cells with an average of 4,403 UMI per cell and a median of 2,170 genes per cell.

We performed cross-dataset anchor analysis to integrate the scRNA-seq datasets from the three developmental stages (Figure S1A). Using an iterative hierarchical clustering approach,<sup>20</sup> we found 17 distinct clusters of neurons (Figure S1B). Most groups (12/16) exhibit enriched expression of cellular markers, enabling their annotation into one of the three main types of cortical SST+ GABAergic neurons: LRP neurons, MCs, and nMCs (Figure S1C). Another cluster representing a small fraction (0.9%) of neurons was identified by the expression of *Meis2* (Figures S1B and S1C). This group corresponds to a previously identified population of interneurons that derives from the caudal ganglionic eminence and is primarily confined to deep cortical layers and the white matter.<sup>21</sup> These cells are

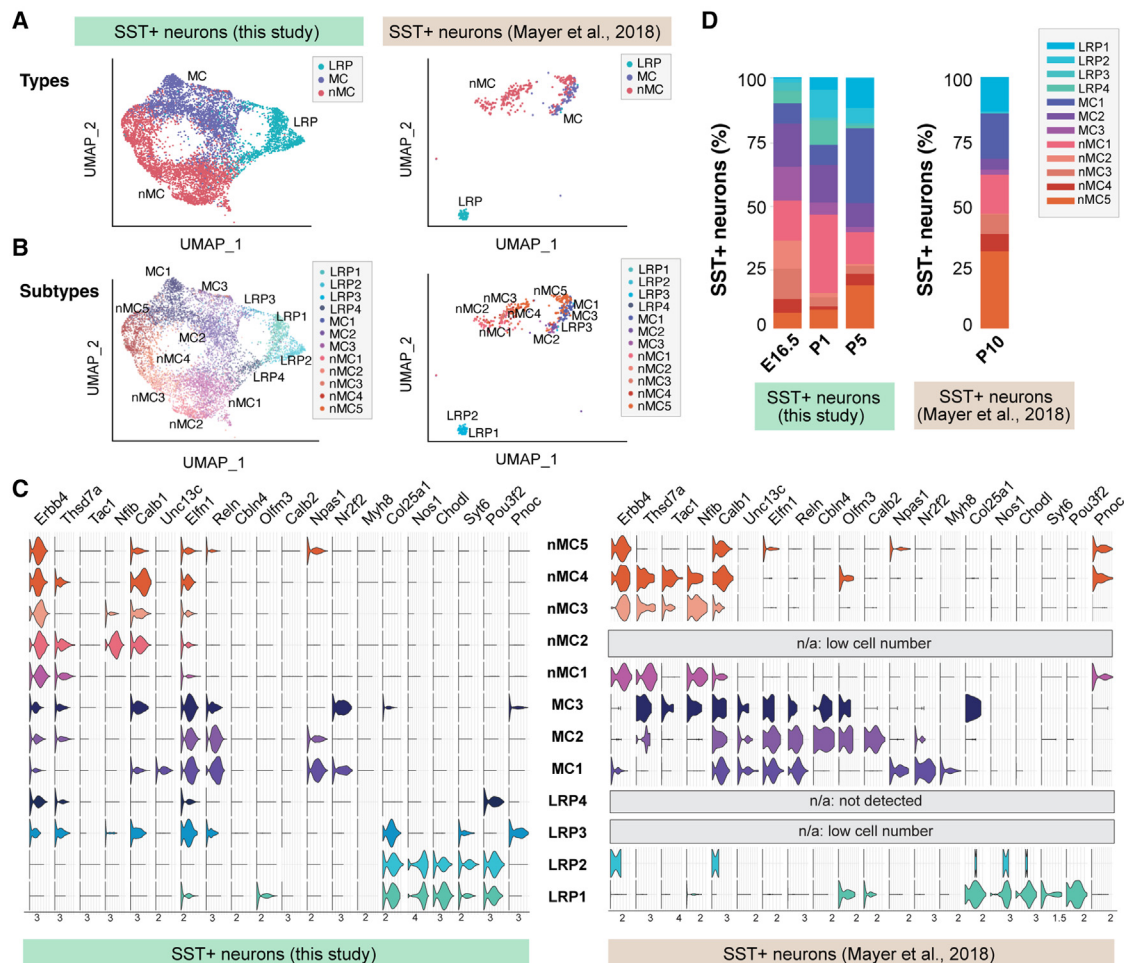

**Figure 2. SST+ subtype diversity in previously published datasets**

(A and B) Clustering of cortical SST+ cells into types (A) and subtypes (B) in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.<sup>4</sup> In the latter case, clusters were reannotated using the classifier models described in this study.

(C) Violin plots of selected cell-type markers comparing SST+ cells in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.<sup>4</sup>

(D) Distribution of each subtype in the E16.5, P1, and P5 datasets (this study) and the P10 dataset.<sup>4</sup>

labeled in *Sst*<sup>Cre/+</sup>; *RCE* mice, perhaps due to the transient expression of *Sst* (Figures S1D and S1E). We also detected a small fraction of cells that co-expressed PV (Figure S2). Finally, we also observed four small groups of cells with signs of endoplasmic reticulum stress (“stressed” clusters), including enrichment in heat-shock genes and lower average UMIs and number of genes than other neurons (Figure S1F). The *Meis2* and stressed clusters were discarded from further analyses.

The 12 clusters of developing cortical SST+ neurons comprise four groups of LRP neurons (LRP1–4) and eight groups of SST+ interneurons, including three groups of MCs (MC1–3) and five groups of nMCs (nMC1–5) (Figure 1B), all characterized by unique patterns of gene expression (Figures 1C and 1D; Table S1). We generated random forest models to evaluate the accuracy and robustness of this cell classification for the main types of SST neurons (LRP neurons, MCs, and nMCs) and individual clusters. We observed 91% accuracy in classifying the three main types and accuracies ranging from 75% to 91% for

individual clusters, all with very low false positive rates (Figure S1G). These data revealed that up to 12 potentially distinct subtypes of SST+ neurons could be detected with high confidence in the developing cortex.

Previous studies in mice have not identified such a remarkable diversity among SST+ neurons in the early postnatal cortex.<sup>4</sup> Because clustering and classification methods differ significantly among studies, we reasoned that if our classifier models were sufficiently robust, we should be able to detect similar levels of neuronal diversity among SST+ neurons in previously published datasets. To test this hypothesis, we used a published scRNA-seq dataset of FACS-enriched cortical inhibitory neurons from P10 mice containing 540 SST+ neurons.<sup>4</sup> Label transfer allowed the identification of the three main types of SST+ neurons in this small dataset (Figure 2A). Remarkably, we also identified 11 of the 12 clusters of SST+ neurons found in our dataset, with LRP4 neurons not accounted for (Figures 2B and 2C). In addition, the relative fraction of cells detected for each cluster

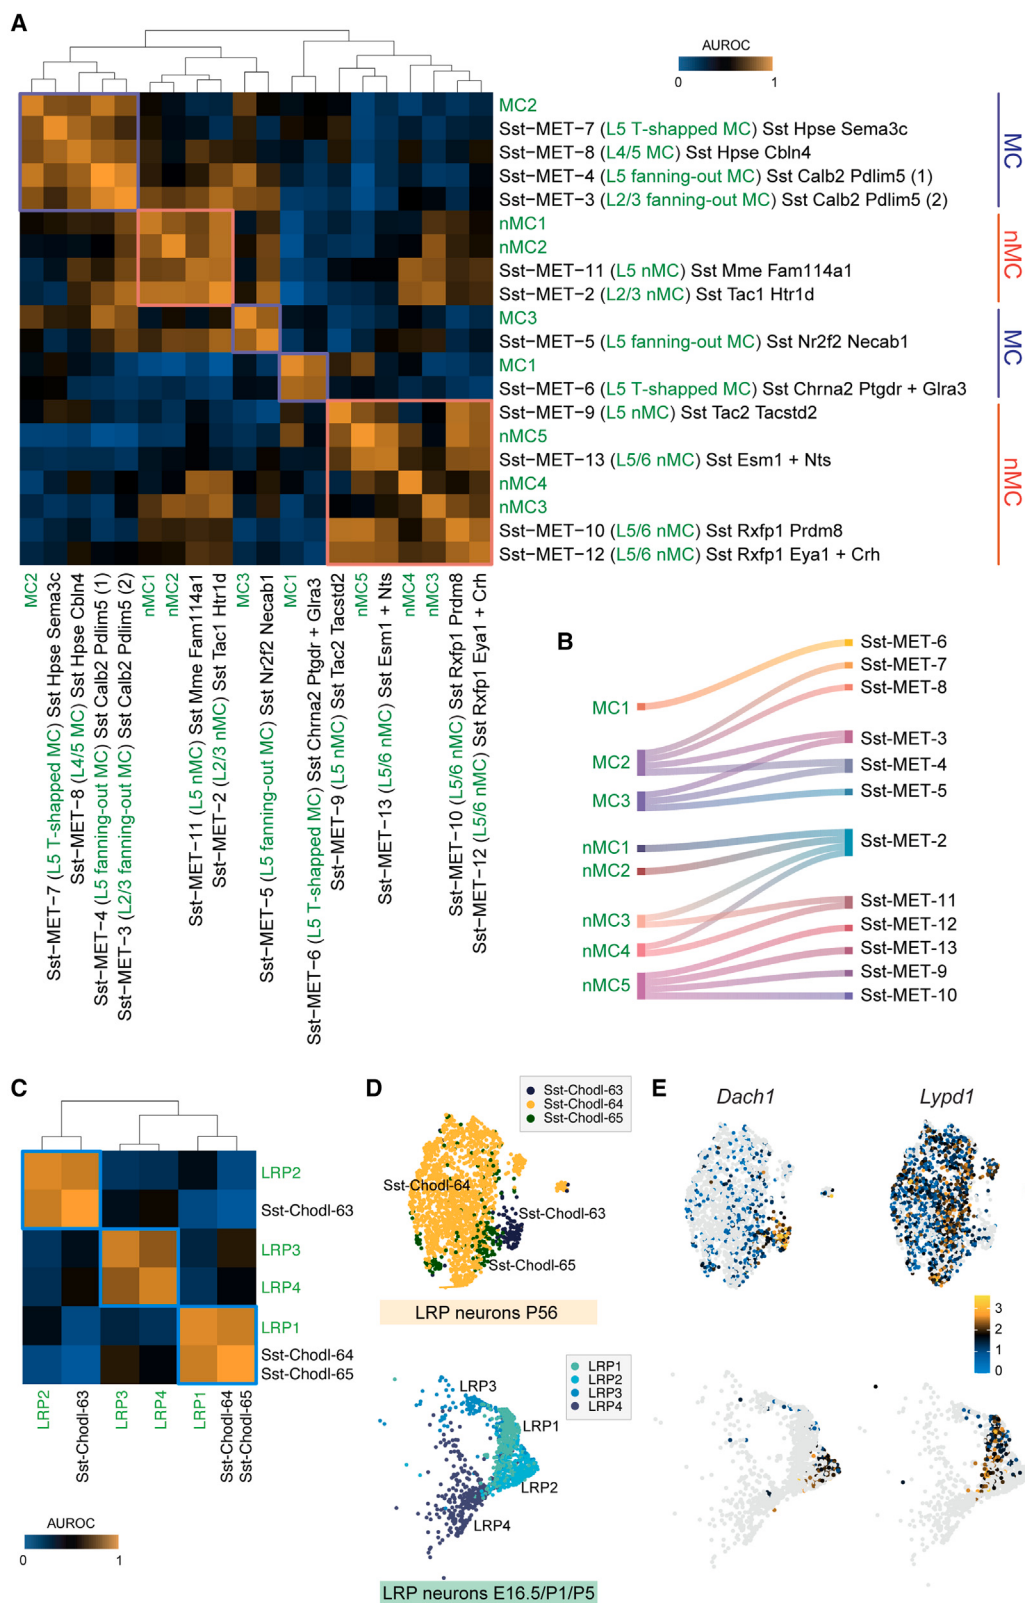

(legend on next page)

was similar in other developmental stages (Figure 2D). This observation suggested that these groups of cells represent relatively stable cell identities from E16.5 to P10. To verify that the gene expression patterns observed in these experiments were not flawed by sorting live cells, we fixed dissociated P5 cells in 4% PFA and performed scRNA-seq using 10x Genomic Chromium Fixed RNA Profiling (see STAR Methods). The results of this experiment revealed a very similar degree of diversity among SST+ cells than with the live cells (Figure S3), which suggests that the live cells isolated via FACS accurately represent cortical SST+ interneurons. These results reinforced the notion that cell diversity among SST+ inhibitory neurons emerges during early cortical development in mice.

### Identification of SST+ subtypes during early postnatal development

We used MetaNeighbor analysis<sup>22</sup> to determine whether the transcriptionally diverse groups of developing SST+ neurons observed in our dataset at P5 correspond to specific subtypes of adult SST+ neurons. We identified adult interneurons using a classification that integrates their morphological, electrophysiological, and transcriptomic (MET) properties.<sup>2</sup> Because this is a small dataset, we combined it with a larger single-cell transcriptomic dataset<sup>20</sup> that can be linked to the MET cell type classification (Figures S4A and S4B).

Our initial observations show that the three main types of adult cortical SST+ inhibitory neurons (LRP, MC, and nMC) are easily discernible during development. At the level of specific subtypes, however, not every group identified during development maps to a single adult subtype identity. For instance, although the MC1 transcriptional profile in the developmental dataset aligns well with Sst-MET-6, which corresponds to deep-layer alpha-2 T-shaped MCs,<sup>23</sup> MC3 matches several subtypes of fanning-out MCs (Sst-MET-3, Sst-MET-4, and Sst-MET-5) that occupy different layers in the adult cortex<sup>24,25</sup> (Figures 3A and 3B). The developmental profile MC2 exhibits transcriptional similarities with both subtypes of MCs. The correspondence between developmental profiles and adult subtypes is less clear for nMCs than for MCs. For example, four developmental profiles (nMC1, nMC2, nMC3, and nMC4) are transcriptionally similar to adult Sst-MET-2, which include SST+ interneurons with fast-spiking-like firing properties.<sup>26–28</sup> Conversely, most nMC developmental profiles match multiple subtypes of nMCs (Figures 3A and 3B). In particular, nMC5 is transcriptionally similar to four distinct deep-layer nMC subtypes (Sst-MET-9, -10, -12, and -13) between P5 and adult stages (Figures 3A and 3B). These observations suggest that the diversification of MCs into different subtypes precedes the differentiation of nMCs.

Because the MET classification renders a single subtype of SST+ LRP neurons (Sst-MET-1), we used a more recent single-cell transcriptomic analysis of the adult mouse cortex that identified three transcriptionally distinct populations of adult SST+ LRP cells (Sst-Chodl-63, Sst-Chodl-64, and Sst-Chodl-65).<sup>29</sup> Using MetaNeighbor analysis to explore relationships between these identities and the developmental LRP profiles, we found a clear correspondence between two distinct cell clusters at both stages: LRP1 matches the largely overlapping adult Sst-Chodl-64 and Sst-Chodl-65, whereas LRP2 aligns with the adult subtype Sst-Chodl-63 (Figure 3C). By contrast, we found that LRP3 and LRP4 do not match any adult LRP cells (Sst-Chodl) (Figure 3C). Because LRP3 and LRP4 seem to have a mixed transcriptional identity, bridging the interneuron and long projection neuron profiles (Figure 1B), we compared their transcriptional profile more broadly with other adult SST+ interneurons. We found that LRP3 aligns well with Sst-Etv1-87 (Figure S4C), a neuronal population almost exclusively found in adults in the hippocampal formation.<sup>29</sup> Next, we repeated the MetaNeighbor analysis with the LRP1, LRP2, LRP3, and LRP4 clusters from our dataset along with the adult Sst-Chodl-63, Sst-Chodl-64, Sst-Chodl-65, and Sst-Etv1-87. This analysis confirmed that LRP3 and LRP4 have the highest similarity with Sst-Etv1-87 (Figure S4D). Additionally, when we examined the number of LRP neurons at each developmental stage, we found that LRP3 cells were almost exclusively present in E16.5 samples (Figure S4E), which is consistent with the notion that we could only isolate these prospective hippocampal neurons from the developing NCx during their tangential migration toward the hippocampus.

We identified embryonic markers that remain enriched into adulthood for the two subtypes of LRP neurons that most clearly correspond to Sst-Chodl subtypes in the adult (Figures 3D and 3E). Specifically, we found that *Dach1* is highly enriched in LRP2 neurons during development and in Sst-Chodl-63 in the adult cortex, whereas *Lypd1* is a marker of developing LRP1 cells and adult Sst-Chodl-64 and Sst-Chodl-65 neurons. These observations suggest that in contrast to many interneuron subtypes, subtype diversity among SST+ LRP inhibitory neurons is readily evident during early postnatal development.

### Divergent developmental trajectories among SST+ inhibitory neurons

Previous studies have shown that, regardless of cell type identity, cortical pyramidal cells use broadly conserved differentiation programs to drive newborn neurons toward their final identity.<sup>30</sup> Because cortical inhibitory neurons exhibit a dramatically different maturation process,<sup>18</sup> we investigated whether a similar principle applies to the differentiation of SST+ inhibitory neurons.

#### Figure 3. Alignment of developmental SST+ cell types and subtypes to their corresponding adult counterparts

(A) Heatmap illustrating transcriptomic similarities (AUROC values) between the developmental SST+ cell clusters identified in this study and adult SST+ cell clusters, as defined in Mayer et al.<sup>2</sup> The adult dataset includes SST+ cells from Tasic et al.,<sup>20</sup> with clear correspondence to the MET subtypes defined in Mayer et al.<sup>2</sup>

(B) River plot of adult Sst-MET types with the developmental SST+ cell clusters identified in this study using an AUROC value larger than 0.75.

(C) Heatmap illustrating AUROC values between developmental and adult populations of LRP neurons, attained through MetaNeighbor analysis using the intersection of DEGs between groups.

(D) UMAP of LRP cells in the adult (cells from Yao et al.<sup>29</sup>) and developing mouse neocortex.

(E) UMAP depicting the expression of LRP neuron marker genes in the adult (top) and developing (bottom) mouse neocortex.

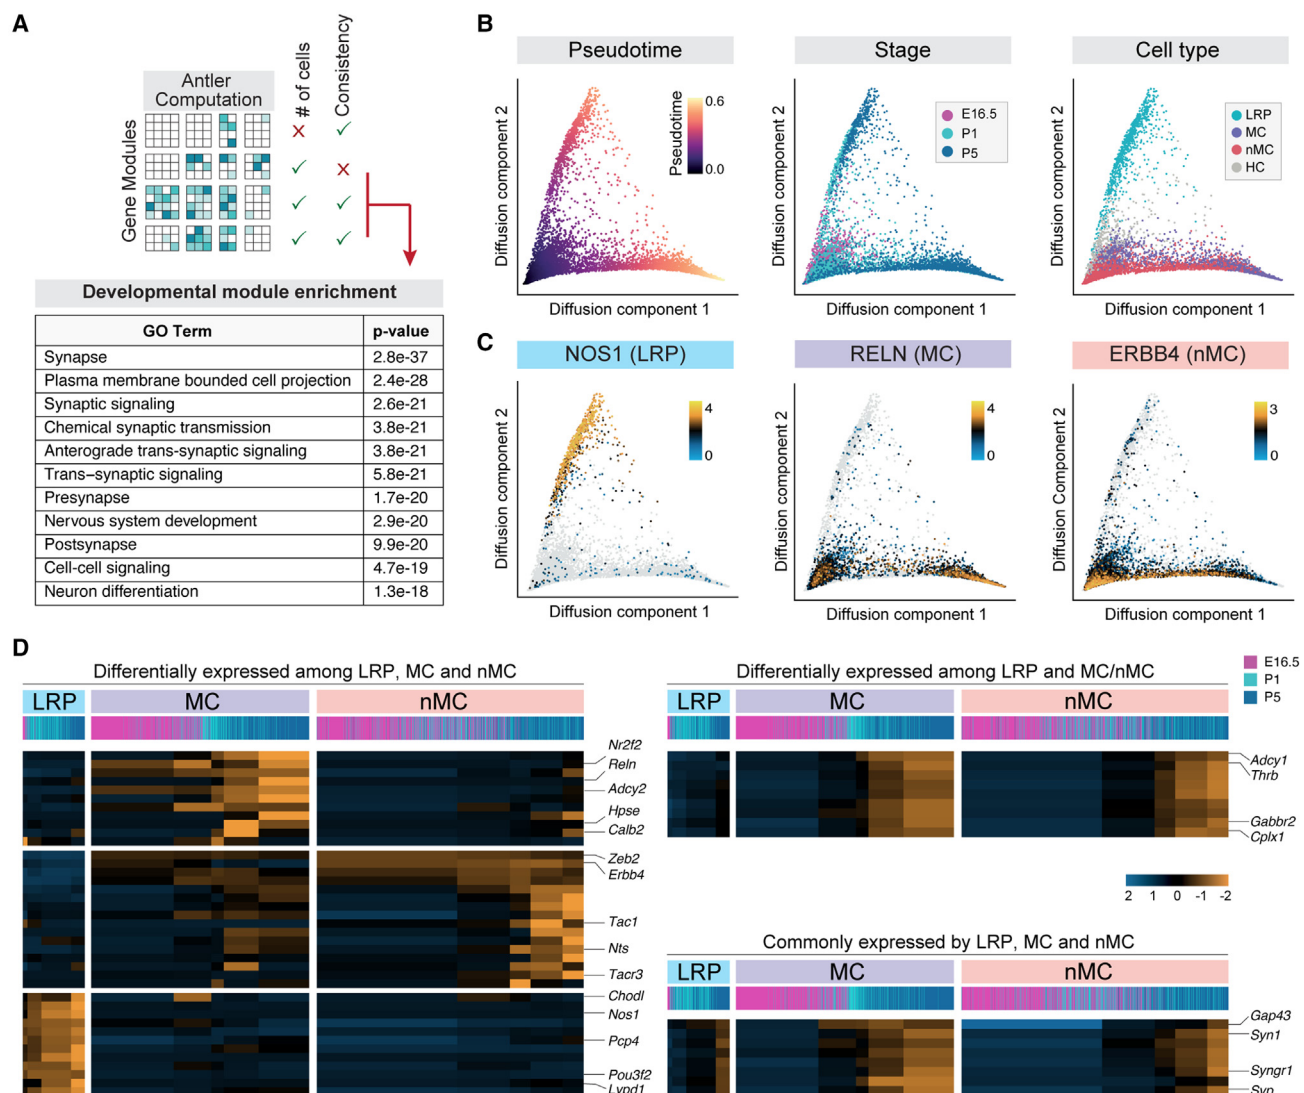

**Figure 4. Differential gene expression delineates distinct developmental trajectories for SST+ GABAergic neurons**

(A) Schematic drawing illustrating gene module filtering for identifying developmentally relevant genes. Genes were grouped into modules by hierarchical clustering and then iteratively discarded based on quality criteria. GO term functional enrichment revealed that the developmental gene module (Table S2) relates to synapse formation and neuronal differentiation.

(B) UMAP plots illustrating pseudotime value, sample age, and cell type.

(C) Gene expression over pseudotime trajectories, plotted for a selection of gene markers for the three main SST+ cell types. *Nos1*, *Reln*, and *ErbB4* are most enriched along the LRP, MC, and nMC branches.

(D) Heatmaps depicting genes changing during development that are (1) differentially expressed among cell types (i.e., branch-specific genes), (2) differentially expressed between LRP neurons and interneurons, and (3) shared by all SST+ GABAergic neurons.

To this end, we first organized genes into distinct modules based on their correlated expression in SST+ neurons and then identified the module that changes most significantly during development. We reasoned that this module should contain transcripts likely linked to cellular maturation. To this end, we performed gene module computations using ANTILER (see STAR Methods), in which genes are clustered iteratively and filtered by quality criteria to generate coherent modules describing gene function (Figure 4A). Following these criteria, we defined a developmental gene module containing 159 genes explaining differences in the

maturation stage of the cells (Table S2). We performed gene ontology (GO) enrichment analysis and found that most of the genes in the developmental gene module were related to synapses, axons, and neuronal development (Figure 4A). We then used the developmental gene module to calculate diffusion pseudotime from transition probabilities in a diffusion map space and related the computed pseudotime to the sample stage and the distinct types of SST+ neurons (Figure 4B), with LRP3 and LRP4 now reannotated as hippocampal interneurons. We found three main branches in the pseudotime that align with three main

types of SST+ neurons (LRP neurons, MCs, and nMCs). The LRP, MC, and nMC branches are characterized by distinctive gene expression patterns (Figures 4B and 4C). Most strikingly, we observed that the branch corresponding to LRP neurons is largely divergent from the interneuron branches (Figures 4B and 4C).

We next identified genes that are (1) differentially expressed among LRP neurons, MCs, and nMCs; (2) differentially expressed between LRP neurons and interneurons (MCs and nMCs); and (3) commonly expressed by all the developing SST+ neurons, and mapped their expression along their corresponding pseudotime trajectories (Figure 4D; Table S3). Although all SST+ neurons share standard molecular programs during their maturation, these analyses revealed that each type progressively unfolds the expression of a unique combination of genes that defines its developmental trajectory. Such a distinctive program is particularly evident for SST+ LRP neurons, which diverge from SST+ interneurons already at embryonic stages.

### Laminar allocation of SST+ neurons and cell identity

We carried out spatial transcriptomics of the mouse NCx at P5 to explore the correlation between cell identity and laminar allocation among SST+ neurons. To this end, we used the Molecular Cartography platform (Resolve Biosciences), a multiplex spatial analysis technology based on single-molecule fluorescence *in situ* hybridization methods with barcoded probe labeling (Figures 5A and 5B). Using this method, we surveyed the expression of 94 genes (Table S4) with single-cell resolution and a capturing efficiency of 80%. These genes were selected among those differentially expressed by the 12 subtypes of SST+ neurons detected in our scRNA-seq dataset (Figure 1). We then used DAPI staining of individual nuclei to segment individual cells and obtained the gene expression profile and laminar location of over 40,000 cells from 4 cortical tissue sections.

To examine the spatial distribution of SST+ neurons, we filtered the dataset to exclude all other cell populations by gating the expression of *Sst*, *Gad1*, *Gad2*, and *Lhx6* (Figure 5A). We then carried forward the intersection of these sets, retaining only those clusters where all markers were differentially expressed. We obtained 2,319 SST+ neurons using this approach, representing about 5% of the segmented cells. We unbiasedly clustered these cells into 8 groups, based on gene expression, which we then annotated using marker genes (e.g., *Chodl* for LRP neurons; Figure S5A). Most SST+ cell types defined through spatial transcriptomics correlate highly with the SST+ cell types obtained in our scRNA-seq profile (AUROC > 0.8; Figure S5B). Based on this finding, we reannotated the SST+ cell clusters from the spatial transcriptomic dataset to match the corresponding subtype identities defined by the scRNA-seq dataset (Figure 5C). For example, we found that the spatial cluster Sst-sp1 correlates with the LRP1 and LRP2 populations in the scRNA-seq dataset, Sst-sp4 with MC2 and MC3, Sst-sp5 with MC1, Sst-sp3 with nMC1, nMC2, and nMC3, and Sst-sp2 with nMC5 (Figure S5A). This process allowed determining the laminar distribution of the various types of SST+ neurons at P5 (Figure 5D).

To compare the laminar allocation of SST+ cell types at P5 with the corresponding adult MET types,<sup>2</sup> we divided the cells in each cluster based on their location in superficial (layers 1–4)

and deep layers (layers 5 and 6). We found that the distribution of deep-layer SST+ interneurons such as MC1 and nMC3/5 (corresponding to adult Sst-MET-6 and Sst-MET-9/10/13, respectively) was already established at P5 (Figure 5E). By contrast, the relative distribution of superficial layer subtypes in MC2/3 and nMC1/2/3 (adult Sst-MET-3 and Sst-MET-2, respectively) significantly differed between P5 and P56 (Figure 5E). This was also the case for LRP1/2, which at P5 were almost exclusively confined to deep layers (>90% of cells). By contrast, a more significant fraction is present in the superficial layers of the NCx at P56 (Figure 5E). Thus, SST+ subtypes located in deep layers of the NCx have reached their final position by P5, whereas subtypes occupying superficial layers have not. In conclusion, at least for the timing of laminar allocation, deep-layer SST+ cells arrive at their final laminar before SST+ subtypes that populate superficial layers independently of cell-type identity.

### Molecular control of SST+ LRP neuron development

Although the molecular programs regulating the development of SST+ interneurons are beginning to be elucidated,<sup>18</sup> very little is known about the transcription factors controlling the development of SST+ LRP neurons. Because our previous analyses suggested that SST+ LRP neurons and SST+ interneurons follow vastly divergent developmental trajectories, we searched for differentially expressed genes (DEGs) among these cells (<https://fisherj.shinyapps.io/sst-in-diversity/>; Table S3). We then performed STRING network analysis<sup>31</sup> with the 111 genes enriched in LRP neurons (Figure S6A). This analysis revealed an active node enriched in transcription factors such as *Zeb1*, *Sox2*, *Tshz2*, *Pou3f2*, *Sox1*, and *Dach1* (Figure S6A). Among these genes, we selected those encoding the transcription factors *Dach1* and *Pou3f2* (also known as *Brn2*) for functional validation because they exhibited the highest expression in the developing LRP neurons and relatively limited expression in SST+ interneurons (Figure S6B). *Dach1* appears to be mostly restricted to LRP2, whereas *Pou3f2* seems to be expressed in most LRP cells (Figure S6B).

To explore the role of *Dach1* in developing SST+ LRP neurons, we first validated its expression using immunohistochemistry. SST+ LRP neurons can be marked by their high levels of expression of nitric oxide synthase 1 (NOS1)<sup>32,33</sup> (Figures S6C and S6D). Consistent with our scRNA-seq analyses, we found that *Dach1* is exclusively expressed in a relatively small fraction of NOS1+ LRP neurons at P21 (Figures S6E and S6F), most frequently found in L6 in all cortical areas examined (Figure S6G). We generated conditional mutant mice in which *Dach1* is exclusively removed from SST+ neurons. We found that the density of SST+ LRP neurons at P21 was similar between control and *Sst<sup>Cre/+</sup>;Dach1<sup>fl/fl</sup>* mice across all cortical areas examined (Figures S6H and S6I). The relative proportion of LRP neurons among SST+ neurons was also similar in both genotypes (Figures S6H and S6J).

To determine whether *Dach1* expression is sufficient to change the relative proportion of LRP neurons among cortical SST+ cells, we infected *Sst<sup>Cre/+</sup>* embryos with conditional retroviruses expressing Cre-dependent control or *Dach1* vectors at E14.5 and examined the identity of SST+ neurons in the cortex of P10 mice (Figure S7A). We found that postmitotic *Dach1*

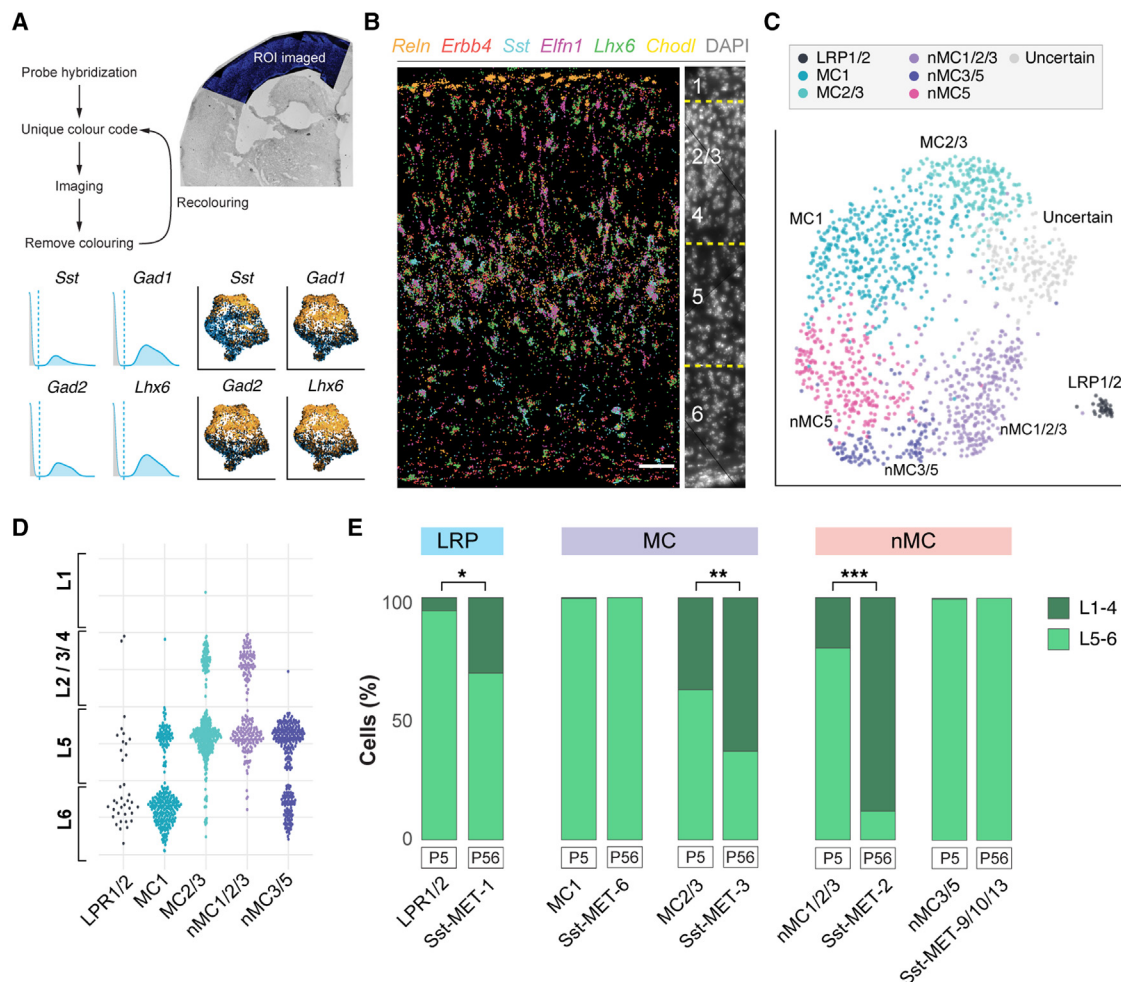

**Figure 5. Spatial transcriptomics reveals the laminar distribution of SST+ subtypes at P5**

(A) Schema illustrating molecular cartography of 94 genes (Table S4) using unique color barcoding (Resolve Biosciences). Each cell was segmented using the DAPI signal. Gene expression is visualized by UMAP. The bottom plots illustrate the expression profiles of *Sst*, *Gad1*, *Gad2*, and *Lhx6* among all neurons, which were used to filter SST+ neurons.

(B) Coronal section through the P5 mouse neocortex illustrating the expression of selected marker genes using molecular cartography.

(C) UMAP visualization of 2,319 SST+ positive neurons, clustered and annotated based on the strongest correlation to subtypes defined through scRNA-seq (Figure 1).

(D) Dot-plot diagram representing the laminar location of cells in each cluster.

(E) Comparison of the laminar distribution of each spatial cluster at P5 and its corresponding adult Sst-MET type. Fisher exact test: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

Scale bars, 100  $\mu\text{m}$ .

overexpression in SST+ cells does not alter the proportion of LRP neurons among cortical SST+ cells (Figure S7B). Similar results were obtained in another series of experiments in which we infected the progenitor cells of the medial ganglionic eminence using the same retroviral strategy (Figures S7C and S7D). These experiments revealed that overexpression of *Dach1* is insufficient to modify the identity of SST+ neurons.

We next explored whether *Dach1* is required to develop axonal projections from SST+ LRP neurons because this is one of their most characteristic features. To this end, we combined genetic and viral-mediated anterograde tracing approaches to examine the axonal projection of LRP cells. In brief, we injected

adeno-associated viruses (AAVs) coding Cre-dependent EGFP under an interneuron-specific promoter (*Dlx5/6*) into the primary motor cortex (M1) of P56 control and conditional *Dach1* mutant mice (Figure 6A). 2 weeks later, we confirmed that only SST+ cells were infected with AAVs (Figure 6B) and examined the pattern of striatal projections from SST+ LRP neurons. We found that SST+ LRP neurons preferentially project to the ipsilateral striatum in control mice (Figures 6C and 6D). By contrast, we observed that many axonal projections from cortical SST+ LRP neurons target the contralateral striatum in conditional *Dach1* mutant mice (Figures 6C and 6D). We performed separate experiments injecting AAVs at P15 to determine whether these defects

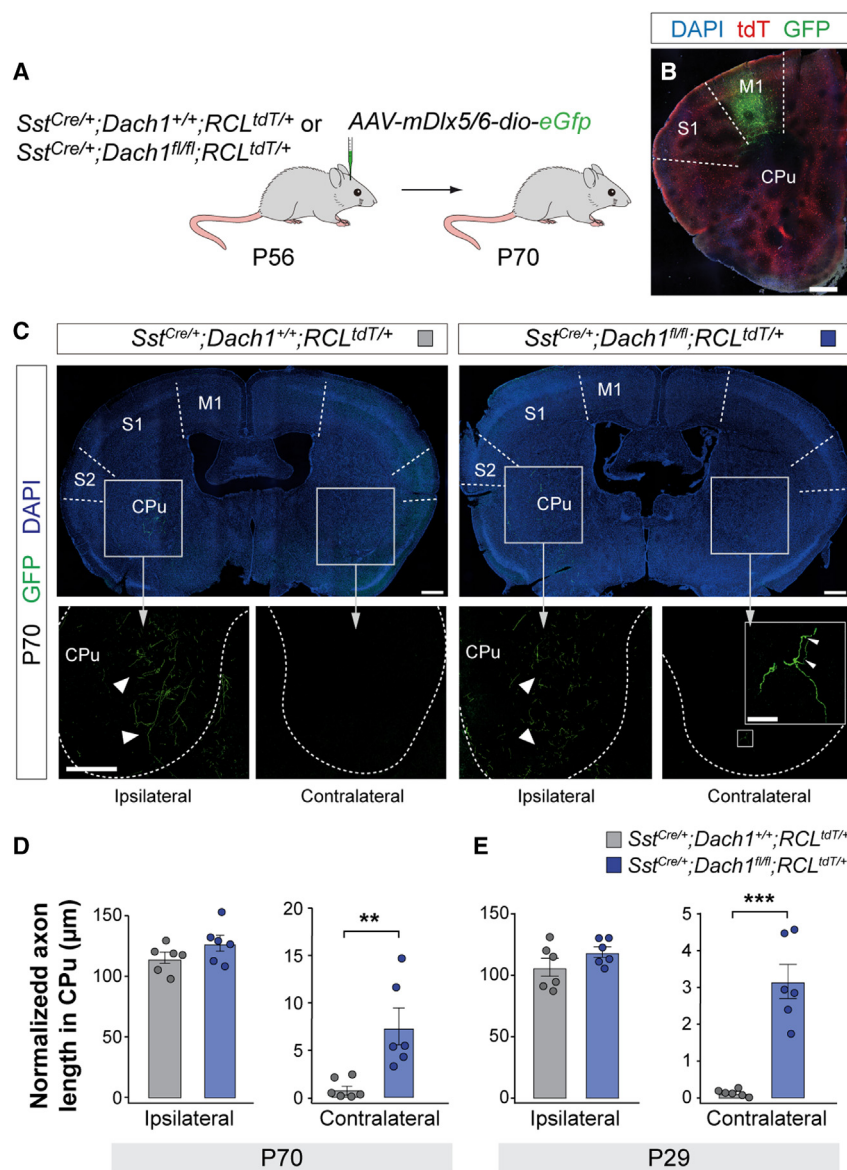

**Figure 6. Conditional deletion of *Dach1* from SST+ neurons abnormally increases their contralateral axonal projections**

(A) Schematic of the experimental design. (B) Coronal section through the injection site stained with antibodies against tdTomato and GFP. DAPI staining reveals the distribution of nuclei. (C) Coronal sections through the mouse telencephalon stained with antibodies against GFP in control and *Dach1* conditional mutants at P70. DAPI staining reveals the distribution of nuclei. The high-magnification images illustrate axons (arrowheads) in the striatum (CPu). (D and E) Quantification of total axonal length in ipsilateral and contralateral striatum normalized by the number of infected cells in each animal ( $n = 6$  mice per genotype) at P70 (D) and P29 (E). Two-tailed t test: \* $p < 0.05$ . Data are shown as mean  $\pm$  SEM. Scale bars, 200  $\mu$ m.

across several cortical areas at P21, which was more prominent in the motor cortex (Figures 7A–7C). This reduction is already evident at P10 and extends progressively well beyond the normal period of programmed cell death for SST+ cells<sup>34</sup> (Figure 7D). We verified that the reduction in LRP neurons is simply not due to the loss of NOS1 expression because quantification of NPY+/SST+ cells, which also identify LRP neurons,<sup>14</sup> revealed a similar result (Figures S8D and S8E). We also examined whether Pou3f2 expression is sufficient to change the relative proportion of LRP neurons among cortical SST+ cells. To this end, we performed retroviral experiments similar to those described for *Dach1*. We found that overexpression of Pou3f2 in postmitotic SST+ cells or progenitor cells of the medial ganglionic eminence does not alter the proportion of LRP neurons among cortical SST+ cells (Figure S7).

were already apparent at earlier stages of development and found a similar excess of contralateral projections 2 weeks later (Figure 6E). These results suggested that *Dach1* regulates the development of axonal projections for a population of SST+ LRP neurons.

Next, we examined the role of Pou3f2 in developing SST+ LRP neurons. We first confirmed that Pou3f2 is expressed in SST+ LRP neurons by colocalization with NOS1 at P5 and P21. Consistent with our scRNA-seq analyses, we found that Pou3f2 is not expressed in SST+ interneurons (Figures S8A and S8B). We generated conditional mouse mutants in which Pou3f2 is exclusively deleted from SST+ neurons (Figure S8C) and assessed the density of LRP neurons in the postnatal cortex. We found that the density of LRP neurons is similar between control and *Sst<sup>Cre/+</sup>;Pou3f2<sup>fl/fl</sup>* mice at P5 (Figures 7A and 7B). By contrast, we found a significant reduction of LRP neurons

Altogether, these results suggest that Pou3f2 is insufficient to modify the identity of SST+ neurons but is required for the survival of SST+ LRP neurons.

To identify possible mediators of the function of Pou3f2 in the survival of SST+ LRP neurons, we explored known molecular targets of this transcription factor. We took advantage of a ChIP-seq dataset that identified over 2,000 potential gene targets of Pou3f2 in melanocytes.<sup>35</sup> Among those, we found 18 genes differentially expressed in adult LRP cells and enriched in these cells during development. Among these, we noticed that Sox2 was previously identified as part of the active node of transcription factors linked to Pou3f2 and *Dach1* in the STRING network analysis (Figure S6A). Sox2 regulates cell survival or prevents apoptosis in multiple neuronal<sup>36,37</sup> and non-neuronal cell types, such as hair cells<sup>38</sup> and cancer cells.<sup>39,40</sup> Overexpression of *Dichaete*, the fly homolog of Sox2, is anti-apoptotic in neural

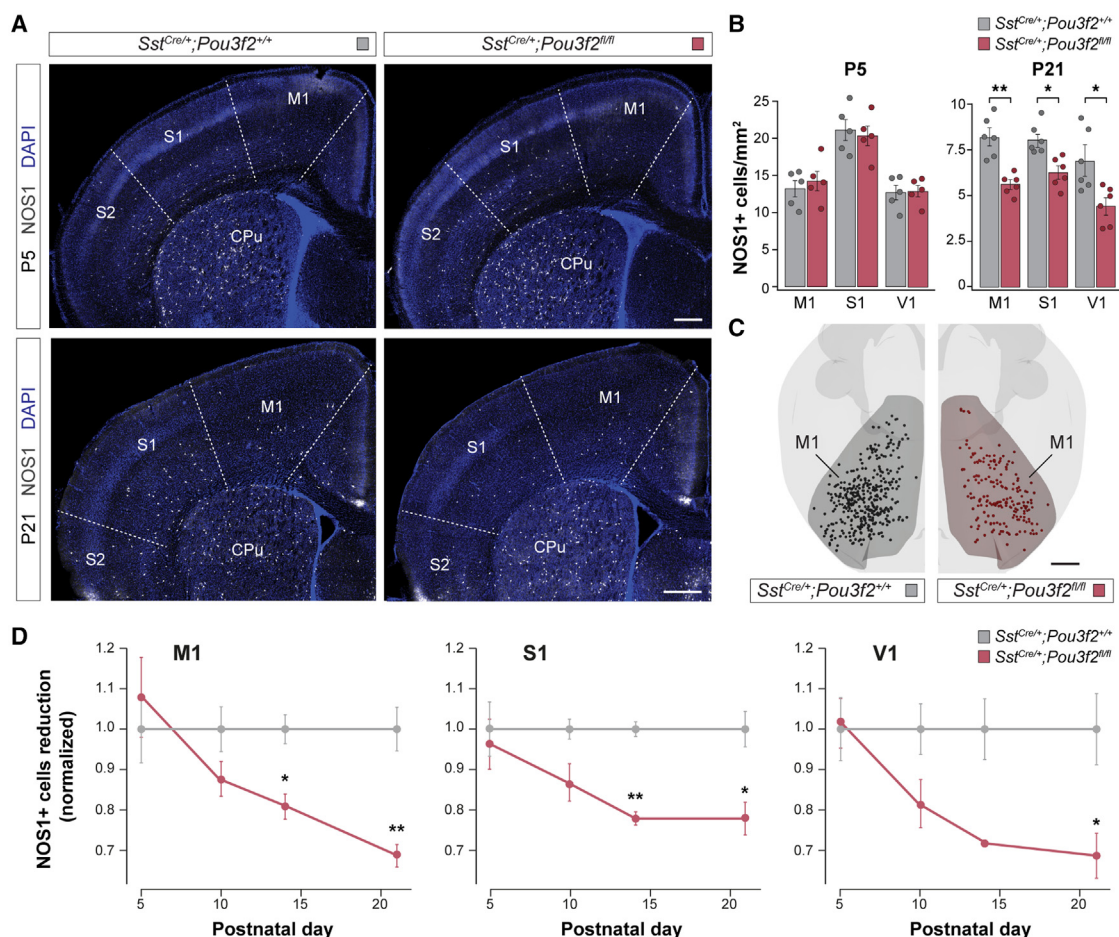

**Figure 7. Conditional deletion of *Pou3f2* from SST+ neurons progressively reduces the density of LRP neurons**

(A) Coronal sections through the mouse telencephalon stained with antibodies against NOS1 in control and *Pou3f2* conditional mutants at P5 and P21. DAPI staining reveals the distribution of nuclei.

(B) Quantification of the density of NOS1+ cells in the motor cortex (M1), somatosensory cortex (S1), and visual cortex (V1) at P5 (n = 5 mice per genotype) and P21 (n = 6 mice per genotype). Student's t test with Bonferroni: \*p < 0.05, \*\*p < 0.01.

(C) Schematic representation of the spatial distribution of LRP neurons across the entire motor cortex in control and *Pou3f2* conditional mutants P21.

(D) Normalized reduction of LRP neurons in M1, S1, and V1 from P5 to P21. Two-way ANOVA: \*p < 0.05, \*\*p < 0.01.

Data are shown as mean ± SEM. Scale bars, 500 μm.

stem cells, whereas loss of *Dichaete* function results in premature death.<sup>41</sup> In the brain, Sox2 expression has been shown in neuronal progenitors<sup>42,43</sup> and astrocytes<sup>44</sup> and is directly regulated by *Pou3f2*.<sup>45</sup> In the developing ganglionic eminences, *Pou3f2* binds the promoter region of Sox2, and *Pou3f2*<sup>-/-</sup> monkey fetuses have reduced levels of Sox2.<sup>45</sup>

To determine whether Sox2 could mediate the function of *Pou3f2* in the survival of LRP neurons, we first validated its expression in SST+ LRP cells. Consistent with our scRNA-seq data, we found that Sox2 is expressed at much higher levels in LRP neurons than in SST+ interneurons (Figures 8A and 8B). Next, we assessed Sox2 levels in SST+ LRP neurons in control and *Pou3f2* conditional mutant at P5 when the density of LRP neurons was still normal. Using immunohistochemistry, we found that Sox2 levels are significantly reduced in LRP neurons in the conditional *Pou3f2* mutants compared with controls (Figures 8C and 8D).

We also isolated RNA from SST+ neurons obtained by FACS from control and conditional *Pou3f2* mutants and performed quantitative PCR (qPCR) analyses. Along with a prominent reduction in *Pou3f2* levels, we observed a prominent reduction in Sox2 RNA in SST+ neurons from conditional *Pou3f2* mutants compared with controls (Figure 8E). Altogether, our experiments suggest that *Pou3f2* is required for the expression of Sox2 in SST+ LRP cells and that the gradual loss of these neurons in *Pou3f2* conditional mutants may be at least in part mediated by this factor.

Finally, we explored whether *Pou3f2* is required to develop axonal projections in SST+ LRP neurons. To this end, we performed similar AAV tracing experiments to those described for *Dach1* conditional mutants. We injected AAVs coding Cre-dependent mScarlet under an interneuron-specific promoter (*Dlx5/6*) into M1 of P29 control and conditional *Pou3f2* mutant mice (Figures S8F and S8G). Two weeks later, we found no differences

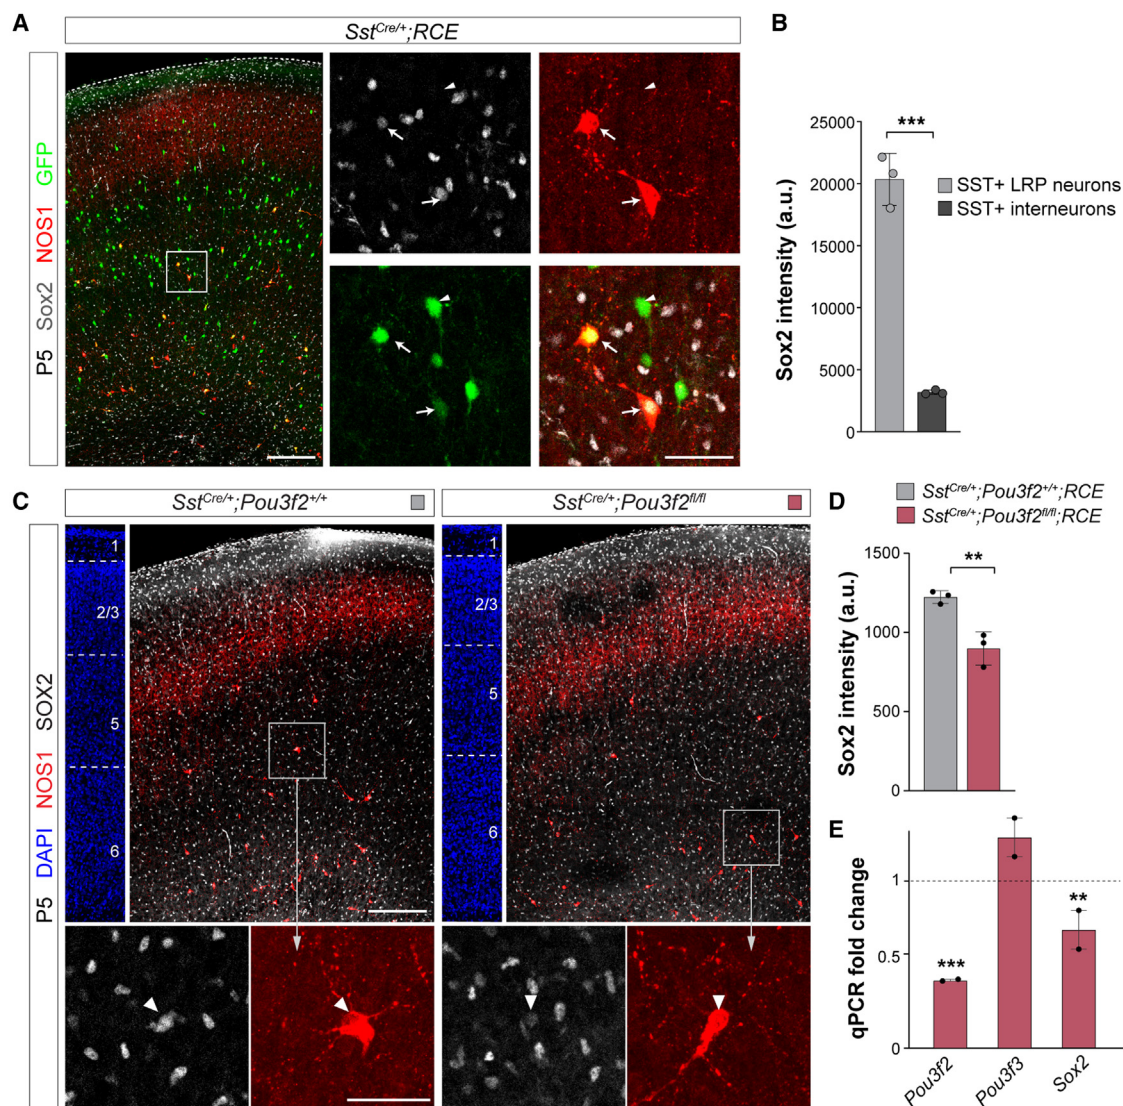

**Figure 8. Sox2 levels are reduced in long-range cells in *Pou3f2* conditional mutant**

(A) Coronal sections through the telencephalon of P5 *Sst<sup>Cre/+</sup>;RCE* mice stained with antibodies against Sox2, NOS1, and GFP.

(B) Quantification of Sox2 intensity measurement in SST+ LRP neurons and SST+ interneurons. Student's t test: \*\*\**p* < 0.001.

(C) Coronal sections through the mouse telencephalon stained with antibodies against Sox2 and NOS1 in control and *Pou3f2* conditional mutants at P5. DAPI staining reveals the distribution of nuclei. High-magnification images illustrate Sox2 intensity levels in NOS1+ neurons.

(D) Quantification of Sox2 intensity levels (*n* = 3 mice per genotype). Student's t test: \*\**p* < 0.01.

(E) Quantitative polymerase chain reaction analysis of *Pou3f2*, *Pou3f3*, and *Sox2* in SST+ neurons of *Pou3f2* conditional mutants and litter controls at P5. *Pou3f2* mutants were normalized to the average value of *Pou3f2* control animals. *Pou3f3* was used as a control. Student's t test: \*\**p* < 0.01, \*\*\**p* < 0.001.

Data are shown as mean ± SEM. Scale bars, 200 and 50 μm (inserts).

in the pattern of striatal projections or total length of axonal projections of SST+ LRP neurons in *Pou3f2* conditional mutants compared with control mice (Figures S8H and S8I). These experiments revealed that *Pou3f2* is not involved in the development of axonal projections for a population of SST+ LRP neurons.

## DISCUSSION

The mammalian cerebral cortex contains an astonishing diversity of inhibitory neurons. Recent transcriptomic analyses sug-

gest that cortical inhibitory neurons are organized according to a general principle of hierarchical relationship. According to this notion, the main subclasses of inhibitory neurons constitute major branches in a theoretical diversification tree, and each of these branches comprises progressively more similar neuronal populations up to the level of specific subtypes.<sup>1</sup> This hierarchical organization is thought to reflect the developmental origins of these cells.

A plethora of developmental studies have investigated the origin of inhibitory neurons in the mouse cerebral cortex and

established that the different subclasses of inhibitory neurons derive from distinct progenitor pools in the ganglionic eminences and preoptic region of the subpallium.<sup>18,46–53</sup> Moreover, the main molecular programs controlling the specification of the different subclasses of neurons have also been discovered.<sup>54–59</sup> However, identifying the mechanisms through which diversification emerges within each of the main subclasses of cortical inhibitory neurons has been a significant challenge.

Two models have been proposed to explain the diversification of cortical GABAergic neurons.<sup>12</sup> One model suggests that specific transcriptional programs specify the different subtypes of GABAergic neurons during embryonic development, either at the progenitor level or shortly after neurogenesis. The alternative model proposes that GABAergic neurons are only specified embryonically into major subclasses. In this model, the emergence of distinct subtypes of cortical GABAergic neurons requires extrinsic factors that are only available in the postnatal brain, such as neuronal activity. Addressing this question requires unequivocally identifying distinct neuronal populations during development and mapping their developmental trajectory to specific subtypes of neurons in the adult brain.

Single-cell transcriptomics allows the development of a cross-stage taxonomy of cell types based on transcriptional similarity.<sup>22,60,61</sup> This approach is based on the idea that, although some molecular programs might be specific to certain developmental stages (e.g., those regulating cell migration or axon guidance), the critical factors involved in the specification of neuronal subtypes are also required to maintain their terminally differentiated state in the adult brain.<sup>62</sup> Our experiments indicate that at least some subtypes of cortical SST+ neurons are fated during embryonic stages because many developing SST+ cells unfold highly specific molecular programs directly related to those expressed by certain subtypes of cortical SST+ neurons in the adult cortex. For example, we identified two distinct subtypes of SST+ LRP neurons in the embryonic cortex that match their counterparts in the adult. A similar observation has been made for chandelier cells, a subtype of PV+ interneurons for which there is clear evidence of early fate commitment during development.<sup>63</sup>

Our analysis also suggests that the diversification of SST+ interneurons follows a more complex dynamic. Although some populations of embryonic and early postnatal SST+ interneurons align well with a specific adult subtype (e.g., MC1 seems to correspond to deep-layer alpha-2 T-shaped MCs), most groups of SST+ cells identified during development exhibit transcriptional similarity to several highly related subtypes of interneurons in the adult cortex. This is particularly prominent for non-Martinotti subtypes, which can be transcriptionally linked to more than one developmental cell population. These observations suggest that the diversification of at least some subtypes of SST+ interneurons may require other signals than those intrinsically programmed during embryonic development. Alternatively, it is possible that multiple nMCs map to a single adult type because they correspond to interneurons born at different times. If this were true, it would also imply that, compared with MCs and LRP neurons, nMCs are generated throughout an extended period of neurogenesis. Unfortunately,

our current analysis lacks the resolution to resolve different neurogenic cohorts and cannot distinguish between both possibilities. Additional experiments involving labeling isochronic cell populations *in vivo*,<sup>64</sup> with increased sequencing depth, may help resolve this issue. Using cells from species with high neoteny—such as human interneurons—would also increase the temporal resolution required to address this question.

The differentiation of neuronal subtypes is often controlled by a small subset of transcription factors.<sup>65,66</sup> Here, we have begun to unravel the molecular program driving the development of SST+ LRP neurons, a relatively rare subtype of GABAergic neuron among the most conserved cell types in the mammalian NCx.<sup>1</sup> Similar to other cortical SST+ neurons, LRP neurons likely derive from the dorsal region of the medial ganglionic eminence,<sup>46,67,68</sup> but the factors regulating their development have remained elusive. Two transcription factors, *Dach1* and *Pou3f2*, emerge as important regulators of the development of SST+ LRP neurons.

The transcription factor *Dach1* is a mouse homolog of *dachshund*, a gene involved in eye, leg, and brain development in *Drosophila*.<sup>69–71</sup> *Dach1* is expressed in progenitor cells throughout the telencephalon in mouse and human embryos.<sup>72,73</sup> Homozygous *Dach1* mutant mice die shortly after birth without gross brain abnormalities.<sup>74,75</sup> Our study reveals that *Dach1* is required for the normal development of the long-range axonal projections that characterize SST+ LRP neurons. This observation suggests this transcription factor might play similar roles for other neuronal populations in the developing telencephalon.

*Pou3f2/Brn2* belongs to the Pit-Oct-Unc (POU) family transcription factors, which play critical roles in cell-fate determination and maintenance in the nervous system.<sup>76–79</sup> In the mouse NCx, *Pou3f2* is expressed by pallial progenitor cells and newborn excitatory neurons and, together with *Pou3f3/Brn1*, is required for the fate specification and migration of superficial layer excitatory neurons.<sup>80–82</sup> Recent work suggests that *Pou3f2* regulates the patterning of the ganglionic eminences in primates.<sup>45</sup> In humans, loss-of-function mutations in *Pou3f2* cause neurodevelopmental delay, intellectual disability, and obesity.<sup>83</sup> Despite the central role of *Pou3f2* in brain development, its function in the development of GABAergic LRP neurons has not been explored. We found that *Pou3f2* controls the survival of SST+ LRP neurons postnatally. Loss of *Pou3f2* leads to a prominent reduction of *Sox2* levels, a transcription factor that plays crucial roles in cell survival in various cell types.<sup>36–40</sup> Additional experiments will be needed to identify the precise function of *Pou3f2* and *Sox2* in the survival of SST+ LRP neurons.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability

- **EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS**
  - Mice
- **METHOD DETAILS**
  - FACS experiments
  - Bioinformatic analyses
  - AAV experiments
  - Retrovirus experiments
  - Histology and immunohistochemistry
  - Quantitative polymerase chain reaction
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Cell density
  - Axonal length
  - Sox2 levels
  - Dach1 and Pou3f2 overexpression experiments

## SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.neuron.2023.11.013>.

## ACKNOWLEDGMENTS

We thank E. Serafeimidou-Pouliou for general laboratory support, C. Zimmer for help with retroviral experiments, I. Andrew for managing mouse colonies, and the Flow Cytometry and Genomics Platforms at the Guy's and St Thomas' NHS Foundation Trust and King's College London Biomedical Research Centre for technical support. We also thank the VIB Flow Core Leuven and VIB-CBD Single Cell & Microfluidics Units. We thank Genevia Technologies for their help with statistical analyses. We are also grateful to members of the Lim, Marín, Mi, and Rico laboratories for stimulating discussions and ideas and to Nicholas Luscombe for guidance and support on bioinformatic analyses. This work was supported by grants from the Wellcome Trust (215556/Z/19/Z) to O.M., the Research Foundation – Flanders (FWO) Junior Research Project Fundamental Research (G057121N), the FWO-Odysseus Award (G0E9121N), and the VIB Technology Watch (Techwatch) grant (Spatial technologies) to L.L., and the Ministry of Science and Technology of China (ST12030-Major Projects 2021ZD0202300) and the National Natural Science Foundation of China (32271024) to D.M. E.M. was the recipient of an FWO PhD fundamental fellowship (1192822N).

## AUTHOR CONTRIBUTIONS

Conceptualization, L.L., O.M., and D.M.; methodology, J.F., M.V., L.L., D.M., and O.M.; investigation, M.V., Z.L., M.M., R.M., E.M., C.M.A., L.L., and D.M.; data curation, J.F., C.H., Y.Y., J.W., L.L., and D.M.; formal analysis, J.F., C.H., Y.Y., and J.W.; writing – original draft, D.M., O.M., and L.L.; writing – review & editing, M.V., J.F., M.M., Z.L., D.M., O.M., and L.L.; funding acquisition, L.L., O.M., and D.M.; resources, L.L., O.M., and D.M.; supervision, L.L., M.V., O.M., and D.M.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

## INCLUSION AND DIVERSITY

We support inclusive, diverse, and equitable conduct of research. One or more of the authors of this paper received support from a program designed to increase minority representation in their field of research.

Received: November 7, 2022

Revised: August 22, 2023

Accepted: November 10, 2023

Published: February 21, 2024

## REFERENCES

1. BRAIN Initiative Cell Census Network (BICCN) (2021). A multimodal cell census and atlas of the mammalian primary motor cortex. *Nature* 598, 86–102.
2. Gouwens, N.W., Sorensen, S.A., Baftizadeh, F., Budzillo, A., Lee, B.R., Jarsky, T., Alfiler, L., Baker, K., Barkan, E., Berry, K., et al. (2020). Integrated morphoelectric and transcriptomic classification of cortical GABAergic cells. *Cell* 183, 935–953.e19.
3. Klausberger, T., and Somogyi, P. (2008). Neuronal diversity and temporal dynamics: the unity of hippocampal circuit operations. *Science* 321, 53–57.
4. Mayer, C., Hafemeister, C., Bandler, R.C., Machold, R., Batista-Brito, R., Jaglin, X., Allaway, K., Butler, A., Fishell, G., and Satija, R. (2018). Developmental diversification of cortical inhibitory interneurons. *Nature* 505, 1–25.
5. Shi, Y., Wang, M., Mi, D., Lu, T., Wang, B., Dong, H., Zhong, S., Chen, Y., Sun, L., Zhou, X., et al. (2021). Mouse and human share conserved transcriptional programs for interneuron development. *Science* 374, eabj6641.
6. Mi, D., Li, Z., Lim, L., Li, M., Moissidis, M., Yang, Y., Gao, T., Hu, T.X., Pratt, T., Price, D.J., et al. (2018). Early emergence of cortical interneuron diversity in the mouse embryo. *Science* 360, 81–85.
7. Yu, Y., Zeng, Z., Xie, D., Chen, R., Sha, Y., Huang, S., Cai, W., Chen, W., Li, W., Ke, R., et al. (2021). Interneuron origin and molecular diversity in the human fetal brain. *Nat. Neurosci.* 24, 1745–1756.
8. Zhao, Z., Zhang, D., Yang, F., Xu, M., Zhao, S., Pan, T., Liu, C., Liu, Y., Wu, Q., Tu, Q., et al. (2022). Evolutionarily conservative and non-conservative regulatory networks during primate interneuron development revealed by single-cell RNA and ATAC sequencing. *Cell Res.* 32, 425–436.
9. Cheng, S., Butrus, S., Tan, L., Xu, R., Sagireddy, S., Trachtenberg, J.T., Shekhar, K., and Zipursky, S.L. (2022). Vision-dependent specification of cell types and function in the developing cortex. *Cell* 185, 311–327.e24.
10. De Marco García, N.V.D.M., Karayannis, T., and Fishell, G. (2011). Neuronal activity is required for the development of specific cortical interneuron subtypes. *Nature* 472, 351–355.
11. De Marco García, N.V.D.M., Priya, R., Tuncdemir, S.N., Fishell, G., and Karayannis, T. (2015). Sensory inputs control the integration of neuroglia-form interneurons into cortical circuits. *Nat. Neurosci.* 18, 393–401.
12. Wamsley, B., and Fishell, G. (2017). Genetic and activity-dependent mechanisms underlying interneuron diversity. *Nat. Rev. Neurosci.* 18, 299–309.
13. Tremblay, R., Lee, S., and Rudy, B. (2016). GABAergic interneurons in the neocortex: from cellular properties to circuits. *Neuron* 91, 260–292.
14. Tomioka, R., Okamoto, K., Furuta, T., Fujiyama, F., Iwasato, T., Yanagawa, Y., Obata, K., Kaneko, T., and Tamamaki, N. (2005). Demonstration of long-range GABAergic connections distributed throughout the mouse neocortex. *Eur. J. Neurosci.* 21, 1587–1600.
15. He, M., Tucciarone, J., Lee, S., Nigro, M.J., Kim, Y., Levine, J.M., Kelly, S.M., Krugikov, I., Wu, P., Chen, Y., et al. (2016). Strategies and tools for combinatorial targeting of GABAergic neurons in mouse cerebral cortex. *Neuron* 91, 1228–1243.
16. Gerashchenko, D., Wisor, J.P., Burns, D., Reh, R.K., Shiromani, P.J., Sakurai, T., de la Iglesia, H.O., and Kilduff, T.S. (2008). Identification of a population of sleep-active cerebral cortex neurons. *Proc. Natl. Acad. Sci. USA* 105, 10227–10232.
17. Zielinski, M.R., Atochin, D.N., McNally, J.M., McKenna, J.T., Huang, P.L., Strecker, R.E., and Gerashchenko, D. (2019). Somatostatin+/nNOS+ neurons are involved in delta electroencephalogram activity and cortical-dependent recognition memory. *Sleep* 42, zsz143.
18. Lim, L., Mi, D., Llorca, A., and Marín, O. (2018). Development and functional diversification of cortical interneurons. *Neuron* 100, 294–313.

19. Lim, L., Pakan, J.M.P., Seltén, M.M., Marques-Smith, A., Llorca, A., Bae, S.E., Rochefort, N.L., and Marín, O. (2018). Optimization of interneuron function by direct coupling of cell migration and axonal targeting. *Nat. Neurosci.* 21, 920–931.
20. Tasic, B., Yao, Z., Graybiel, L.T., Smith, K.A., Nguyen, T.N., Bertagnoli, D., Goldy, J., Garren, E., Economo, M.N., Viswanathan, S., et al. (2018). Shared and distinct transcriptomic cell types across neocortical areas. *Nature* 563, 72–78.
21. Frazer, S., Prados, J., Niquille, M., Cadilhac, C., Markopoulos, F., Gomez, L., Tomasello, U., Telley, L., Holtmaat, A., Jabaudon, D., et al. (2017). Transcriptomic and anatomic parcellation of 5-HT3AR expressing cortical interneuron subtypes revealed by single-cell RNA sequencing. *Nat. Commun.* 8, 14219.
22. Crow, M., Paul, A., Ballouz, S., Huang, Z.J., and Gillis, J. (2018). Characterizing the replicability of cell types defined by single cell RNA-sequencing data using MetaNeighbor. *Nat. Commun.* 9, 884.
23. Hilscher, M.M., Leão, R.N., Edwards, S.J., Leão, K.E., and Kullander, K. (2017). ChRNA2-Martinotti cells synchronize Layer 5 Type A pyramidal cells via rebound excitation. *PLoS Biol.* 15, e2001392.
24. Muñoz, W., Tremblay, R., Levenstein, D., and Rudy, B. (2017). Layer-specific modulation of neocortical dendritic inhibition during active wakefulness. *Science* 355, 954–959.
25. Nigro, M.J., Hashikawa-Yamasaki, Y., and Rudy, B. (2018). Diversity and connectivity of Layer 5 somatostatin-expressing interneurons in the mouse barrel cortex. *J. Neurosci.* 38, 1622–1633.
26. Ma, Y., Hu, H., Berrebi, A.S., Mathers, P.H., and Agmon, A. (2006). Distinct subtypes of somatostatin-containing neocortical interneurons revealed in transgenic mice. *J. Neurosci.* 26, 5069–5082.
27. Scala, F., Kobak, D., Shan, S., Bernaerts, Y., Latumus, S., Cadwell, C.R., Hartmanis, L., Froudarakis, E., Castro, J.R., Tan, Z.H., et al. (2019). Layer 4 of mouse neocortex differs in cell types and circuit organization between sensory areas. *Nat. Commun.* 10, 4174.
28. Xu, H., Jeong, H.-Y., Tremblay, R., and Rudy, B. (2013). Neocortical somatostatin-expressing GABAergic interneurons disinhibit the thalamorecipient layer 4. *Neuron* 77, 155–167.
29. Yao, Z., van Velthoven, C.T.J., Nguyen, T.N., Goldy, J., Seden-Cortes, A.E., Baftizadeh, F., Bertagnoli, D., Casper, T., Chiang, M., Crichton, K., et al. (2021). A taxonomy of transcriptomic cell types across the isocortex and hippocampal formation. *Cell* 184, 3222–3241.e26.
30. Telley, L., Agirman, G., Prados, J., Amberg, N., Fièvre, S., Oberst, P., Bartolini, G., Vitali, I., Cadilhac, C., Hippenmeyer, S., et al. (2019). Temporal patterning of apical progenitors and their daughter neurons in the developing neocortex. *Science* 364, eaav2522–eaav2529.
31. Szklarczyk, D., Franceschini, A., Wyder, S., Forslund, K., Heller, D., Huerta-Cepas, J., Simonovic, M., Roth, A., Santos, A., Tsafou, K.P., et al. (2015). STRING v10: protein–protein interaction networks, integrated over the tree of life. *Nucleic Acids Res.* 43, D447–D452.
32. Magno, L., Oliveira, M.G., Mucha, M., Rubin, A.N., and Kessaris, N. (2012). Multiple embryonic origins of nitric oxide synthase-expressing GABAergic neurons of the neocortex. *Front. Neural Circuits* 6, 65.
33. Perrenoud, Q., Geoffroy, H., Gauthier, B., Rancillac, A., Alfonsi, F., Kessaris, N., Rossier, J., Vitalis, T., and Gallopin, T. (2012). Characterization of type I and Type II nNOS-expressing interneurons in the barrel cortex of mouse. *Front. Neural Circuits* 6, 36.
34. Wong, F.K., Bercsenyi, K., Sreenivasan, V., Portalés, A., Fernández-Otero, M., and Marín, O. (2018). Pyramidal cell regulation of interneuron survival sculpts cortical networks. *Nature* 557, 668–673.
35. Kobi, D., Steunou, A.L., Dembélé, D., Legras, S., Larue, L., Nieto, L., and Davidson, I. (2010). Genome-wide analysis of POU3F2/BRN2 promoter occupancy in human melanoma cells reveals Klf1 as a novel regulated target gene. *Pigment Cell Melanoma Res.* 23, 404–418.
36. Taranova, O.V., Magness, S.T., Fagan, B.M., Wu, Y., Surzenko, N., Hutton, S.R., and Pevny, L.H. (2006). SOX2 is a dose-dependent regulator of retinal neural progenitor competence. *Genes Dev.* 20, 1187–1202.
37. Graham, V., Khudyakov, J., Ellis, P., and Pevny, L. (2003). SOX2 functions to maintain neural progenitor identity. *Neuron* 39, 749–765.
38. Chen, D., Jia, G., Zhang, Y., Mao, H., Zhao, L., Li, W., Chen, Y., and Ni, Y. (2022). Sox2 overexpression alleviates noise-induced hearing loss by inhibiting inflammation-related hair cell apoptosis. *J. Neuroinflammation* 19, 59.
39. Chen, S., Li, X., Lu, D., Xu, Y., Mou, W., Wang, L., Chen, Y., Liu, Y., Li, X., Li, L.-Y., et al. (2014). SOX2 regulates apoptosis through MAP4K4-survivin signaling pathway in human lung cancer cells. *Carcinogenesis* 35, 613–623.
40. Yang, N., Wang, Y., Hui, L., Li, X., and Jiang, X. (2015). Silencing SOX2 expression by RNA interference inhibits proliferation, invasion and metastasis, and induces apoptosis through MAP4K4/JNK signaling pathway in human laryngeal cancer TU212 cells. *J. Histochem. Cytochem.* 63, 721–733.
41. Harding, K., Heath, K., and White, K. (2021). Dichaete, a Sox2 homologue, prevents activation of cell death in multiple developmental contexts.
42. Favaro, R., Valotta, M., Ferri, A.L.M., Latorre, E., Mariani, J., Giachino, C., Lancini, C., Tosetti, V., Ottolenghi, S., Taylor, V., et al. (2009). Hippocampal development and neural stem cell maintenance require Sox2-dependent regulation of Shh. *Nat. Neurosci.* 12, 1248–1256.
43. Ferri, A., Favaro, R., Beccari, L., Bertolini, J., Mercurio, S., Nieto-Lopez, F., Verzeroli, C., La Regina, F., De Pietri Tonelli, D., Ottolenghi, S., et al. (2013). Sox2 is required for embryonic development of the ventral telencephalon through the activation of the ventral determinants Nkx2.1 and Shh. *Development* 140, 1250–1261.
44. Wang, Y., Zhang, S., Lan, Z., Doan, V., Kim, B., Liu, S., Zhu, M., Hull, V.L., Rihani, S., Zhang, C.-L., et al. (2022). SOX2 is essential for astrocyte maturation and its deletion leads to hyperactive behavior in mice. *Cell Rep.* 41, 111842.
45. Zhu, X., Guo, Y., Chu, C., Liu, D., Duan, K., Yin, Y., Si, C., Kang, Y., Yao, J., Du, X., et al. (2022). BRN2 as a key gene drives the early primate telencephalon development. *Sci. Adv.* 8, eabl7263.
46. Flames, N., Pla, R., Gelman, D.M., Rubenstein, J.L.R., Puelles, L., and Marín, O. (2007). Delineation of multiple subpallial progenitor domains by the combinatorial expression of transcriptional codes. *J. Neurosci.* 27, 9682–9695.
47. Nery, S., Fishell, G., and Corbin, J.G. (2002). The caudal ganglionic eminence is a source of distinct cortical and subcortical cell populations. *Nat. Neurosci.* 5, 1279–1287.
48. Gelman, D.M., Martini, F.J., Nóbrega-Pereira, S., Pierani, A., Kessaris, N., and Marín, O. (2009). The embryonic preoptic area is a novel source of cortical GABAergic interneurons. *J. Neurosci.* 29, 9380–9389.
49. Wichterle, H., Turnbull, D.H., Nery, S., Fishell, G., and Alvarez-Buylla, A. (2001). In utero fate mapping reveals distinct migratory pathways and fates of neurons born in the mammalian basal forebrain. *Development* 128, 3759–3771.
50. Xu, Q., Cobos, I., de la Cruz, E., Rubenstein, J.L.R., and Anderson, S.A. (2004). Origins of cortical interneuron subtypes. *J. Neurosci.* 24, 2612–2622.
51. Niquille, M., Limoni, G., Markopoulos, F., Cadilhac, C., Prados, J., Holtmaat, A., and Dayer, A. (2018). Neurogliaform cortical interneurons derive from cells in the preoptic area. *eLife* 7, 1542.
52. Lavdas, A.A., Grigoriou, M., Pachnis, V., and Parnavelas, J.G. (1999). The medial ganglionic eminence gives rise to a population of early neurons in the developing cerebral cortex. *J. Neurosci.* 19, 7881–7888.
53. Anderson, S.A., Eisenstat, D.D., Shi, L., and Rubenstein, J.L.R. (1997). Interneuron migration from basal forebrain to neocortex: dependence on Dlx genes. *Science* 278, 474–476.

54. Sussel, L., Marin, O., Kimura, S., and Rubenstein, J.L.R. (1999). Loss of *Nkx2.1* homeobox gene function results in a ventral to dorsal molecular respecification within the basal telencephalon: evidence for a transformation of the pallidum into the striatum. *Development* **126**, 3359–3370.
55. Butt, S.J.B., Sousa, V.H., Fuccillo, M.V., Hjerling-Leffler, J., Miyoshi, G., Kimura, S., and Fishell, G. (2008). The requirement of *Nkx2-1* in the temporal specification of cortical interneuron subtypes. *Neuron* **59**, 722–732.
56. Kanatani, S., Yozu, M., Tabata, H., and Nakajima, K. (2008). COUP-TFII is preferentially expressed in the caudal ganglionic eminence and is involved in the caudal migratory stream. *J. Neurosci.* **28**, 13582–13591.
57. Tripodi, M., Filosa, A., Armentano, M., and Studer, M. (2004). The COUP-TF nuclear receptors regulate cell migration in the mammalian basal forebrain. *Development* **131**, 6119–6129.
58. Liodis, P., Denaxa, M., Grigoriou, M., Akufo-Addo, C., Yanagawa, Y., and Pachnis, V. (2007). *Lhx6* activity is required for the normal migration and specification of cortical interneuron subtypes. *J. Neurosci.* **27**, 3078–3089.
59. Hu, J.S., Vogt, D., Sandberg, M., and Rubenstein, J.L.R. (2017). Cortical interneuron development: a tale of time and space. *Development* **144**, 3867–3878.
60. Welch, J.D., Kozareva, V., Ferreira, A., Vanderburg, C., Martin, C., and Macosko, E.Z. (2019). Single-cell multi-omic integration compares and contrasts features of brain cell identity. *Cell* **177**, 1873–1887.e17.
61. Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., III, W.M.M., Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive integration of single-cell data. *Cell* **177**, 1888–1902.e21.
62. Hobert, O., and Kratsios, P. (2019). Neuronal identity control by terminal selectors in worms, flies, and chordates. *Curr. Opin. Neurobiol.* **56**, 97–105.
63. Taniguchi, H., Lu, J., and Huang, Z.J. (2013). The spatial and temporal origin of chandelier cells in mouse neocortex. *Science* **339**, 70–74.
64. Govindan, S., Oberst, P., and Jabaudon, D. (2018). In vivo pulse labeling of isochronic cohorts of cells in the central nervous system using FlashTag. *Nat. Protoc.* **13**, 2297–2311.
65. Hobert, O. (2021). Homeobox genes and the specification of neuronal identity. *Nat. Rev. Neurosci.* **22**, 627–636.
66. Holguera, I., and Desplan, C. (2018). Neuronal specification in space and time. *Science* **362**, 176–180.
67. Fogarty, M., Grist, M., Gelman, D., Marin, O., Pachnis, V., and Kessaris, N. (2007). Spatial genetic patterning of the embryonic neuroepithelium generates GABAergic interneuron diversity in the adult cortex. *J. Neurosci.* **27**, 10935–10946.
68. Xu, Q., Tam, M., and Anderson, S.A. (2008). Fate mapping *Nkx2.1*-lineage cells in the mouse telencephalon. *J. Comp. Neurol.* **506**, 16–29.
69. Mardon, G., Solomon, N.M., and Rubin, G.M. (1994). *dachshund* encodes a nuclear protein required for normal eye and leg development in *Drosophila*. *Development* **120**, 3473–3486.
70. Kurusu, M., Nagao, T., Walldorf, U., Flister, S., Gehring, W.J., and Furukubo-Tokunaga, K. (2000). Genetic control of development of the mushroom bodies, the associative learning centers in the *Drosophila* brain, by the eyeless, twin of eyeless, and *dachshund* genes. *Proc. Natl. Acad. Sci. USA* **97**, 2140–2144.
71. Martini, S.R., Roman, G., Meuser, S., Mardon, G., and Davis, R.L. (2000). The retinal determination gene, *dachshund*, is required for mushroom body cell differentiation. *Development* **127**, 2663–2672.
72. Castiglioni, V., Faedo, A., Onorati, M., Bocchi, V.D., Li, Z., Iennaco, R., Vuono, R., Bulfamante, G.P., Muzio, L., Martino, G., et al. (2018). Dynamic and cell-specific DACH1 expression in human neocortical and striatal development. *Cereb. Cortex* **29**, 2115–2124.
73. Machon, O., van den Bout, C.J., Backman, M., Rosok, Ø., Caubit, X., Fromm, S.H., Geronimo, B., and Krauss, S. (2002). Forebrain-specific promoter/enhancer D6 derived from the mouse *Dach1* gene controls expression in neural stem cells. *Neuroscience* **112**, 951–966.
74. Backman, M., Machon, O., Bout, C.J.V.D., and Krauss, S. (2003). Targeted disruption of mouse *Dach1* results in postnatal lethality. *Dev. Dyn.* **226**, 139–144.
75. Davis, R.J., Shen, W., Sandler, Y.I., Amoui, M., Purcell, P., Maas, R., Ou, C.-N., Vogel, H., Beaudet, A.L., and Mardon, G. (2001). *Dach1* mutant mice bear no gross abnormalities in eye, limb, and brain development and exhibit postnatal lethality. *Mol. Cell. Biol.* **21**, 1484–1490.
76. He, X., Treacy, M.N., Simmons, D.M., Ingraham, H.A., Swanson, L.W., and Rosenfeld, M.G. (1989). Expression of a large family of POU-domain regulatory genes in mammalian brain development. *Nature* **340**, 35–41.
77. Malik, V., Zimmer, D., and Jauch, R. (2018). Diversity among POU transcription factors in chromatin recognition and cell fate reprogramming. *Cell. Mol. Life Sci.* **75**, 1587–1612.
78. Serrano-Saiz, E., Leyva-Díaz, E., Cruz, E.D.L., and Hobert, O. (2018). BRN3-type POU homeobox genes maintain the identity of mature postmitotic neurons in nematodes and mice. *Curr. Biol.* **28**, 2813–2823.e2.
79. Jaegle, M., Ghazvini, M., Mandemakers, W., Piirsoo, M., Driegen, S., Levavasseur, F., Raghoenath, S., Grosveld, F., and Meijer, D. (2003). The POU proteins Brn-2 and Oct-6 share important functions in Schwann cell development. *Genes Dev.* **17**, 1380–1391.
80. Dominguez, M.H., Ayoub, A.E., and Rakic, P. (2013). POU-III transcription factors (Brn1, Brn2, and Oct6) influence neurogenesis, molecular identity, and migratory destination of upper-layer cells of the cerebral cortex. *Cereb. Cortex* **23**, 2632–2643.
81. McEvilly, R.J., de Diaz, M.O., Schonemann, M.D., Hooshmand, F., and Rosenfeld, M.G. (2002). Transcriptional regulation of cortical neuron migration by POU domain factors. *Science* **295**, 1528–1532.
82. Oishi, K., Aramaki, M., and Nakajima, K. (2016). Mutually repressive interaction between *Brn1/2* and *Rorb* contributes to the establishment of neocortical layer 2/3 and layer 4. *Proc. Natl. Acad. Sci. USA* **113**, 3371–3376.
83. Schönauer, R., Jin, W., Findeisen, C., Valenzuela, I., Devlin, L.A., Murrell, J., Bedoukian, E.C., Pöschla, L., Hantmann, E., Riedhammer, K.M., et al. (2023). Monoallelic intragenic POU3F2 variants lead to neurodevelopmental delay and hyperphagic obesity, confirming the gene's candidacy in 6q16.1 deletions. *Am. J. Hum. Genet.* **110**, 998–1007.
84. Taniguchi, H., He, M., Wu, P., Kim, S., Paik, R., Sugino, K., Kvitsiani, D., Fu, Y., Lu, J., Lin, Y., et al. (2011). A resource of Cre driver lines for genetic targeting of GABAergic neurons in cerebral cortex. *Neuron* **71**, 995–1013.
85. Sousa, V.H., Miyoshi, G., Hjerling-Leffler, J., Karayannis, T., and Fishell, G. (2009). Characterization of *Nkx6-2*-derived neocortical interneuron lineages. *Cereb. Cortex* **19**, i1–i10.
86. Madisen, L., Garner, A.R., Shimaoka, D., Chuong, A.S., Klapoetke, N.C., Li, L., van der Bourg, A., Niino, Y., Egolf, L., Monetti, C., et al. (2015). Transgenic mice for intersectional targeting of neural sensors and effectors with high specificity and performance. *Neuron* **85**, 942–958.
87. Stewart, S.A., Dykxhoorn, D.M., Palliser, D., Mizuno, H., Yu, E.Y., An, D.S., Sabatini, D.M., Chen, I.S.Y., Hahn, W.C., Sharp, P.A., et al. (2003). Lentivirus-delivered stable gene silencing by RNAi in primary cells. *RNA* **9**, 493–501.
88. Claudi, F., Tyson, A.L., Petrucco, L., Margrie, T.W., Portugues, R., and Branco, T. (2021). Visualizing anatomically registered data with brainrender. *eLife* **10**, e65751.
89. De Rop, F.V., Ismail, J.N., Bravo González-Bias, C., Hulselmans, G.J., Flerin, C.C., Janssens, J., Theunis, K., Christiaens, V.M., Wouters, J., Marcassa, G., et al. (2022). Hydrop enables droplet-based single-cell ATAC-seq and single-cell RNA-seq using dissolvable hydrogel beads. *eLife* **11**, e73971.

90. Raudvere, U., Kolberg, L., Kuzmin, I., Arak, T., Adler, P., Peterson, H., and Vilo, J. (2019). g:profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). *Nucleic Acids Res.* 47, W191–W198.
91. Delile, J., Rayon, T., Melchionda, M., Edwards, A., Briscoe, J., Sagner, A., Klein, A., and Treutlein, B. (2019). Single cell transcriptomics reveals spatial and temporal dynamics of gene expression in the developing mouse spinal cord. *Development* 146, dev173807.
92. Angerer, P., Haghverdi, L., Büttner, M., Theis, F.J., Marr, C., and Buettner, F. (2016). destiny: diffusion maps for large-scale single-cell data in R. *Bioinformatics* 32, 1241–1243.
93. Williams, M., Bonnardel, J., Haest, B., Vanderborght, B., Wagner, C., Remmerie, A., Bujko, A., Martens, L., Thoné, T., Browaeys, R., et al. (2022). Spatial proteogenomics reveals distinct and evolutionarily conserved hepatic macrophage niches. *Cell* 185, 379–396.e38.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

## Continued

## RESOURCE AVAILABILITY

### Materials availability

Plasmids used to generate viruses in this study have been deposited on Addgene.

### Data and code availability

- The scRNA-seq data and the analysis pipeline datasets have been deposited at the National Center for Biotechnology Information BioProjects Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE217065 (E16.5, P1, and P5 FACS data), GSE235619 (P5-fixed FACS) and GSE247005 (spatial transcriptomics). The processed spatial

- The code used to analyse and process scRNA-seq and spatial transcriptomic data is available at Zenodo (<https://zenodo.org/records/10069719>).

## EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

### Mice

Wild type and all transgenic mouse lines used in this study are listed in the [key resources table](#). All adult mice were housed in groups and kept on a reverse light/dark cycle (12/12 h) regardless of genotypes. Only time-mated pregnant female mice were housed individually. Male and female mice were used in all experiments.

The following transgenic mouse lines ([key resources table](#)) were used in this study: *Pou3f2<sup>fl/+</sup>* [(*Pou3f2tm1 Mejr*),<sup>79</sup> *Dach1<sup>fl/+</sup>* [*Dach1tm1 DaMij*], *RCE* [(*B6.Gt(ROSA)26Sortm1.1(CAG-EGFP)Fsh*),<sup>85</sup> *IS* [*B6;129S4-Gt(ROSA)26Sortm3(CAG-tdTomato,-EGFP)Zjh/J*],<sup>86</sup> and *Sst<sup>Cre</sup>* [*B6N.Cg-Ssttm2.1(cre)Zjh*].<sup>84</sup>

*Sst<sup>Cre</sup>* mice were crossed with RCE reporter mice (JAX stock 032037) containing a floxed-stop cassette upstream of enhanced green fluorescent protein (EGFP) in the ROSA gene locus to obtain *Sst<sup>Cre</sup>;RCE<sup>fl/+</sup>*. To obtain *Sst<sup>Cre/+</sup>;Pou3f2<sup>fl/+</sup>*, *Pou3f2<sup>fl/+</sup>* mice were crossed with *Sst<sup>Cre/+</sup>* mice. To obtain *Sst<sup>Cre/+</sup>;Dach1<sup>fl/+</sup>* mice, *Dach1<sup>fl/+</sup>* mice were crossed with *Sst<sup>Cre/+</sup>* mice. To obtain *Sst<sup>Cre/+</sup>;IS<sup>fl/+</sup>* mice, *Sst<sup>Cre/+</sup>* mice were crossed with IS reporter mice, which contain a floxed-stop cassette upstream of tdTomato in the ROSA gene locus. All mice were maintained on a C57Bl/6 background and housed under a 12 h light/dark cycle with ad libitum access to food and water.

All procedures were approved by KU Leuven, Tsinghua University, and King's College London animal welfare committees and were performed according to the project license of Directive 2010/63/EU, the Belgian Royal Decree, and the UK Home Office, respectively.

## METHOD DETAILS

### FACS experiments

#### Tissue preparation

All solutions used in this procedure have an osmolality of  $290 \pm 20$  mOsm/kg. The neocortex of E16.5, P1, and P5 *Sst<sup>Cre/+</sup>;RCE* mice were dissected in an ice-cold HBSS buffer supplement with 25 mM of glucose. For E16.5, tissue from 6 animals was pooled together. For P1 and P5, tissue from 3 animals was pooled together. Tissues were cut into small pieces and digested for 15 min at 37°C with carbogen oxygenation using 10 ml of pronaseE dissociation buffer solution, pH 7.5, Osmolality 300–315, with the following composition: 0.2 mg/ml pronaseE (Sigma), 50 mM of trehalose, 20 mM glucose, 0.8 mM kynurenic acid, 0.05 mM APV, 0.09 M Na<sup>2</sup>SO<sub>4</sub>, 0.03 M K<sup>2</sup>SO<sub>4</sub> and 0.014 M MgCl<sub>2</sub>. For P5 tissue, tissue was incubated for 10 mins with dissociation buffer containing pronaseE, after which 500  $\mu$ l of 2.5% trypsin and 200  $\mu$ l of 10 mg/ml DNaseI were added and incubated at 37°C for 2 more minutes. Post enzymatic digestion, tissues were washed once in ice-cold dissociation buffer without enzyme and the tissue was mechanically triturated into single cells in 2 ml of OptiMEM (Invitrogen) supplement with 2% Trehalose, 20 mM glucose, 0.8 mM kynurenic acid and 0.05 mM APV using 3 glass fire polished pipettes with decreasing diameter. For P1 and P5 tissue, we removed myelin by overlaying single cell suspension on top of a 30% percoll and centrifuge at 700 g for 10 mins. The cell pellet was resuspended in 300–500  $\mu$ l of OptiMEM with 2% Trehalose, 20 mM glucose, 0.8 mM kynurenic acid and 0.05 mM APV and tissue chunks were eliminated by passing cells suspension through a 40  $\mu$ m cell strainer (BD).

#### Live cells FACS and scRNA-seq

GFP+ and DAPI negative cells were isolated using fluorescence-activated cell sorting (FACS) with a flow cytometer (Becton Dickinson) using a 100  $\mu$ m nozzle, about 3000–5000 events per second, at 2-way purity, and collected directly in 1.5 ml (cold 4 deg) of OptiMEM/2% Trehalose solution in a 1.5-ml LoBind (Eppendorf) tubes pre-coated with 3% BSA overnight. We limited the FACS procedure to a maximum sort time of 40 mins to ensure high cell survival. We collected 20,000 to 30,000 cells for each time point, which is about 10% extra volume. We centrifuge the collect cells at 600g for 5 minutes at 4 deg and resuspend the FACS cells in 45  $\mu$ l of OptiMEM/2% Trehalose. To determine cell number and viability, 5  $\mu$ l of Trypan Blue was added to 5  $\mu$ l of cells and cells counted on a hemacytometer. In all experiments, we only proceed toward scRNA-seq with > 80% viability. About 4000–6000 isolated single cells for each sample were loaded onto a 10X Genomic single-cell chip/machine for single-cell capture and cDNA library preparation. RNA-seq was performed in an Illumina high-seq 2500 platform.

#### Fixed cells FACS and scRNA-seq

Dissociated cells were incubated with Fixable Viability Dye eFluor 780 (ThermoFisher), 1:1000 for 5 minutes on ice. Cells were then transferred to 1.5-ml LoBind tubes pre-coated with 3% BSA overnight and centrifuged at 400g for 7 minutes. The Fixable Viability Dye was removed, and pellet cells were resuspended with 4% PFA (Fixation buffer) overnight at 4°C. The day after the cells were centrifuged at 850g for 7 minutes and resuspended in 700  $\mu$ L of DPBS with 1% BSA, tissue chunks were eliminated by passing cells

suspension through a 40  $\mu$ m cell strainer (BD). GFP+ and Fixable Viability Dye 780 negative cells were isolated using fluorescence-activated cell sorting (FACS) with a flow cytometer (BD FACS Aria Fusion) using a 100  $\mu$ m nozzle, about 3000–5000 events per second, at 2-way purity, and collected at 4°C directly in 1.5-ml LoBind tube precoated with 3% BSA overnight. Post sort, quenching was done in accordance with the 10X Genomics demonstrated protocol (CG000478|Rev B), using reagents from the Chromium Fixed RNA Kit, Mouse Transcriptome kit (Cat No: 1000496). Briefly, 110,000 cells were collected and diluted in 875  $\mu$ L of Nuclease Free Water and 125  $\mu$ L of Quenching Buffer, and 100  $\mu$ L of Enhancer Buffer (provided Chromium Fixed RNA Kit) at 4°C. Before starting with probe hybridization, the cell count and quality assessments of the fixed cells were evaluated intermittently by performing cell counting on LUNA dual fluorescence cell counter (Logos Biosystems). Probe Hybridization, GEM barcoding, GEM recovery and pre-amplification, and library construction we followed the Chromium Fixed RNA Profiling protocol (Chromium Fixed RNA Profiling kit; CG000477|Rev C). For GEM generation, about 15000 isolated single cells were loaded onto a custom droplet encapsulation platform; HyDrop.<sup>89</sup> The Flex library was sequenced using BGI DNBSQ-G400 using the following read configuration: r1: 28bps; i1:10; i2:10; r2: 90, with a sequencing depth of 43000 reads per cell.

## Bioinformatic analyses

### Data pre-processing

Sequencing data were prepared for analysis by application of the Cell Ranger pipeline. First, Illumina BCL output files were de-multiplexed into FASTQ format files. Feature counts were computed for individual GEM wells. STAR aligner was applied to perform splicing aware alignment to the GRCh38 reference genome, and then reads were bucketed into exonic, intronic, and intergenic categories. Reads were classified as confidently aligned if they corresponded to a single gene annotation. Only confidently aligned reads were carried forward to UMI counting. A cell calling algorithm in conjunction with the barcode rank plot was applied to filter low RNA content cells and remove empty droplets. The output is a read count matrix. We used the R package *Seurat* to perform the bulk of our subsequent data analysis, including filtering, normalization, scaling, and other downstream processing.

### Quality control of scRNA-seq

We discarded any genes detected in fewer than 10 cells before filtering low-quality cells. Cells were carried forward if they met the following criteria: (i) unique gene count >700, (ii) mitochondrial gene content <10%, (iii) percentage confidently aligned reads > mean - 2s.d. (iv)  $\ln(\text{total UMI}) > \text{mean} - 2\text{s.d.}$  Following this, other genes were removed if they fell into any of the following categories, mitochondrial genes, ribosomal genes, Y-chromosome genes. In live cell FACS experiments, we obtained 3,841 (E16.5), 2,418 (P1), and 2,895 (P5) single cells following quality control, for a total of 9,154 cells. In fixed cells FACS experiments, we recovered 11,477 cells (P5) following quality control.

### Normalization and scaling

Normalization and scaling of reads were performed using the R package *Seurat*, with the functions *NormalizeData()* and *ScaleData()*. The normalized counts  $x_{norm}$  were computed by a logarithmic transformation of the raw counts, where  $S = 1000$  is a scaling factor and  $x_{tot}$  is the total read count for each cell.<sup>22</sup> Following integration, the data were linearly scaled and mean-centered.

### Detecting variable features

Variable features were defined using the *Seurat* function *FindVariableFeatures()* with a variance-stabilizing transformation method, described in detail elsewhere.<sup>61</sup> We used the top 2,000 variable features as the highly variable genes.

### Differentially expressed genes

Differentially expressed genes between clusters were computed by the Wilcoxon rank-sum test of one group against all remaining cells. We retained differentially expressed genes with greater than  $\ln(1.5)$  log-fold change and with Bonferroni adjusted p-value < 0.01 unless stated otherwise. We use a notion of differential expression score as described before, defined for a set of genes size as

$$DEscore = \sum_{i=1}^n \min(-\log_{10}(p_i), 20)$$

where  $p_i$  is the Bonferroni-adjusted p-value of the differentially expressed gene. To find genes differentially expressed along the pseudotime, we applied the graph-based methodology implemented in *Monocle*. We identify cells at similar positions along a trajectory with similar gene expression by Moran's I test, a measure of spatial autocorrelation.

### Multi-sample integration

How the deposited data were processed for this re-analysis (not part of the article)

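Single-cell RNA-seq counts of GFP+ cells sorted from the NCx of Sst-Cre;RCE mice were analysed for 3 stages, with 1 library of pooled animals per stage (6 animals at E16.5, 3 at P1, and 3 at P5). The authors aligned the reads to GRCm38 with Cell Ranger 3.1.0 (E16.5 and P5) or 3.0.2 (P1) and deposited, for each library, the UMI count of each gene in each cell, as whole numbers without normalization. The libraries held 4478 cells and 25638779 UMIs at E16.5, 4440 cells and 15654107 UMIs at P1, and 3406 cells and 13429055 UMIs at P5. The kept cells had a median of 4863, 2882.5, and 3436 UMIs, and a median mitochondrial share of 4.04%, 5.92%, and 4.21%. At this depth, a type with 0 cells in a library may still make up 0.0940%, 0.147%, or 0.124% of its cells, respectively. These are the upper ends of the exact Clopper-Pearson intervals. Gene coordinates were taken from GENCODE release M21.

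Counts were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, and scanpy 1.11.5, and in R 4.3.3 with Seurat 5.3.0, SeuratObject 5.2.0, and Matrix 1.6.5. Genes in fewer than 10 cells were removed first. Cells were kept with over 700 genes, a mitochondrial share under 10%, and a natural logarithm of total UMIs above the mean minus 2 SD of their library. Mitochondrial, ribosomal, and Y-chromosome genes were then removed. Counts were scaled to 1000 UMIs per cell before the logarithm. The libraries were integrated with Seurat anchors, P5 with P1 and then with E16.5, on 2000 variable genes and 15 principal components, and clustered with the Louvain method at a resolution of 1. Doublets were scored with Scrublet in scanpy.

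Cluster markers were found with a Wilcoxon rank-sum test of a cluster against all other cells, with a Bonferroni-corrected p under 0.01, a fold over 1.5, and expression in at least 10% of the cluster's cells (a share of 0.1). The score of a type is the sum of the negative decimal logarithm of p over its markers, up to 20 per gene. These p-values rank genes for the naming of clusters and are not reported as results. A cluster stayed unnamed with fewer than 3 markers, with a median of UMIs per cell under 1/3 of the level of its libraries and no marker among its 10 leading genes, or when those genes held more markers of another type. Several steps were chosen after the data were seen: the pseudocount in the naming fold, the rule for unnamed clusters and for interneuron-like cells without a split, the gene families sorted by symbol, the stress genes outside Table S1, the thinning depth of 2000 UMIs, and the iterative form of the hierarchical clustering. That form split the cells into at most 20 clusters per step and merged clusters under 50 cells or with a score under 60 at a fold of 2.

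With 1 library per stage, no test between stages or types was made. UMIs were summed per type and library, and ratios were taken on the log2 scale with a pseudocount of 1 CPM among genes with at least 10 UMIs. Gene lists were summarized by their median and its percentile among 10000 random lists of genes with matched mean expression (2000 lists for the gene families). For Table S3 lists compared between named types, clustering features were left out of the genes and of the random lists. Intervals of medians come from 200 redraws of the counts. Distances between types were averaged over 100 draws of equal numbers of cells and UMIs. The random forest (scikit-learn 1.9.0) had 1000 trees. Figures were drawn with matplotlib 3.10.9. The named genes were chosen by a rule set before the data were examined. It takes each gene that the paper's text names from these data. It adds the 5 LRP genes of Table S3, without those of Table S1, whose lowest log2 ratio over the 3 libraries was largest. It also adds the 5 genes outside Tables S1 and S3 and outside the clustering with the largest such value. These were taken among genes with at least 20 CPM in LRP-like cells of each library.

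The steps were tested on simulated data made from the counts. Of 200 genes changed in LRP-like cells, 200 had the right direction in each library, and the largest error of the median was 0.12 on the log2 scale. The Wilcoxon step recovered 98 of 100 raised genes, with 0 false calls among 15938 genes. Of 6 simulated clusters, 4 with raised markers were named correctly and 2 without stayed unnamed. For types without a real difference, the distance difference was -0.00815, -0.00287, and 0.00230 in the 3 libraries, and with 200 changed genes it was 0.0465, 0.0437, and 0.0371. In total, 17 alternatives were planned and 5 were added later. They cover quality control, doublets, clustering, naming, scaling, pseudocounts, count filters, the distance, and the random forest.

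The filter on confidently aligned reads was left out, because counts do not hold it. Diffusion pseudotime, the gene module computation, label transfer, the comparison with adult data, the fixed cells, and the spatial data were not analysed here, and the LRP-like subclusters were not matched to LRP1–4. Expression of Pvalb was not used to define co-expressing cells.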

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

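The comparison of UMIs per cell between cells with Xist and with Y-linked UMIs, the clustering without Xist, the comparison of UMIs per cell of excitatory neuron-like cells, and the comparison of Neurod6 for free RNA were chosen after the results were seen.

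Xist and 4 Y-linked genes (Ddx3y, Eif2s3y, Uty, and Kdm5d) gave a signal that the paper does not report. The paper removed Y-chromosome genes before its analysis, but Xist is not one of them. It states that mice of both sexes were used in every experiment. At E16.5, 1683 cells (42.9%) had UMIs of Xist and of no Y-linked gene, and 1399 cells (35.7%) had the reverse. At P1, 57.6% of the cells had Y-linked UMIs alone and 1 cell had Xist alone. At P5, the numbers were 39.9% and 3 cells. By these genes, the pooled animals were of both sexes at E16.5 and mostly or all male at P1 and P5, so that sex differs between E16.5 and the later libraries along with stage.

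Within the E16.5 library, the LRP-like share was 4.99% of the cells with Xist alone and 1.22% of the cells with Y-linked UMIs alone, a difference of 3.78 percentage points. MC-like cells were 24.0% and 31.0%, and nMC-like cells 22.0% and 21.1%. Xist as a gene of the clustering is argued against, since the difference was 3.83 points with Xist left out. A product of clustering alone is argued against by the share of cells with at least 2 Nos1 UMIs, which was 1.15 points higher (1.37% against 0.214%). Fewer UMIs in cells with Y-linked UMIs are argued against by their median of 5058 UMIs, compared with 4938 in cells with Xist alone. A difference between the sexes may explain the shares, but it cannot be told apart from other differences between the 6 pooled animals, such as litter, exact age, or dissection, because the cells with Xist come from other animals than the cells with Y-linked UMIs and the P1 and P5 libraries hold almost no cells with Xist.

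A cluster of 103 excitatory neuron-like cells appeared in data sorted for SST+ neurons, and the paper does not report such cells. Excitatory genes such as Neurod6 name this cluster, so their levels in it are no separate evidence. Free RNA of excitatory neurons in the droplets of SST+ neurons is argued against by interneuron-like cells of the same libraries, in which Neurod6 reached at most 2.80 CPM, compared with at least 509.8 CPM in the cluster. Droplets with an excitatory neuron and an SST+ neuron are argued against by Gad1, Gad2, and Lhx6, which in the 3 libraries reached at most 12.3% of the interneuron-like level, where a mixed droplet would need about as much as its share of interneuron RNA. By UMIs per cell, such droplets cannot be told apart from large cells, since these cells had more UMIs (median) than interneuron-like cells in 2 of the 3 libraries and fewer at P5. Cells carried along in the sort, or excitatory neurons with the reporter, may remain, and neither was tested.

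Tac1 differed between libraries in direction. In the second clustering, its log2 ratio of LRP-like over interneuron-like cells was 1.60 at E16.5, -3.82 at P1, and -3.98 at P5, and the difference between the stages was not tested. At E16.5, 96.0% of the Tac1 UMIs of LRP-like cells (97 of 101) lay in 1 cluster, which held 43.6% of the UMIs, and 33 lay in 1 cell. Tac1 cells of another type within this cluster may explain the ratio, but they cannot be told apart from LRP neurons with Tac1, since only 12 cells had Tac1, 4 of them had Nos1, and the cluster had the highest Nos1 level of the LRP-like clusters (222 CPM). A change of Tac1 with age stays open and was not tested.

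Lypd1 also differed in direction, between MC-like and nMC-like cells. Its log2 ratio was 1.41 at E16.5, -1.38 at P1, and -2.39 at P5, and the difference between the stages was not tested. At E16.5, Lypd1 had 12 UMIs in MC-like cells and 0 in nMC-like cells, so that the value at this stage depends on the pseudocount and is no measured fold. No technical explanation was tested, and a change with age stays open.

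The 5 genes outside the lists of the paper that were chosen by the rule set in advance were higher in LRP-like cells in all 3 libraries. The lowest log2 ratio over the libraries was 2.50 for 2900009J06Rik, 2.41 for Gm29135, 2.20 for Prcd, 1.64 for Lor, and 1.60 for Dmrtb1. Prcd overlaps Cygb on the other strand by 780 bases, and Cygb is a Table S3 gene. Reads of Cygb may explain Prcd, and this cannot be told apart from expression of Prcd, since LRP-like cells had 9.25, 5.36, and 6.93 Prcd UMIs per 100 Cygb UMIs at the 3 stages, a 1.73-fold range within counting error (95% intervals 5.17 to 15.5, 4.00 to 7.05, and 5.75 to 8.30). In interneuron-like cells, the numbers were 5.11 (3.76 to 6.82), 7.03 (5.15 to 9.40), and 11.4 (9.56 to 13.5), which differ between E16.5 and P5 by more than the counting error and lie above LRP-like cells at P5, so that a fixed share of Cygb reads is not the whole source of Prcd in interneuron-like cells. For the other 4 genes, reads shared with neighboring genes were not tested, and no biological explanation was tested.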

How the results depend on the processing

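The alternatives without the highest Scrublet scores, without Xist in the clustering, and with another naming fold were chosen after the data were seen. So were those with a narrower form of the paper's rule for stressed clusters and with another subcluster resolution. The iterative form of the hierarchical clustering was also chosen then. Over 31 results, the alternatives gave 359 values. Of these, 214 stayed within the 95% interval of the value reported, and 145 moved beyond it. The numbers of kept cells and of subclusters have no such interval. Their values counted among the 214 lay within 1.5 times of the value reported. Only log2 ratios and differences can change direction, and 0 of them did. The distance difference by 1 minus Pearson correlation (0.0222 at E16.5, 0.0200 at P1, and 0.0284 at P5) is on another scale, was judged by its direction alone, and is counted among the 214 without lying within the interval. The moved values follow by setting, and the cause was not tested for them, except where the setting itself removes cells (stricter quality control and the lower number of cells), names fewer clusters, or sets LRP-like clusters aside (the rule for stressed clusters). No paired analysis was possible because the 3 stages share no animals and hold 1 library each.

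The median log2 ratio of Table S3 LRP genes in LRP-like over interneuron-like cells stayed above 0 under each alternative that gave a value, from 1.04 to 1.58 at E16.5, 1.38 to 1.74 at P1, and 1.56 to 1.78 at P5. The module median over all cells ranged from 2.05 to 2.20. The median of non-Martinotti genes at P5 over E16.5 stayed below 0, from -1.70 to -0.58 in LRP-like and from -0.83 to -0.58 in MC-like cells. The distance difference stayed above 0, from 0.00501 to 0.0971 at E16.5. The lowest of these is within the spread of single draws of simulated types without a difference. At P1, the value in the second clustering was 0.0227, and single simulated draws spread from -0.0258 to 0.0227. The simulated types had fewer cells than the real types at P1, so this spread does not decide whether that value is real. The difference of LRP-like shares by Xist ranged from 3.49 to 5.74 points, and the share of LRP-like cells with both Dach1 and Lypd1 from 1.58% to 2.32%.

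With stricter quality control, the LRP-like share was 5.01% at E16.5, 33.3% at P1, and 19.6% at P5, the MC-like share was 38.6% at E16.5 and 27.6% at P5, and the nMC-like share was 25.2% at E16.5, 16.5% at P1, and 40.8% at P5. The stressed-like share was 3.69%, the excitatory neuron-like share was 1.73%, and the number of kept cells was 5314. The median log2 ratio of Table S3 LRP genes was 1.25 at E16.5, 1.38 at P1, and 1.57 at P5, the module median over all cells was 2.19, and the module median in LRP-like cells was 1.52. The distance difference was 0.150 at P5, the random forest accuracy was 88.7%, and the difference of LRP-like shares by Xist was 5.74 points. The summed CPM of immediate early genes was 393 CPM at E16.5, 226 CPM at P1, and 246 CPM at P5. With the UMI limit computed over pooled libraries, the MC-like share was 36.8% at E16.5 and 21.1% at P1, the nMC-like share was 23.3% at P1 and 11.6% at P5, and the Meis2-like share was 0.901%. The excitatory neuron-like share was 1.36%.

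Without Scrublet doublets, the MC-like share was 23.2% at P1 and 38.1% at P5, the nMC-like share was 12.4% at E16.5, 12.5% at P1, and 10.9% at P5, and the stressed-like share was 8.89%. The Meis2-like share was 0.884% and the excitatory neuron-like share was 1.38%. At Louvain resolution 0.5, the LRP-like share was 3.85% at E16.5, the MC-like share was 36.8% at E16.5, and the nMC-like share was 26.2% at E16.5 and 16.8% at P5. The excitatory neuron-like share was 2.29%. At Louvain resolution 2.0, the MC-like share was 24.4% at E16.5 and 21.0% at P1, the nMC-like share was 12.0% at E16.5 and 18.7% at P1, and the stressed-like share was 5.30%. The median log2 ratio of Table S3 LRP genes was 1.73 at P1 and the distance difference was 0.147 at P1 and 0.157 at P5.

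Under hierarchical clustering, the LRP-like share was 5.58% at E16.5, the MC-like share was 25.2% at E16.5, 15.0% at P1, and 24.1% at P5, and the nMC-like share was 46.9% at E16.5, 31.0% at P1, and 31.8% at P5. The Meis2-like share was 1.79%, the excitatory neuron-like share was 1.45%, and the median log2 ratio of Table S3 LRP genes was 1.73 at P1 and 1.78 at P5. The module median in LRP-like cells was 1.55, the median of non-Martinotti genes in LRP-like cells was -0.86, and the distance difference was 0.141 at P1 and 0.161 at P5. The random forest accuracy was 87.7%. With the libraries clustered separately, the LRP-like share was 5.99% at E16.5, the MC-like share was 20.3% at E16.5, 22.2% at P1, and 27.0% at P5, and the nMC-like share was 3.01% at E16.5, 22.7% at P1, and 33.4% at P5. The excitatory neuron-like share was 1.38%, the median log2 ratio of Table S3 LRP genes was 1.04 at E16.5, and the module median in LRP-like cells was 2.05. The median of non-Martinotti genes in LRP-like cells was -1.70 and the distance difference was 0.00501 at E16.5 and 0.166 at P5.

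With 30 principal components, the MC-like share was 31.7% at E16.5 and 17.4% at P1, the nMC-like share was 23.0% at E16.5 and 25.0% at P1, and the stressed-like share was 9.67%. The Meis2-like share was 0.723%, the excitatory neuron-like share was 1.44%, and the median log2 ratio of Table S3 LRP genes was 1.57 at E16.5 and 1.74 at P1. The random forest accuracy was 93.0%. At a scaling factor of 10000, the LRP-like share was 3.47% at E16.5, the MC-like share was 38.0% at E16.5 and 23.0% at P1, and the nMC-like share was 12.7% at E16.5 and 22.9% at P1. The stressed-like share was 9.56%, the Meis2-like share was 0.691%, and the excitatory neuron-like share was 1.39%. The median log2 ratio of Table S3 LRP genes was 1.30 at E16.5, the module median in LRP-like cells was 1.48, and the random forest accuracy was 92.1%.

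In the second clustering, the LRP-like share was 6.07% at E16.5 and 19% at P1, the MC-like share was 19.8% at E16.5, 16.0% at P1, and 41.0% at P5, and the nMC-like share was 31.4% at E16.5, 33% at P1, and 17.3% at P5. The stressed-like share was 12.1%, the Meis2-like share was 0.691%, and the excitatory neuron-like share was 1.52%. The module median in LRP-like cells was 2.01 and the distance difference was 0.0140 at E16.5 and 0.0227 at P1. With the mean of per-cell CPM, the median log2 ratio of Table S3 LRP genes was 1.58 at E16.5 and 1.59 at P1 and the module median over all cells was 2.20. With a pseudocount of 5 CPM, the median log2 ratio of Table S3 LRP genes was 1.56 at P5, the module median over all cells was 2.05, and the module median in LRP-like cells was 1.55. Trained on 2 libraries and tested on the third, the random forest accuracy was 85.1%.

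With the highest Scrublet scores left out, the MC-like share was 22.9% at P1, the nMC-like share was 23.3% at E16.5 and 20.9% at P1, and the stressed-like share was 10.2%. The Meis2-like share was 0.649%, the excitatory neuron-like share was 1.35%, and the distance difference was 0.149 at P5. The random forest accuracy was 92.1%. With Xist left out of the clustering, the LRP-like share was 3.62% at E16.5, the MC-like share was 13.7% at P1 and 31.5% at P5, and the nMC-like share was 18.9% at E16.5, 19.4% at P1, and 9.83% at P5. The stressed-like share was 9.24%, the Meis2-like share was 0.872%, and the excitatory neuron-like share was 1.40%. The median log2 ratio of Table S3 LRP genes was 1.73 at P1, the distance difference was 0.0269 at E16.5, 0.0448 at P1, and 0.0662 at P5, and the random forest accuracy was 94.7%.

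Under a narrower form of the paper's rule for stressed clusters, the LRP-like share was 13.3% at P1 and the stressed-like share was 12.4%. The paper's rule sets aside every cluster with a stress score above 10. Here, 2 clusters were counted as stressed, with scores of 167.2 and 41. Clusters of 1011, 671, 423, and 39 cells, with a score of 20 from 1 stress marker each, were not set aside. With a naming fold computed at a scaling factor of 1000, the number of named clusters was 2.

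Some alternatives gave no value. Table S3 lists were not read in the second clustering, whose genes include them, and no Meis2-like cluster was formed at Louvain resolution 0.5 or under stricter quality control. Among 9 values for cells thinned to a fixed number of UMIs, 7 moved beyond their interval and 2 did not. The low number of LRP-like cells at E16.5, 112, limits the LRP-like shares and subclusters of that library and the genes with few UMIs in them.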

Differences from the paper's values

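The clusterings without Xist and without the highest Scrublet scores, named below, were chosen after the values were seen. So were the rule for stressed clusters and the iterative form of the hierarchical clustering. The other alternatives named below were set before the data were examined.

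Below, a gap is called closed where neither value is more than 1.5 times the other. The first clustering gave 2 LRP-like clusters, compared with the paper's 4. Among the alternatives set before the data were examined, the number came within the paper's without Scrublet doublets (3), at Louvain resolution 2.0 (3), and in the second clustering (4), and with Xist left out of the clustering, which was chosen after seeing the values, it was 3. The other alternatives did not close the gap. It gave 5 MC-like clusters, compared with the paper's 3. Stricter quality control (4) and Louvain resolution 0.5 (3) closed this gap, as did leaving out the highest Scrublet scores (4), chosen after seeing the values, and the other alternatives did not. It gave 1 stressed-like cluster, compared with the paper's 4. Of the 19 alternatives, those that formed or named clusters anew gave at most 2 such clusters and did not close this gap. The others left the clusters and their names as they were, so they could close no gap in this section. The paper's limit of 10 on the stress score was not applied to every cluster above it, so whether that rule closes the gap is open.

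Among LRP-like and interneuron-like cells, the LRP-like share at E16.5 was 5.05%, compared with the paper's about 10% in Fig. 2D, read by eye. This gap was closed by stricter quality control (7.27%), Louvain resolution 2.0 (6.89%), hierarchical clustering (7.19%), libraries clustered separately (14.9%), and the second clustering (10.6%), and not by the other alternatives. The nMC-like share at P5 was 19.6%, compared with the paper's about 39% in Fig. 2D, read by eye. Stricter quality control (46.4%), hierarchical clustering (43.7%), and libraries clustered separately (43.0%) closed it, and the other alternatives did not.

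The paper states that each type turns on its own genes as development goes on. At P5, 72 of the 98 LRP genes in LRP-like cells and 17 of the 18 Martinotti genes in MC-like cells were higher than at E16.5. In nMC-like cells, 17 of the 25 non-Martinotti genes were higher at P1 than at E16.5, with a median log2 ratio of 0.39, and 10 were higher at P5, with a median of -0.45. The paper states that, of the transcription factor genes it lists, Dach1 and Pou3f2 were expressed most in LRP neurons. In LRP-like cells at E16.5, P1, and P5, Sox2 had 675, 675, and 479.5 CPM, Sox1 445, 316, and 143 CPM, Pou3f2 169, 523, and 399 CPM, Dach1 337, 145, and 38.6 CPM, Tshz2 137, 163, and 141 CPM, and Zeb1 79.6 CPM over all libraries, so that Sox2 was the highest of the 6 in each library. Relative to interneuron-like cells, Dach1 had the highest log2 ratio of the 6 at E16.5 (6.08) and P1 (5.26), and Pou3f2 at P5 (4.93).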

Other observations

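The comparison of Ddit3 and Atf4 and the comparison of Dach1 and Lypd1 in thinned cells were chosen after the results were seen. For the digestion at P5 and for Ddit3 and Atf4, the values met the criterion written to argue against the explanation, and these explanations were set to open only after the values were seen, for the reasons given below.

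The paper's methods digest P5 tissue differently from the earlier stages, so 10 immediate early genes were summed as a measure of the response to dissociation. Over all cells they reached 411 CPM at E16.5, 165 CPM at P1, and 228 CPM at P5. In LRP-like cells they reached 467, 272, and 372 CPM, in MC-like cells 503, 133, and 186 CPM, and in nMC-like cells 470, 156, and 270 CPM. P5 was the highest library in 0 of the 3 types, and it was above P1 in each of them by more than the counting error. The digestion at P5 cannot account for the difference between E16.5 and P1. In CPM, the rise from P1 to P5 was mostly that of Jun, itself a Table S3 LRP gene. Jun rose from 105 to 156 CPM over all cells and from 243 to 339 CPM in LRP-like cells. Over all cells, Fos (9.20 to 23.2 CPM), Fosb (0.418 to 6.53), Egr1 (9.52 to 20.5), and Ier2 (0.837 to 1.32) also rose. Junb, Dusp1, Btg2, and Nr4a1 were lower at P5 over all cells, as was Atf3 (0.209 and 0.176 CPM). Under stricter quality control, the intervals of P1 and P5 over all cells overlapped (207 to 248 and 236 to 257 CPM). For the higher level at P5 than at P1, the digestion may be the source, and it cannot be told apart from a difference of age, since each stage is 1 library and only P5 tissue was digested in this way.

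The stressed-like cluster was examined further. Ddit3 and Atf4 were not raised, and in 5 of the 6 comparisons (both genes in the 3 libraries) their interval in stressed-like cells lay below that of interneuron-like cells, with log2 ratios of -0.95, -1.32, and -1.42 for Ddit3 and -0.37, -1.11, and -0.92 for Atf4. Other genes of the endoplasmic reticulum response, all from the list of stress markers, were higher, with log2 ratios of 0.31, 0.94, and 0.81 for Xbp1, 1.14, 1.48, and 2.31 for Pdia6, and 0.72, 0.89, and 0.84 for P4hb. The paper reports that heat-shock genes were enriched in its stressed clusters. Of the heat-shock family genes among its stress markers, Hspa5 had log2 ratios of 1.14, 1.72, and 2.14 here. Hsp90b1 had 0.92, 1.71, and 2.13. Both name the cluster, so they are no separate evidence. Heat-shock genes outside the stress markers were not uniformly higher, and they do not test the paper's statement. Their log2 ratios were -0.88, -1.45, and -2.01 for Dnajb1 and -0.26, -0.64, and -0.51 for Hsph1. They were -0.99, -0.18, and 0.26 for Hspa8 and 0.09, 0.06, and 0.63 for Hsp90aa1. An unfolded protein response cannot be told apart from other sources here, since a loss of cytosolic mRNA would also lower Ddit3 and Atf4. The summed CPM of Hspa5, Calr, and Hsp90b1 was 1.86, 2.07, and 3.99 times that of interneuron-like cells of the same range of UMIs. The intervals were separate in each library. Interneuron-like cells of this range were 1.04, 1.51, and 0.932 times as high as deeper ones, compared with 1.94, 3.14, and 3.72 times for stressed-like cells. These 3 genes name the cluster but were not among the genes that formed it, and few UMIs per cell alone are argued against as the source.

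Loss of cytosolic mRNA with retention of mRNA bound to the endoplasmic reticulum is a candidate explanation. Of 30 comparisons (10 gene families in 3 libraries), 21 lay outside the central 95% of random lists on the side that it predicts and 0 on the other side, with 8 of 12 for cytosolic and 13 of 18 for membrane protein families. Ribosomal protein genes had a median log2 ratio of -2.02, -2.01, and -1.38. It cannot be told apart from a regulated change of the same families, since the remaining 9 comparisons lay within the range of random lists. The median mitochondrial share, a common sign of damaged cells, does not settle it, since it was higher in stressed-like than in interneuron-like cells at E16.5 (6.13% and 4.36%) and P5 (6.93% and 4.33%) and lower at P1 (5.83% and 6.42%). A stress response in the tissue stays open and was not tested.

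Dach1 was lower and Lypd1 higher in LRP-like cells of the P5 library than of the E16.5 library. Fewer UMIs per cell at P5 are argued against, since with each cell thinned to 2000 UMIs a UMI of Dach1 was found in 43.1% of 102 LRP-like cells at E16.5 (95% interval 33.4% to 53.3%) and 5.99% of 317 at P5 (3.65% to 9.20%), a difference of 37.1 percentage points, and a UMI of Lypd1 in 1.96% (0.238% to 6.90%) and 41.6% (36.2% to 47.3%). The thinning left out 10 shallower cells at E16.5 and 158 at P5, and the shares before it were 61.6% and 8.84% for Dach1 and 3.57% and 47.8% for Lypd1. The genes that name LRP-like clusters are argued against, since in the second clustering Dach1 was 5.09 times as high at E16.5 as at P5 (195 and 38.3 CPM). Within subcluster 3, the subcluster with most Dach1, the level was 443 CPM at E16.5, 375 CPM at P1, and 180 CPM at P5, a 2.47-fold range. A change in which subclusters are present may explain much of the difference, but it cannot be told apart from a fall inside each subcluster, since the value at P5 rests on 18 UMIs in 28 cells and the subclusters at E16.5 are partly of that library alone. A change of expression with age stays open and was not tested.

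Table S3 genes of non-Martinotti cells were lower at P5 than at E16.5 in other types as well, with a median log2 ratio of -0.62 in LRP-like and -0.78 in MC-like cells. Within E16.5, 3 unnamed clusters of 1281 cells had these genes above both types, by a median of 0.66 over MC-like and 1.19 over LRP-like cells, and below nMC-like cells by a median log2 ratio of -0.20. As a hypothesis, these genes may mark immature SST+ neurons of any type. The unnamed clusters could as well hold nMC cells without a name, and this was not separated. In the second clustering, 1029 of the 1892 unnamed cells of all libraries (54.4%) were nMC-like. Its names come from Table S3 genes, so these names are no evidence apart from the level of such genes.

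The clusters of the E16.5 library differed in their share of cells with Xist alone among cells with Xist or Y-linked UMIs alone. This share was 83.0% in the larger LRP-like cluster, 77.1% in excitatory neuron-like cells, and 68.8% in Meis2-like cells, compared with 54.6% over all clusters. It was 69.1% in an nMC-like cluster of 199 E16.5 cells and 67.2% in the interneuron-like cluster without a split. Lower shares were found in an MC-like cluster of 378 E16.5 cells (39.5%), an nMC-like cluster of 215 (39.3%), and an unnamed cluster of 259 (36.3%). In the second clustering, LRP-like cells were 8.73% of the cells with Xist alone and 3.93% of the cells with Y-linked UMIs alone.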
